# Multimodal mapping of cell types and projections in the central nucleus of the amygdala

**DOI:** 10.7554/eLife.84262

**Published:** 2023-01-20

**Authors:** Yuhan Wang, Sabine Krabbe, Mark Eddison, Fredrick E Henry, Greg Fleishman, Andrew L Lemire, Lihua Wang, Wyatt Korff, Paul W Tillberg, Andreas Lüthi, Scott M Sternson

**Keywords:** amygdala, transcriptomics, fluorescent in situ hybridization, Mouse

## Abstract

The central nucleus of the amygdala (CEA) is a brain region that integrates external and internal sensory information and executes innate and adaptive behaviors through distinct output pathways. Despite its complex functions, the diversity of molecularly defined neuronal types in the CEA and their contributions to major axonal projection targets have not been examined systematically. Here, we performed single-cell RNA-sequencing (scRNA-seq) to classify molecularly defined cell types in the CEA and identified marker genes to map the location of these neuronal types using expansion-assisted iterative fluorescence in situ hybridization (EASI-FISH). We developed new methods to integrate EASI-FISH with 5-plex retrograde axonal labeling to determine the spatial, morphological, and connectivity properties of ~30,000 molecularly defined CEA neurons. Our study revealed spatiomolecular organization of the CEA, with medial and lateral CEA associated with distinct molecularly defined cell families. We also found a long-range axon projection network from the CEA, where target regions receive inputs from multiple molecularly defined cell types. Axon collateralization was found primarily among projections to hindbrain targets, which are distinct from forebrain projections. This resource reports marker gene combinations for molecularly defined cell types and axon-projection types, which will be useful for selective interrogation of these neuronal populations to study their contributions to the diverse functions of the CEA.

## Introduction

Neuronal heterogeneity has been characterized and classified in brains by gene expression, morphology, and connectivity. The increasing number of molecularly defined neuron types revealed by single-cell RNA sequencing (scRNA-seq) accentuates the need for integrated methods to relate gene expression, cell morphology, and axon projection patterns. Several imaging-based and sequencing-based methods have been developed to allow for spatial gene expression profiling in both thin (~10 µm) and thick (≥100 µm) tissue (Chen et al., 2015; Codeluppi et al., 2018; Moffitt et al., 2018; Nicovich et al., 2019; Qian et al., 2020; Shah et al., 2016; Wang et al., 2018), including expansion-assisted iterative fluorescence in situ hybridization (EASI-FISH) (Wang et al., 2021). These methods provide spatially resolved molecular composition of neuronal types, but they can also serve as a bridge to link cell types classified using scRNA-seq with functional attributes, such as neuronal projections (Zhang et al., 2021) and activity (Bugeon et al., 2022; Lovett-Barron et al., 2020; Xu et al., 2020). Some methods, such as BARseq2 (Chen et al., 2019; Sun et al., 2021) and MERFISH (Zhang et al., 2021), have been developed for mapping neuronal projections in the cortex, but most of these methods have been performed in thin tissue sections, limiting 3D tissue context.

The central nucleus of the amygdala (CEA) (Cassell et al., 1999; Cassell and Gray, 1989; Keifer et al., 2015; Moscarello and Penzo, 2022) integrates external and internal sensory information to control motivated behaviors and learning in appetitive (Cai et al., 2014; Carter et al., 2013; Hardaway et al., 2019; Robinson et al., 2014) and aversive domains (Ciocchi et al., 2010; Ehrlich et al., 2009; Haubensak et al., 2010; Wilson et al., 2019). The CEA also controls a variety of innate responses such as autonomic functions (Iwata et al., 1987; Kapp et al., 1979), taste valence (Sadacca et al., 2012), food and water intake (Douglass et al., 2017; Kim et al., 2017), jaw movements (Han et al., 2017), as well as predatory behavior (Han et al., 2017). The CEA is also involved in responses to general anesthetics (Hua et al., 2020), addiction (Domi et al., 2021; Torruella-Suárez et al., 2020; Venniro et al., 2020), pain (Allen et al., 2021; Allen et al., 2023; Han et al., 2005; Okutsu et al., 2017; Wilson et al., 2019), and itch (Samineni et al., 2021).

CEA neurons elicit these distinct behavioral functions based on their axon projection patterns. For example, the CEA influences multiple processes associated with threat responses, such as freezing and cardiovascular adaptations, via projections to the ventrolateral periaqueductal gray (vlPAG) (Tovote et al., 2016) and the nucleus of the solitary tract (NTS) (Saha, 2005). CEA→vPAG projections are also involved in chloroquine-induced pruritic behaviors (Samineni et al., 2021). Neurons in the anterior CEA are implicated in predatory hunting responses in rodents via projections to the parvocellular reticular formation (PCRt) and the vlPAG (Han et al., 2017). CEA projections to other hindbrain regions (Veening et al., 1984), such as the parabrachial nucleus (PBN), modulate food intake (Douglass et al., 2017), alcohol consumption (Bloodgood et al., 2021; Torruella-Suárez et al., 2020), and pain responses and aversion (Allen et al., 2021; Allen et al., 2023; Han et al., 2005; Han et al., 2015; Okutsu et al., 2017; Wilson et al., 2019). In addition, the CEA→lateral SN (lateral substantia nigra) pathway promotes learned behavioral responses to salient stimuli (Lee et al., 2005; Steinberg et al., 2020).

The CEA consists of primarily GABAergic neurons that are organized within at least three subdivisions. In the classical view (Duvarci et al., 2011), the lateral central amygdala (CeL) is a primary target for external and internal sensory inputs that are processed and passed to the medial central amygdala (CeM), a major output nucleus projecting to hindbrain autonomic and motor control areas. For instance, activation of CeM elicits freezing behavior (Ciocchi et al., 2010), which is gated by disinhibition of a local inhibitory projection from CeL to CeM (Haubensak et al., 2010). However, long-range projections from the CeL have been reported (Cassell et al., 1999; Herry and Johansen, 2014; Li and Sheets, 2018; Veening et al., 1984; Ye and Veinante, 2019), indicating direct influence of this subregion on downstream areas. In addition, the capsular central nucleus (CeC), a subdivision at the far lateral edge of the middle and posterior CEA and the anterior lateral portion of CEA, receives distinct axonal inputs (Cassell et al., 1999) and contributes to controlling defensive behaviors (Kim et al., 2017) and appetite (Carter et al., 2013). In addition to distinct projection patterns, neurons in different CEA subnuclei also showed distinct electrophysiological properties and morphology (Li et al., 2022; Li and Sheets, 2018; Mork et al., 2022), with additional functional heterogeneity observed along the rostrocaudal topographic axis (Bowen et al., 2022).

The CEA also contains multiple molecularly defined neuron populations that have been investigated for their role in appetitive and defensive behaviors. Previously used marker genes for CEA cell types include protein kinase C delta (*Prkcd*), somatostatin (*Sst*), corticotropin-releasing hormone (*Crh),* tachykinin-2 (*Tac2*), or neurotensin (*Nts*). *Prkcd* is expressed in a set of CEA neurons that reduce freezing, promote extinction learning, suppress appetite when activated (Cai et al., 2014; Haubensak et al., 2010; Kim et al., 2017), and elicit defensive behaviors when inhibited (Ciocchi et al., 2010). CEA *Prkcd* neurons are also associated with drug craving (Venniro et al., 2020) and alcohol addiction (Domi et al., 2021). *Sst*, *Crh,* and *Tac2* neurons have been associated with the acquisition and expression of conditioned fear responses such as freezing or flight (Andero et al., 2016; Andero et al., 2014; Gafford and Ressler, 2015; Li et al., 2013; Sanford et al., 2017; Yu et al., 2016). In addition, *Nts-*expressing neurons are involved in feeding and reward-related behaviors (Kim et al., 2017; Torruella-Suárez et al., 2020). Additional work has demonstrated that some of these markers (*Sst, Crh, Nts*) have a considerable degree of overlap in the same neurons, whereas others are distinct (e.g., *Prkcd*) (McCullough et al., 2018b). However, the molecular diversity of CEA neurons has been incompletely examined. In addition, it has been difficult to establish the correspondence of CEA axonal projections with its many molecularly defined cell types. Therefore, the functional significance of CEA subpopulations defined by both anatomical and molecular characteristics remains largely uncharacterized.

To increase understanding of the organization of the CEA, it is important to systematically classify the molecularly defined neuron types in the CEA as well as their anatomical locations in CEA subnuclei and major projection pathways. Here, we performed single-cell RNA-sequencing (scRNA-seq) on neurons from the CEA and used these data to define molecularly defined neuron types. We then integrated retrograde axonal tracing with EASI-FISH (Wang et al., 2021) in 100-µm-thick tissue sections to determine the molecular identity and spatial distribution of neurons that project to several important CEA output targets. This produced a molecular parcellation of the CEA, comprising multiple cell populations with complex projection patterns.

## Results

### Molecularly defined cell types in the CEA based on scRNA-seq

We used scRNA-seq to profile gene expression diversity in CEA neurons (Figure 1—figure supplement 1A–D) and identified 13 transcriptomic neuronal types from the CEA (Figure 1A and D, also see 'Materials and methods' and online portal). 

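The neurons came from 7 male C57Bl/6J mice and were picked by hand into the wells of 19 plates with 96 wells each, and those of all mice were pooled for sequencing. Each plate made 1 library. The labels name no animal, so that the spread between libraries holds repeats of the preparation and any difference between animals on the plates. The mice were 8 weeks old when the experiments began according to the paper's methods and 6 to 8 weeks old according to the sample labels. Neurons were collected 4 weeks after the injection into the PBN. The authors trimmed the reads, aligned them to GRCm38 with STARsolo and deposited the number of unique molecular identifiers (UMIs) per gene and well, without normalization. Of the 1824 wells, 1643 were marked as holding CEA cells, 108 held control RNA, 44 held spike-in RNA only, 21 were marked empty and 8 blank. Libraries held 78 to 88 CEA wells (median 87), and the total per library was 4463418 to 9313650 UMIs (median 7449196). The CEA wells had a median of 80646 UMIs and 5197 genes per cell. After the filter on cells, the median was 82683 UMIs and 5207 genes per cell, and the median per library had an SD of 14516 UMIs (n = 19 libraries). The paper's reported depth is 6611566 ± 92440 reads per cell (mean ± SD), whereas all values here are UMIs. The unit is not the only difference. The value 6611566 equals the sum over the 19 plates of a number per well, described with the sequencing methods below, that averages 347977. The wells with spike-in RNA only had a median of 491.5 UMIs and 291 genes, and the share of these wells with a gene served as the level of background. They held no picked cell, so that this level may miss free RNA that came along with a cell. A gene was called detected in a cell with at least 1 UMI. Shares of cells are given with 95% Wilson intervals, which cover counting error only, and the SD between libraries was taken over libraries with at least 3 cells of the cluster. No doublet caller was run, because each well received a single neuron picked by eye.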

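Filtering left 1415 cells, and removal of non-neuronal cells and cells from outside the CEA left 1353 neurons. Clustering in Seurat followed the settings stated in the methods, namely 5000 variable features, 40 principal components, k = 25, a resolution of 1.5 and regression of nUMI and percent.mito. It gave 14 clusters. A cluster was named after the seq-c cluster of Supplementary file 1 with the most markers among its 50 leading genes, and was left unnamed with fewer than 3 markers, with a tie or where its 10 leading genes held more markers of another cluster. The names are therefore rebuilt from marker genes and carry the ending "-like", because cluster labels of single cells were not used here. Of the 14 clusters, 11 were named and took 10 names. They were seq-c2-like (166 neurons), seq-c3-like (18), seq-c5-like (63), seq-c6-like (110), seq-c7-like (36), seq-c8-like (101), seq-c9-like (32), seq-c10-like (54), seq-c11-like (73) and a pair of seq-c13-like clusters, clusters 1 and 4, with 189 and 114 neurons. Unnamed clusters 0, 3 and 8 held 201, 132 and 64 neurons, and no cluster took the name of seq-c1, seq-c4 or seq-c12. The alternative that moved the number of clusters most was a resolution of 0.8, which gave 9. With 20 principal components, 228 neurons formed a seq-c12-like cluster, and such a cluster also formed with 2000 variable features. From the clusters that its evaluation of resolution and neighborhood size selected, and from their enriched genes, the paper concludes that the CEA holds 13 transcriptomic neuronal types.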

Consistent with previous descriptions, neurons in this region expressed inhibitory markers, such as glutamate decarboxylase 1 and 2 (*Gad1* and *Gad2*), vesicular GABA transporter (*Slc32a1* encoding Vgat), as well as many neuropeptides and neuromodulatory receptors (Figure 1B, Figure 1—figure supplement 2).

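*Gad1* (ENSMUSG00000070880, chromosome 2 of GRCm38, 70553072 to 70602014) was detected in 97.0% of the 1353 neurons (96 to 97.8%), with 46.8 ± 0.997 UMIs per positive neuron (SEM). *Gad2* (ENSMUSG00000026787, chromosome 2, 22622205 to 22693874) was detected in 97.7% (96.8 to 98.4%), with 59.7 ± 1.43 UMIs. *Slc32a1* (ENSMUSG00000037771, chromosome 2, 158610767 to 158615748) was detected in 74.4% (72.0 to 76.6%), with 8.55 ± 0.267 UMIs. Between libraries the share varied with an SD of 2.11 percentage points for *Gad1*, 2.34 for *Gad2* and 6.34 for *Slc32a1* (n = 19). All 3 genes were detected in 971 neurons (71.8%), *Gad1* or *Gad2* in 99.7%, and none of the 3 in 4 neurons. The alternative that moved the share with all 3 genes most was a minimum of 2 UMIs per gene, which gave 60.5%. In the wells with spike-in RNA only, *Gad1* and *Gad2* were each detected in 15.9%, and *Slc32a1* in 0 of 44 wells, which allows a share of up to 6.82%. *Gad1* and *Gad2* belonged to the markers by which neurons were told from other cells. In the 62 cells removed by these markers or by markers of regions outside the CEA, the shares were 59.7% for *Gad1*, 54.8% for *Gad2* and 46.8% for *Slc32a1*.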

**Figure 1.**
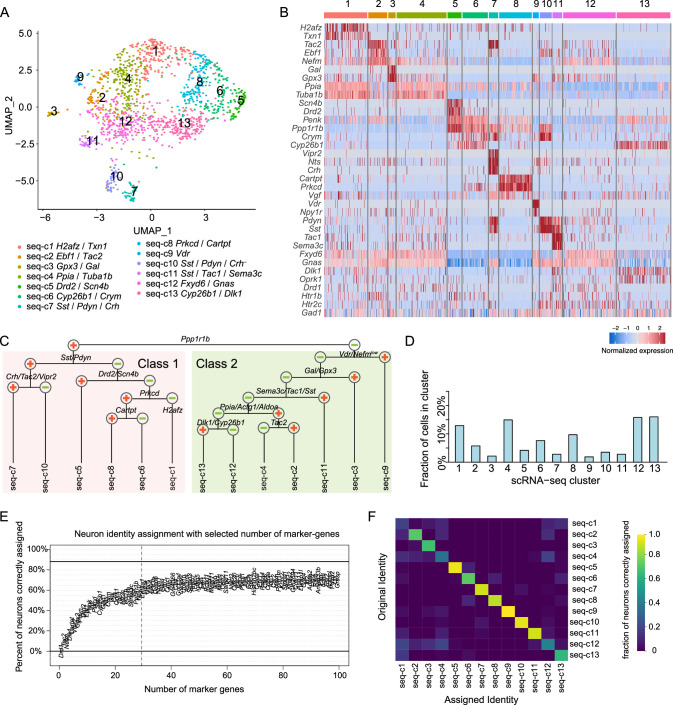
Central nucleus of the amygdala (CEA) single-cell RNA-sequencing (scRNA-seq) data analysis. (**A**) UMAP for molecularly defined neuron clusters in the CEA, with cell types color-coded by scRNA-seq clusters. A total of 1,643 cells were subjected to single-cell RNA sequencing, with an average depth of 6,611,566 ± 92,440 (mean ± SD) reads per cell. Among them, 1,393 CEA neurons were identified. (**B**) Heatmap of marker genes from scRNA-seq clusters. Colormap indicates z-score normalized expression. (**C**) Dendrogram representing transcriptional relationships of molecularly defined neuronal types from scRNA-seq. (**D**) Fraction of neurons in each scRNA-seq cluster. (**E**) Percent of correctly mapped neurons with increasing numbers of marker genes. The dotted vertical line indicates the cutoff for marker genes selected in this study. The top 100 most differentially expressed marker genes were included for this analysis. (**F**) Heatmap showing the fraction of neurons that were correctly assigned to their original scRNA-seq cluster using 29 selected marker genes.

**Figure 1—figure supplement 1.**
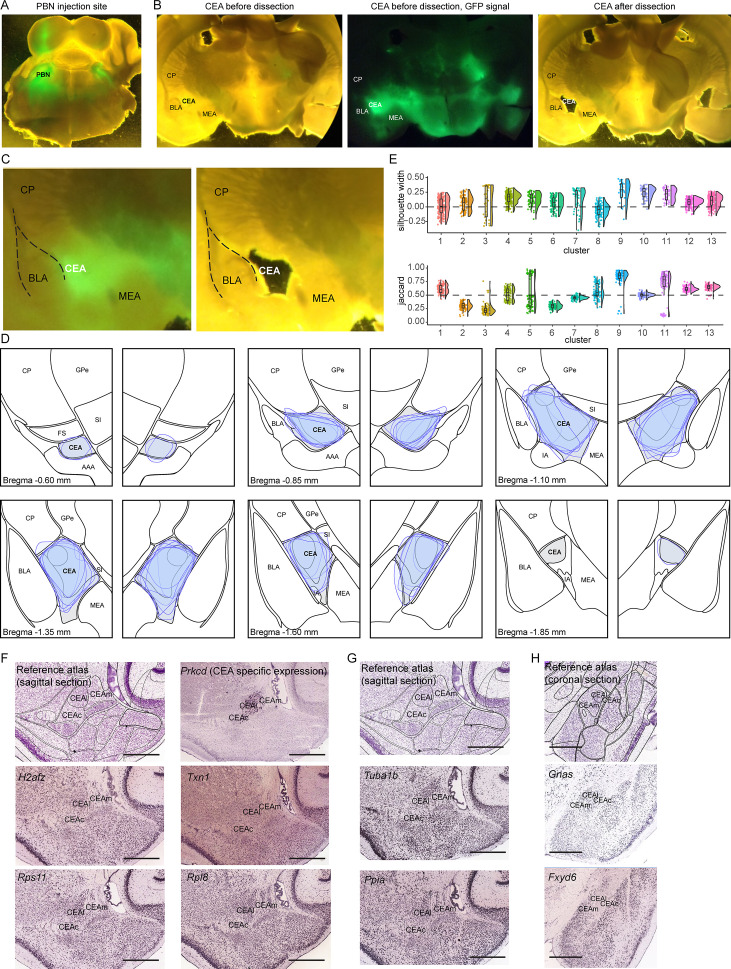
Microdissection of central nucleus of the amygdala (CEA) tissue for single-cell RNA sequencing (scRNA-seq). (**A**) Bilateral expression of AAV2/1-CAG-GFP in the parabrachial nucleus (PBN). (**B**) Afferent fibers from the PBN specifically label the CEA but not surrounding nuclei such as the basolateral amygdala (BLA), the medial amygdala (MEA), or the amygdalostriatal transition area (AST) of the ventral caudate putamen (CP). The CEA was selectively dissected and processed to obtain single neurons for sequencing. (**C**) Zoom-in view of tissue before and after CEA microdissection for scRNA-seq. (**D**) Mapping of all CEA microdissections for scRNA-seq. Data from seven animals. AAA: anterior amygdala area; BLA: basolateral amygdala; CEA: central amygdala; CP: caudate putamen; FS: fundus of the striatum; GPe: globus pallidus external; IA: intercalated amygdala nucleus; MEA: medial amygdala; SI: substantia innominata. Atlas schemes reproduced from the Allen Brain Reference Atlas (Allen Institute for Brain Science, 2011; http://atlas.brain-map.org/) with coronal sections shown. Reproduced with permission from The Allen Institute, copyright holder The Allen Institute, copyright year 2011. It is not covered by the CC-BY 4.0 license, and further reproduction of this panel would need permission from the copyright holder. (**E**) Silhouette scores (top) and Jaccard similarity index (bottom) of scRNA-seq clusters. (**F–H**) Example images showing differentially expressed genes identified in scRNA-seq cluster seq-c1 (**F**), seq-c4 (**G**), and seq-c12 (**H**). Scale bars: 840 µm. (**F**) Example images reproduced from the Allen Institute for Brain Science, Allen Reference Atlas – Mouse Brain Sagittal Atlas (http://atlas.brain-map.org/, specific dataset URLs: https://mouse.brain-map.org/experiment/show/69818338, https://mouse.brain-map.org/experiment/show/73573289, https://mouse.brain-map.org/experiment/show/100143572, https://mouse.brain-map.org/experiment/show/69734875, https://mouse.brain-map.org/experiment/show/69013272, Lein et al., 2007). (**G**) Example images reproduced from Allen Institute for Brain Science, Allen Reference Atlas – Mouse Brain Sagittal Atlas (http://atlas.brain-map.org/, specific dataset URLs: https://mouse.brain-map.org/experiment/show/77465048, https://mouse.brain-map.org/experiment/show/69817199, Lein et al., 2007). (**H**) Example images reproduced from Allen Institute for Brain Science, Allen Reference Atlas – Mouse Brain Coronal Atlas (http://atlas.brain-map.org/, specific dataset URLs: https://mouse.brain-map.org/experiment/show/509, https://mouse.brain-map.org/experiment/show/73592534, Lein et al., 2007).

**Figure 1—figure supplement 2.**
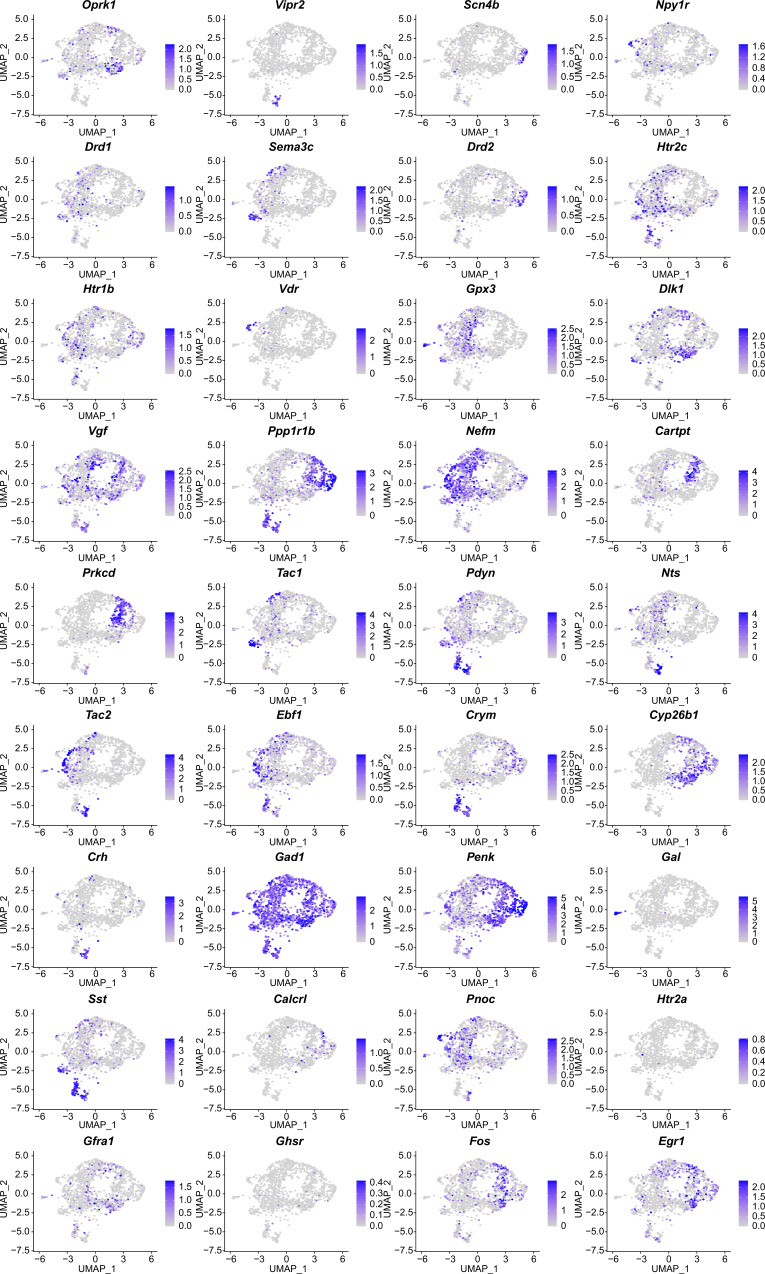
UMAP showing the expression of selected genes from single-cell RNA sequencing (scRNA-seq) data. Color maps indicate normalized expression. UMI count is first normalized by the total counts in that cell, multiplied by 10,000 and then natural log transformed.

**Figure 1—figure supplement 3.**
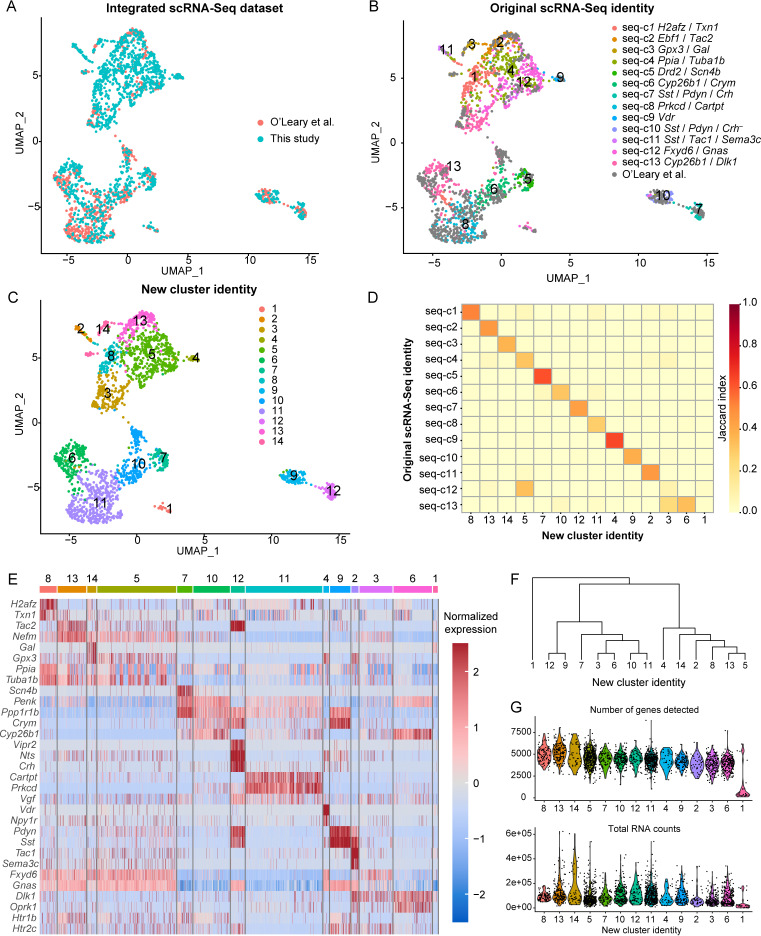
Integration of central nucleus of the amygdala (CEA) single-cell RNA-sequencing (scRNA-seq) data from two datasets. (**A–C**) UMAP for molecularly defined neuron clusters in the CEA, with cells color-coded by their data source (**A**), original molecular cluster identity (**B**), and integrated new molecular cluster identity (**C**). (**D**) Jaccard similarity index between original CEA clusters and the integrated new CEA clusters. (**E**) Heatmap showing marker gene expression in integrated data. Cells are grouped by their new cluster identity. Colormap indicates z-score normalized expression. (**F**) Dendrogram showing the relationships between new scRNA-seq clusters. (**G**) Violin plots showing the number of genes detected and total RNA count across new clusters from the integrated data.

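To compare the branches of the dendrogram, clusters were rebuilt with the 48 genes named in the text left out of the variable features, although some of these genes served in the naming of clusters. The seq-c5-, seq-c6-, seq-c7-, seq-c8- and seq-c10-like neurons (372) formed 1 group and the seq-c2-, seq-c3-, seq-c9-, seq-c11- and seq-c13-like neurons (610) the other. UMIs were summed per library and group, giving 19 libraries with both groups. *Ppp1r1b* (ENSMUSG00000061718, chromosome 11, 98348404 to 98357796) had 839 ± 185 normalized counts (CPM) in the first group and 50.1 ± 17.7 CPM in the second (SD, n = 19 libraries). The log2 fold change was 4.13 (SE 0.135, adjusted p = 7.9e-29 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 10724 genes). *Prkcd*, with 523 ± 269 against 31.1 ± 41.9 CPM, had a log2 fold change of 4.16 (SE 0.373, adjusted p = 1.1e-12 from the same edgeR test). Of the 43 named genes that could be tested, 32 passed an adjusted p of 0.05, 12 of them higher in the first group and 20 higher in the second. Adjusted over the list alone, 34 genes passed, which is not independent evidence because the study chose these genes from the same libraries. The alternatives that moved the count most were DESeq2 and a fit without a filter on low counts, with 36 genes each. Of all 1353 neurons, 53.1% had *Ppp1r1b* (50.4 to 55.7%), against 6.82% of the wells with spike-in RNA only.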

Clustering analysis revealed two CEA neuronal classes (class 1 and class 2), primarily distinguished by the expression of *Ppp1r1b*, encoding DARPP-32, a target of dopamine and glutamate signaling (Fernandez et al., 2006; Figure 1C). 

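*Sst* (ENSMUSG00000004366, chromosome 16, 23889573 to 23890958) and *Pdyn* (ENSMUSG00000027400, chromosome 2, 129686565 to 129699844) were detected together in 299 neurons. To compare co-detection at equal depth, each neuron was thinned to 51000 UMIs and 134 shallower neurons were left out. *Pdyn* was then detected in 59.9% ± 11.0 of neurons with *Sst* and in 28.1% ± 6.80 of neurons without it (SD, n = 19 libraries). The difference of 31.8 percentage points was positive in 19 of 19 libraries (two-sided permutation test flipping the sign of each library's difference, p = 1e-05, the smallest the resamples can give, adjusted p = 6e-05). Of the 24 gene pairs tested in this way, 19 passed an adjusted p of 0.05, with more co-detection in 17 and less in 2. The alternative that moved this count most used all UMIs without thinning and gave 21 pairs.

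*Sst* and *Pdyn* led the seq-c10-like cluster, and *Crh*, *Nts*, *Vipr2* and *Tac2* were among the 10 leading genes of the seq-c7-like cluster, so that the shares below describe clusters which these genes helped to define. The split between these clusters depended on the settings, since no seq-c10-like cluster formed with 2000 variable features or at a resolution of 0.8. *Sst* was detected in 83.3% of seq-c7-like neurons (68.1 to 92.1%) and 100% of seq-c10-like neurons, and *Pdyn* in 94.4% and 100%. In seq-c7-like neurons, *Tac2* was detected in 100%, *Nts* in 97.2%, *Crh* in 88.9% (74.7 to 95.6%) and *Vipr2* in 75%. In seq-c10-like neurons, *Nts* was detected in 51.9% (39 to 64.6%), *Tac2* in 33.3% (22.2 to 46.6%), *Crh* in 14.8% (7.70 to 26.6%) and *Vipr2* in 5.56% (1.91 to 15.1%). The wells with spike-in RNA only had *Tac2* in 15.9%, *Nts* in 2.27% and *Crh* and *Vipr2* in 0%.

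In clusters rebuilt without the named genes, 3 libraries with 16 seq-c7-like neurons were compared with 9 libraries with 43 seq-c10-like neurons. *Crh*, *Tac2*, *Nts* and *Vipr2* were still among the markers behind the seq-c7 name. The direction of their differences was therefore partly set by the naming. *Tac2* (ENSMUSG00000025400, chromosome 10, 127724478 to 127731768) had 4938 ± 422 CPM against 179 ± 241 CPM (SD), a log2 fold change of 4.73 (SE 0.796, adjusted p = 0.00153, edgeR). For *Nts* (chromosome 10, 102481756 to 102490486) the log2 fold change was 3.44 (SE 0.642, adjusted p = 0.00489, edgeR). *Tac2* and *Nts* both lost their calls in DESeq2 (adjusted p = 0.146 and 0.0755), and *Nts* also with the library as a replicate block in edgeR. Over the alternatives, leaving out single libraries apart, the adjusted p from edgeR or DESeq2 ranged from 6.1e-126 to 0.146 for *Tac2* and from 2.1e-75 to 0.146 for *Nts*. *Crh* (chromosome 3, 19693401 to 19695396), with a log2 fold change of 2.54 (SE 0.994), and *Vipr2* (chromosome 12, 116077726 to 116146261), with 3.83 (SE 1.14), did not pass (adjusted p = 0.434 and 0.175, edgeR). Both passed where clusters were built with all genes, and over the same alternatives the adjusted p from edgeR or DESeq2 ranged from 4.0e-14 to 0.846 for *Crh* and from 1.9e-05 to 0.399 for *Vipr2*. *Sst* was lower in seq-c7-like neurons, by -0.98 on the log2 scale (SE 0.214, adjusted p = 0.0229, edgeR), but not without library 3 or library 19 of the seq-c7-like neurons (adjusted p = 0.147 and 0.221, edgeR). *Pdyn* had a log2 fold change of -0.32 (adjusted p = 0.961, edgeR). *Pnoc* had 422 UMIs in seq-c7-like and 0 UMIs in seq-c10-like neurons, which makes it at least 322-fold higher, taking 3 counts over the group as the floor. Of 28 named genes tested, 4 passed, and 7 when adjusted over the list alone. On simulated data of these group sizes, 22.5% of genes changed 4-fold were recovered.

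**Figure D1:**
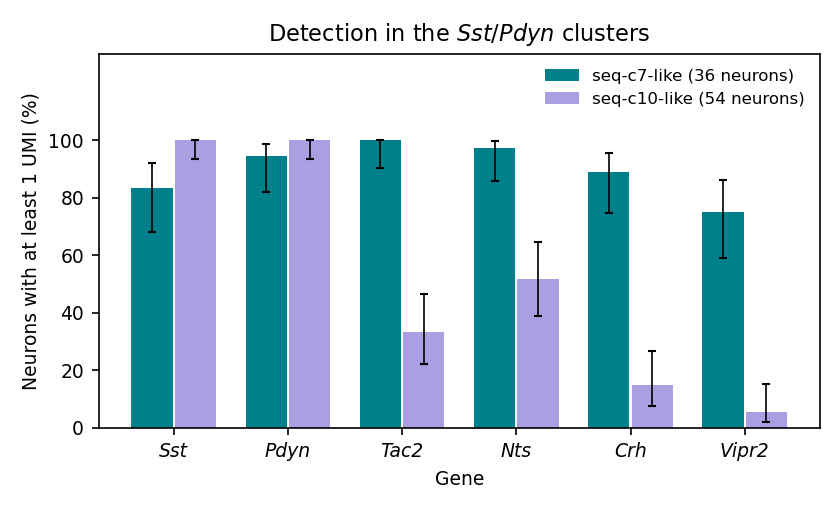
Share of neurons (%) with at least 1 UMI of each gene in the seq-c7-like (36 neurons) and seq-c10-like (54 neurons) clusters, with bars for the share and lines for the 95% Wilson interval. The intervals for *Crh*, *Tac2*, *Nts* and *Vipr2*, which helped to define the seq-c7-like cluster, do not overlap between the clusters.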

Class 1 contained a family of *Sst/Pdyn* co-expressing neurons that was comprised of two types distinguished by additional co-expression of *Crh*, *Tac2*, *Nts,* and *Vipr2* in seq-c7 and lacking these genes in seq-c10. 

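Among the 63 seq-c5-like neurons, *Drd2* (ENSMUSG00000032259, chromosome 9, 49340627 to 49408177) was detected in 52, a share of 82.5% (71.4 to 90.0%; SD 17.5 over 10 libraries). Positive neurons held 10.4 ± 1.23 UMIs (SEM). *Scn4b* (ENSMUSG00000046480, chromosome 9, 45138395 to 45154152) was detected in 47 of these neurons, 74.6% (62.7 to 83.7%; SD 18.0), with 16.8 ± 2.14 UMIs. Over all neurons, *Drd2* was detected in 13.6% and *Scn4b* in 7.17%. Neither gene was seen in the wells with spike-in RNA only (0 of 44). Both genes were among those that define the cluster, so their pairing was also tested without clusters. At equal depth, *Scn4b* was detected in 29.3% of neurons with *Drd2* and 3.28% of neurons without *Drd2*, a mean difference of 26.0 percentage points with the same sign in 15 of 15 libraries (two-sided sign-flip permutation test, p = 6e-05, adjusted p = 2.1e-04 over the pairs tested).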

Another population, seq-c5, expressed mRNA encoding D2-receptor (*Drd2*) and voltage-gated sodium channel β subunit, *Scn4b*. Seq-c8 was the primary *Prkcd*-expressing (97%, 107.0 ± 6.9 UMIs/cell) population that co-expressed *Cartpt* at high levels (87.1%, 158.0 ± 16.8 UMIs/cell). This cluster was closely related to seq-c6, in which some neurons also expressed *Prkcd* (48%, 69.9 ± 10.0 UMIs/cell) and only 20% co-expressed *Cartpt* at lower levels (65.7 ± 16.6 UMIs/cell), but seq-c6 differed from seq-c8 by expression of other genes, such as *Cyp26b1*, *Crym*, and *Penk* (Figure 1—figure supplement 2). 

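*Prkcd* (ENSMUSG00000021948, chromosome 14, 30595354 to 30626210) was detected in 100 of 101 seq-c8-like neurons, a share of 99.0% (94.6 to 99.8%), with 117 ± 7.81 UMIs per positive neuron (SEM). *Cartpt* (ENSMUSG00000021647, chromosome 13, 99898489 to 99901091) was detected in 91 of them, 90.1% (82.7 to 94.5%), with 171 ± 19.8 UMIs. Over the 15 libraries with at least 3 such neurons, the mean share was 97.8% ± 8.61 (SD) for *Prkcd* and 87.1% ± 13.9 for *Cartpt*. Among all neurons, *Prkcd* was detected in 25.3% and *Cartpt* in 24.3%, and among wells with spike-in RNA only in 2.27% and 6.82%. Both genes helped to define the cluster. Without regard to clusters and at equal depth, *Cartpt* was detected in 43.9% of neurons with *Prkcd* and 15.6% of neurons without it, a difference of 28.4 percentage points that was positive in 18 of 18 libraries (two-sided sign-flip permutation test, p = 1e-05, the smallest the resamples can give). Seq-c8-like neurons made up 7.46% of neurons, with an SD of 4.09 percentage points between libraries.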

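In the 110 seq-c6-like neurons, *Prkcd* was detected in 79, a share of 71.8% (62.8 to 79.4%; library mean 72.4% ± 18.9 SD, n = 15), with 69.3 ± 8.76 UMIs per positive neuron (SEM). The share was 46.0% when the library was regressed out before clustering and 53.7% when the named genes were left out. Positive neurons then held 40.0 and 42.2 *Prkcd* UMIs respectively. *Cartpt* was detected in 28 of these neurons, 25.5% (18.2 to 34.3%; library SD 25.4), with 59.4 ± 13.5 UMIs, and in 8.06% and 9.76% under these 2 alternatives. In seq-c6- and seq-c8-like neurons respectively, *Cyp26b1* was detected in 80.9% and 27.7%, *Crym* in 65.5% and 20.8% and *Penk* in 99.1% and 100%. *Penk* had 736 ± 47.2 UMIs per positive seq-c6-like neuron and 141 ± 17.8 UMIs per positive seq-c8-like neuron.

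Clusters rebuilt without the named genes gave 16 libraries with seq-c8-like neurons (134) and 10 with seq-c6-like neurons (69). *Prkcd*, *Cartpt*, *Cyp26b1*, *Crym* and *Penk* were still among the markers by which these clusters were named. The direction of their differences was therefore partly set by the naming. *Prkcd* had 1323 ± 344 CPM in seq-c8-like and 199.9 ± 176 CPM in seq-c6-like neurons (SD), a log2 fold change of 2.7 (SE 0.340, adjusted p = 8.9e-07, edgeR's quasi-likelihood test). *Cartpt* had 1485 ± 789 against 32.8 ± 92.3 CPM, a log2 fold change of 5.32 (SE 0.696, adjusted p = 1.8e-06, edgeR). Most of the *Cartpt* UMIs of the seq-c6-like neurons came from 1 cell of library 14, and without this library the log2 fold change was 8.96. *Cyp26b1* (chromosome 6, 84571414 to 84593908) was lower in seq-c8-like neurons, with a log2 fold change of -1.83 (SE 0.384, adjusted p = 0.00211, edgeR). *Crym* (chromosome 7, 120186380 to 120202111) had -1.67 (SE 0.389, adjusted p = 0.00631, edgeR) and lost its call when libraries with a single cell were admitted (adjusted p = 0.134, over a range of 2.7e-04 to 0.134 from edgeR or DESeq2). *Penk* (chromosome 4, 4133531 to 4138819) had 3009 ± 1264 against 8719 ± 2875 CPM and a log2 fold change of -1.55 (SE 0.201, adjusted p = 1.4e-06, edgeR), with the highest value, 16084 CPM, in library 8 of the seq-c6-like neurons. Of 24 named genes tested, 9 passed an adjusted p of 0.05, 3 of them higher and 6 lower in seq-c8-like neurons, and the same number passed when adjusted over the list alone.

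**Figure D2:**
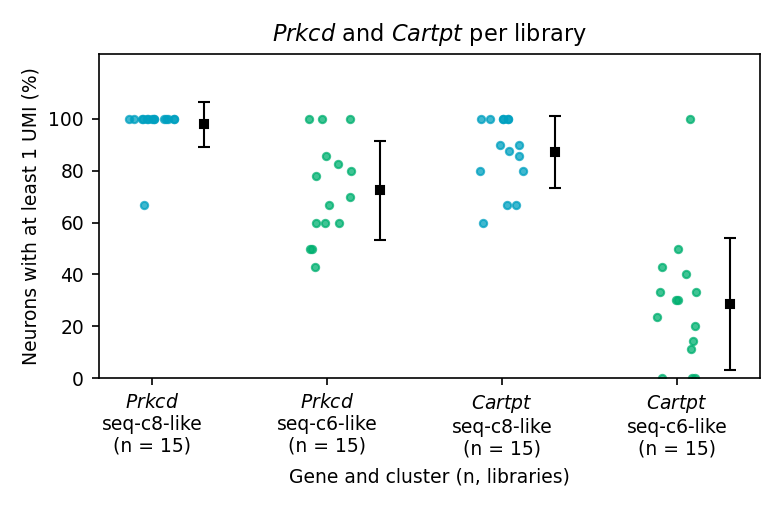
Share of neurons (%) with at least 1 UMI of *Prkcd* or *Cartpt* per library in the seq-c8-like and seq-c6-like clusters. Points are libraries with at least 3 neurons of the cluster (n = 15 each), and squares with lines give the mean and SD, which are 97.8% and 72.4% for *Prkcd*.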

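*Calcrl* (ENSMUSG00000059588, chromosome 2, 84330626 to 84425411) was detected in 37 of 110 seq-c6-like neurons, a share of 33.6% (25.5 to 42.9%; SD 19.5 between 15 libraries), with 10.1 ± 1.69 UMIs per positive neuron (SEM). In seq-c8-like neurons it was detected in 8 of 101, a share of 7.92% (4.07 to 14.9%; library SD 15.1), with 5 ± 1.54 UMIs. No well with spike-in RNA only held the gene. In the sums per library of clusters rebuilt without named genes, *Calcrl* had 15.9 ± 17.9 CPM in seq-c8-like and 28.5 ± 28.9 CPM in seq-c6-like neurons (SD), a log2 fold change of -0.85 (SE 0.799, adjusted p = 0.785, edgeR), which does not exceed the spread between libraries. Library 14 of the seq-c6-like neurons, at 94.6 CPM, lay above the other 9, which had 0 to 43.5 CPM, and 57 of its 88 *Calcrl* UMIs came from 1 cell. Over all neurons at equal depth, *Calcrl* was detected more often with *Prkcd* than without, by 10.5 percentage points, in 16 of 18 libraries (two-sided sign-flip permutation test, p = 1.2e-04, adjusted p = 3.4e-04).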

Although calcitonin receptor-like (*Calcrl*) has been proposed as a distinguishing marker gene between *Prkcd* neuron types (Kim et al., 2017), it was expressed in a subset of cells in both seq-c6 (9.1% of neurons) and seq-c8 (36% of neurons). Seq-c1 was a *Prkcd*-negative population that also contained fewer *Ppp1r1b-*expressing neurons (30%) (Figure 1—figure supplement 2); instead, it was characterized by higher levels of histone variant, *H2afz* and thioredoxin 1 (*Txn1*).

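No cluster rebuilt from the counts took the name of seq-c1, so its genes were examined over all neurons. *H2afz* (ENSMUSG00000037894, chromosome 3, 137864487 to 137866922) was detected in 98.7% of neurons (97.9 to 99.2%), with 63.5 ± 1.15 UMIs per positive neuron (SEM). *Txn1* (ENSMUSG00000028367, chromosome 4, 57943373 to 57956411) was detected in 99.3% (98.6 to 99.6%), with 33.7 ± 0.615 UMIs. The wells with spike-in RNA only had *H2afz* in 13.6% and *Txn1* in 9.09%. Between the groups of clusters compared above for *Ppp1r1b*, *H2afz* had a log2 fold change of -0.33 (adjusted p = 0.00508, edgeR) and *Txn1* of -0.44 (adjusted p = 3.5e-04, edgeR), lower in the first group. The share of neurons with *Ppp1r1b* was 84.2% in seq-c8-like, 98.2% in seq-c6-like and 100% in seq-c5-, seq-c7- and seq-c10-like neurons, and 50.3% in cluster 1 and 45.6% in cluster 4 of the seq-c13-like neurons.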

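*Nefm* (ENSMUSG00000022054, chromosome 14, 68082590 to 68124846) was detected in 64.8% of neurons (62.2 to 67.3%), with 48.5 ± 2.18 UMIs per positive neuron (SEM). Its share was 89.2% in seq-c2-like, 78.1% in seq-c11-like and 53.5% in seq-c13-like neurons, where cluster 1 had 72.0% and cluster 4 had 22.8%. In the same clusters, *Ppp1r1b* was detected in 34.3%, 27.4% and 48.5% of neurons, above its share in wells with spike-in RNA only. Outside these clusters, *Nefm* was detected in 68.3% of seq-c5-like, 50.0% of seq-c7-like, 34.5% of seq-c6-like, 27.8% of seq-c10-like and 17.8% of seq-c8-like neurons. Summed per library over clusters rebuilt without named genes, *Nefm* had 470 ± 187 CPM in the seq-c2-, seq-c3-, seq-c9-, seq-c11- and seq-c13-like neurons and 101 ± 85.5 CPM in the seq-c5-, seq-c6-, seq-c7-, seq-c8- and seq-c10-like neurons (SD, n = 19 libraries), a log2 fold change of -2.16 for the latter (SE 0.270, adjusted p = 1.0e-08, edgeR). At equal depth, 54.9% of neurons with *Ppp1r1b* and 76.9% of neurons without it had *Nefm*, a difference of -22.0 percentage points with the same sign in 19 of 19 libraries (two-sided sign-flip permutation test, p = 1e-05, the smallest the resamples can give).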

Class 2 neurons lacked *Ppp1r1b* and many expressed *Nefm*. 

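*Vdr* (chromosome 15, 97854425 to 97910630) was detected in 100% of the 32 seq-c9-like neurons (89.3 to 100%), with 52.9 ± 6.66 UMIs per neuron (SEM). *Nefm* was detected in 59.4% of them (42.3 to 74.5%), with 21.7 ± 3.37 UMIs per positive neuron and an SD of 35.1 percentage points between 5 libraries. *Ppp1r1b* was seen in 1 of the 32 neurons, a share of 3.13%, below that in wells with spike-in RNA only. *Gpx3* (chromosome 11, 54902453 to 54910377) and *Gal* (chromosome 19, 3409915 to 3414544) were detected in all 18 seq-c3-like neurons (82.4 to 100%), with 86.2 ± 9.53 and 3665 ± 436 UMIs. Only 2 libraries held 3 or more seq-c3-like neurons. *Gpx3* was also detected in 84.4% of seq-c9-like neurons. Over all neurons at equal depth, the share with *Gal* was 5.19 percentage points higher with *Gpx3* than without, which did not pass the test (two-sided sign-flip permutation test, p = 0.0890), although it did with a minimum of 2 UMIs per gene. In the 73 seq-c11-like neurons, *Sema3c* (chromosome 5, 17574281 to 17730268) was detected in 69.9%, *Tac1* (chromosome 6, 7554879 to 7565834) in 68.5%, *Sst* in 61.6% and *Dlk1* (chromosome 12, 109452823 to 109463336) in 43.8%. Among all neurons with *Sema3c*, *Tac1* was detected more often by 24.4 percentage points in 15 of 16 libraries (permutation p = 4e-05), and *Sst* by 14.9 in 14 of 16 (permutation p = 0.00123). For *Dlk1* the difference was -5.44 percentage points (permutation p = 0.243). These genes were among the markers by which the clusters were named.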

Class 2 contained three well-separated cell types: seq-c9 expressed vitamin D receptor (*Vdr*) but had low *Nefm,* seq-c3 co-expressed *Gpx3* and *Gal*, and seq-c11 co-expressed *Sema3c*, *Tac1*, *Sst*, and *Dlk1* (Figure 1A and C). The remaining four cell types in class 2 showed greater similarity (Figure 1C). 

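*Ppia* (chromosome 11, 6415443 to 6419817), *Actg1* (chromosome 11, 120345690 to 120348542) and *Aldoa* (chromosome 7, 126795234 to 126800751) were each detected in 1353 of 1353 neurons (99.7 to 100%). Over all neurons the means were 123 ± 1.65 UMIs for *Ppia*, 167 ± 2.24 for *Actg1* and 176 ± 2.41 for *Aldoa* (SEM). Seq-c2-like neurons had 154.8 UMIs of *Ppia*, 193 of *Actg1* and 207 of *Aldoa* per neuron. Seq-c13-like neurons had 106, 147.8 and 154.3 UMIs per neuron, at a lower depth (a median of 72820 UMIs in cluster 1 and 71079 in cluster 4, against 101567 in seq-c2-like neurons). With neurons thinned to equal depth, the means were 77.2, 96.4 and 102 UMIs in seq-c2-like and 71.7, 98.3 and 103 UMIs in seq-c13-like neurons. In wells with spike-in RNA only, *Ppia* was detected in 27.3%, *Actg1* in 25.0% and *Aldoa* in 50.0%. Of the 50-base stretches at the end of the *Ppia* transcript, 56.3% also occur in other annotated transcripts, against 3.33% for *Aldoa* and 0% for *Actg1*, so that the counts of *Ppia* depend on how reads shared with its copies were assigned.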

Seq-c2 and seq-c4 expressed *Ppia*, *Actg1,* and *Aldoa*, while seq-c12 and seq-c13 did not. 

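Among seq-c2-like neurons, *Tac2* was detected in 55.4% (47.8 to 62.8%; SD 23.7 between 18 libraries), with a mean of 168 UMIs over all neurons of the cluster. Its share in the unnamed clusters was 34.3% in cluster 0, 28.0% in cluster 3 and 51.6% in cluster 8, with means of 28.8, 2.55 and 109 UMIs. Over all neurons the share was 32.9%. At equal depth, neurons with *Nefm* had *Tac2* more often than neurons without, by 10.2 percentage points, in 14 of 18 libraries (two-sided sign-flip permutation test, p = 0.0018, adjusted p = 0.00309). No seq-c4-like cluster formed, so that the difference between seq-c2 and seq-c4 was not analysed here.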

Seq-c2 and seq-c4 differed in their expression of *Tac2*. 

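In the 303 seq-c13-like neurons, *Dlk1* was detected in 62.4% (56.8 to 67.6%; SD 14.0 between 18 libraries) and *Cyp26b1* in 67.3% (61.9 to 72.4%; SD 12.1), and both were markers behind the name. Cluster 4 had *Dlk1* in 84.2% and *Cyp26b1* in 89.5% of neurons, and cluster 1 in 49.2% and 54.0%. Unnamed cluster 0 had *Dlk1* in 16.4% (11.9 to 22.2%) and *Cyp26b1* in 3.48% (1.70 to 7.01%), the latter near the 4.55% of wells with spike-in RNA only. At equal depth and without clusters, *Dlk1* was detected more often in neurons with *Cyp26b1* than in those without it, by 20.3 percentage points, in 15 of 18 libraries (two-sided sign-flip permutation test, p = 1.4e-04).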

Seq-c13 expressed *Dlk1* and *Cyp26b1*, which were absent from seq-c12. In addition, *Htr2a* has been previously used as a marker gene in the CEA. In this scRNA-seq dataset, very few cells with *Htr2a* RNA expression were detected (Figure 1—figure supplement 2), consistent with some other reports (Hardaway et al., 2019; Kim et al., 2017). 

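*Htr2a* (ENSMUSG00000034997, chromosome 14, 74640840 to 74709494) was detected in 22 of 1353 neurons, a share of 1.63% (1.08 to 2.45%), with 1.64 ± 0.590 UMIs per positive neuron (SEM). The share varied with an SD of 1.18 percentage points between the 19 libraries. Of the wells with spike-in RNA only, 2 of 44 held a UMI of the gene, 4.55%, so the share in neurons was not above background. Among the 62 cells removed as non-neuronal or from outside the CEA, the share was 4.84%.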

To determine how our scRNA-seq dataset compared with recently published CEA scRNA-seq data (O’Leary et al., 2022), we integrated the two datasets via canonical correlation analysis (CCA) (Figure 1—figure supplement 3) and found that all neurons from the O’Leary et al. dataset mapped with neuronal clusters from our dataset, indicating that our dataset covered the molecular diversity in the CEA. Analysis of the newly combined data also did not affect clustering of most neurons from our original scRNA-seq dataset (Figure 1—figure supplement 3D).

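Selectivity was measured for each of the 13 gene lists of Supplementary file 1 as the median, over the genes of a list, of the share of neurons with the gene inside the cluster minus the share outside it. For the named clusters the median difference was 51.0 percentage points for seq-c7, 49.2 for seq-c5, 45.1 for seq-c3, 43.4 for seq-c9, 40.5 for seq-c10, 30.9 for seq-c8, 27.9 for seq-c6, 23.4 for seq-c2, 20.6 for seq-c11 and 15.8 for seq-c13. The alternative that moved a value farthest beyond the spread between libraries was the minimum of 2 UMIs, which gave 48.0 for seq-c3. Because the lists also named the clusters, these values describe the rebuilt clusters and are no test of the lists. For the 3 lists whose clusters did not form at the paper's settings, only the share over all neurons was given. The 50 genes of the seq-c1 list were in a median of 99.5% of neurons (SD 0.405 between libraries), the 7 genes of the seq-c4 list in 99.8% (SD 0.462) and the 24 genes of the seq-c12 list in 71.7% (SD 9.64). The paper's reported medians of pct.1 and pct.2 are 77.8% and 22.75% for seq-c1, 92.3% and 46.4% for seq-c4 and 82.3% and 61.55% for seq-c12.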

For seq-c1, c4 and c12, although differentially expressed genes were identified, these genes had low selectivity in the CEA based on scRNA-seq analysis (the fraction of neurons with marker gene expression in the cluster versus expression of that gene in the rest of the populations, pct.1 and pct.2 in Supplementary file 1). Broad expression of these genes was also apparent in Allen Brain Atlas ISH images (Lein et al., 2007; Figure 1—figure supplement 1F–H). Because of this, we de-prioritized these clusters when selecting marker genes. We selected a set of 23 marker genes whose combinations were used to define major CEA molecular types. Additionally, we included *Gad1* to distinguish CEA neurons from non-neurons and five additional differentially expressed neuromodulatory GPCRs (*Npy1r*, *Drd1*, *Drd2*, *Htr1b*, and *Htr2c*) that showed selective expression patterns in the CEA. 

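Expression of the 29 genes of Supplementary file 2, normalized per cell, log transformed and z-scored, was compared between each neuron and the mean of every rebuilt cluster, and the neuron was assigned to the cluster with the highest Pearson correlation. Of 1353 neurons, 831 were assigned to their own cluster, a share of 61.4% (58.8 to 64.0%; SD 5.49 between 19 libraries). With cluster means taken from the other libraries only, so that no neuron contributed to the mean it was compared with, the share was 60.2%. The 29 genes of highest variance gave 62.2%. With cluster labels shuffled 100 times and means from the other libraries, the share averaged 6.91% and reached at most 9.39%.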

Based on selected marker genes (29 total, Supplementary file 2) expression, more than 60% of neurons correctly mapped to their original molecular identity, and further increasing the number of marker genes did not substantially improve this (Figure 1E). Also, 10 out of 13 scRNA-seq clusters could be identified by these marker genes, as defined by greater than 50% neurons mapped correctly from these clusters (Figure 1F). 

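Of the 14 rebuilt clusters, 11 had more than 50% of their neurons assigned to them by the 29 genes. All neurons of the seq-c9-like and seq-c3-like clusters were assigned to their own cluster. Shares were 96.3% in seq-c10-like, 94.4% in seq-c7-like, 93.1% in seq-c8-like, 84.1% in seq-c5-like, 74.0% in seq-c11-like, 70.9% in seq-c6-like and 53.6% in seq-c2-like neurons. The seq-c13-like clusters 4 and 1 reached 83.3% and 38.6%. Of the unnamed clusters, cluster 8 reached 68.8%, cluster 0 reached 35.8% and cluster 3 reached 32.6%.

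**Figure D3:**
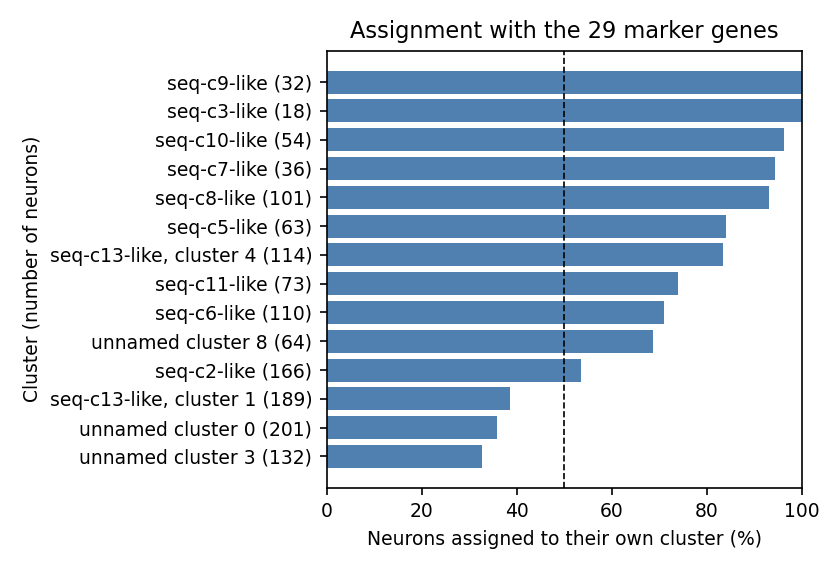
Share of neurons (%) of each rebuilt cluster that the 29 genes assigned to that cluster, with the number of neurons per cluster and a dashed line at 50%. The seq-c13-like cluster 1 and unnamed clusters 0 and 3 lie under the line.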

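For the lists of seq-c1, seq-c4 and seq-c12, a score per neuron was computed from all genes of the list, and the share of its variance between libraries was compared with that of the other 10 lists. It was 18.1% for seq-c1, 19.1% for seq-c4 and 18.3% for seq-c12, against 1.70 to 11.0% (median 5.63%) for the others. Over the 19 plates, the mean score of neurons correlated with that of control RNA on the same plate, with Pearson's r of 0.569, 0.875 and 0.626 (permutation test, adjusted p = 0.0298, 1.3e-04 and 0.0183 over 13 lists) and Spearman's rho of 0.677, 0.867 and 0.525. Without the 2 plates farthest from the median, r was 0.605, 0.858 and 0.553. The plates have 2 layouts, 8 plates with 8 wells of control RNA and 11 plates with 4, and the mean seq-c1 score of neurons was negative on 8 of the former and 1 of the latter, so the plates are not independent. Within layouts, a test chosen after the values were seen, r was 0.676, 0.793 and 0.369 (permutation within layouts, adjusted p = 0.00968, 0.00195 and 0.412 over 13 lists). In Supplementary file 1, 77 of 525 entries give shares of cells both inside and outside the cluster below the share of neurons with a UMI of that gene in the counts, and 48 of the 50 entries of seq-c1 are among them.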

The unmapped scRNA-seq clusters lacked highly specific marker genes (seq-c1, seq-c4, seq-c12). Instead, seq-c4 and seq-c12 can be considered as *Nefm*-expressing CEA neurons that lack additional marker genes (*Nefm* could be substituted with *Fxyd6*), which is also consistent with our analysis of the combined scRNA-seq data (Figure 1—figure supplement 3E).

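*Fxyd6* (ENSMUSG00000066705, chromosome 9, 45370185 to 45396159) was detected in 98.5% and *Nefm* in 89.1% of the 201 neurons of unnamed cluster 0. Unnamed cluster 3 had *Fxyd6* in 99.2% and *Nefm* in 79.5% of 132 neurons, and unnamed cluster 8 had them in 96.9% and 90.6% of 64 neurons. Over all neurons *Fxyd6* was detected in 69.4% (66.9 to 71.8%), and among wells with spike-in RNA only *Fxyd6* was in 4.55% and *Nefm* in 2.27%. Summed per library in clusters rebuilt without named genes, *Fxyd6* had 17.0 ± 16.0 CPM in the seq-c5-, seq-c6-, seq-c7-, seq-c8- and seq-c10-like group and 313 ± 61.7 CPM in the seq-c2-, seq-c3-, seq-c9-, seq-c11- and seq-c13-like group (SD, n = 19 libraries), a log2 fold change of -4.17 (SE 0.301, adjusted p = 8.2e-16, edgeR's quasi-likelihood test).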

### EASI-FISH with retrograde tracing

To map the spatial distribution and axon projection patterns of molecularly defined neurons identified by scRNA-seq, we developed methods to combine EASI-FISH using 29 marker genes with 5-plex retrograde tracing using fluorophore-conjugated cholera toxin subunit B (CTb) and hydroxystilbamidine (FluoroGold) (Saleeba et al., 2019), which showed good labeling in the CEA (Figure 2—figure supplement 1). We selected five brain regions that have been previously identified as CEA targets/effectors and are involved in appetitive and defensive behaviors: the bed nucleus of the stria terminalis (BNST), lateral substantia nigra (lateral SN), ventrolateral PAG (vlPAG), parabrachial nucleus (PBN), and parvocellular reticular formation (PCRt) (Cai et al., 2014; Douglass et al., 2017; Fadok et al., 2017; Han et al., 2017; LeDoux et al., 1988; Steinberg et al., 2020; Tovote et al., 2016). In each mouse, retrograde tracers with distinct fluorophores were injected into the five sites to label CEA neurons that project to these regions (Figure 2—figure supplement 2A and B; also see 'Materials and methods'). We aimed to maximize the number of retrogradely labeled CEA projecting neurons to each brain area with injections that encompassed most of each brain region but limited spread outside of the targeted areas. However, injections into the PBN included some adjacent medial structures, such as the locus-coeruleus and peri-locus coeruleus. vlPAG injections also labeled varying portions of dorsal PAG along the injection pipette track (Figure 2—figure supplement 2A and B).

We developed a two-stage protocol to combine CTb and fluorogold labeling with EASI-FISH. First, we imaged retrogradely labeled neurons and DAPI-stained nuclei from CEA-containing brain sections (100 µm) that were cleared using 8% sodium dodecyl sulfate (SDS) (Nicovich et al., 2019) and refractive index matched to allow for imaging of fluorophores throughout the 100-µm-thick tissue using confocal microscopy (see 'Materials and methods,' Figure 2—figure supplement 3A). Next, we processed the same tissue sections for EASI-FISH, which is a method based on expansion microscopy that facilitates high-quality imaging of mRNA in thick tissue sections (Wang et al., 2021). Protease treatment in the EASI-FISH procedure, which is necessary for tissue clearing and tissue expansion, also removes CTb proteins and Fluorogold (Figure 2—figure supplement 3B), thus avoiding fluorophore ambiguity between retrograde labeling and FISH (Figure 2A). The tissue-clearing procedure did not compromise RNA quality (Figure 2—figure supplement 3C).

**Figure 2.**
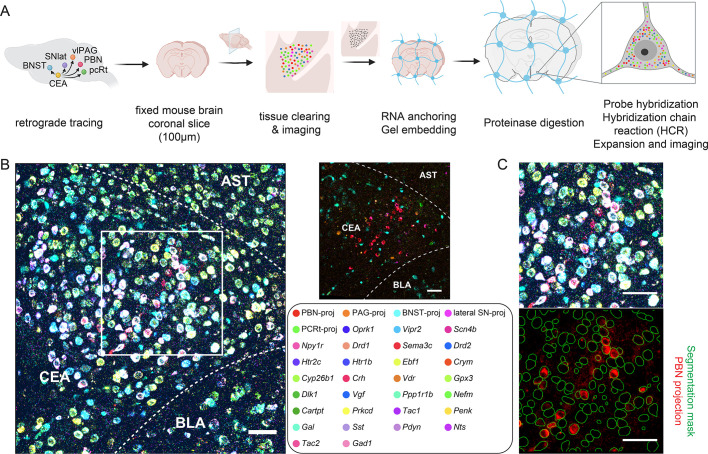
Method to combine expansion-assisted iterative fluorescence in situ hybridization (EASI-FISH) with projection class mapping in the central amygdala. (**A**) Schematics of the procedure. Fluorophore-labeled cholera toxin subunit B (CTbs) and fluorogold were used to retrogradely trace neurons in the central nucleus of the amygdala (CEA) that project to bed nucleus of the stria terminalis (BNST), lateral substantia nigra (SN), ventrolateral periaqueductal gray (vlPAG), parabrachial nucleus (PBN), and parvocellular reticular formation (PCRt). Confocal images were collected to identify projection classes in the CEA. Retrograde tracer fluorescence signals were then eliminated from tissue sections and the EASI-FISH procedure was performed as described in Wang et al., 2021. (**B**) Representative image showing the molecularly defined and projection-defined cell types in the CEA (left). Right: same as left, with projection types only. Dotted line: borders between the CEA and surrounding brain areas. AST: amygdalostriatal transition area; BLA: basolateral amygdala. Scale bars: 50 µm. (**C**) Zoom-in of the box in (**B**) showing registration between confocal image and EASI-FISH images (top). This allows the extraction of projection signals using EASI-FISH segmentation mask (bottom). Scale bars: 50 µm.

**Figure 2—figure supplement 1.**
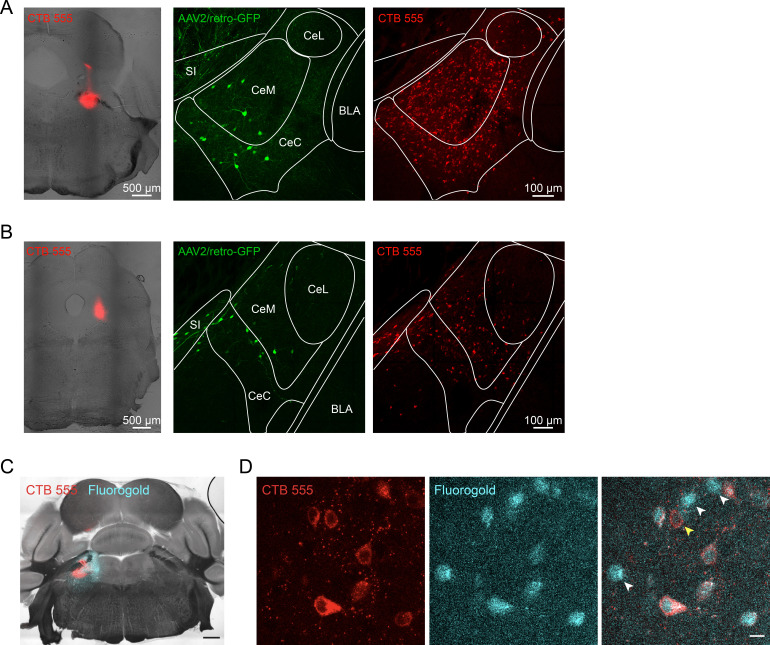
Retrograde tracer labeling in the central nucleus of the amygdala (CEA). (**A, B**) Comparison of retrograde labeling in the CEA with AAV2/retro and cholera toxin subunit B (CTb). CTb-555 and AAV2/retro were mixed at 1:1 ratio and co-injected via the same glass pipette. Example injection sites are shown on the left and representative images in the CEA with AAV2/retro-GFP labeling (middle) and CTB-555 labeling (right) are shown. CTb labeled a larger population of parabrachial nucleus (PBN)-projecting (**A**) and periaqueductal gray (PAG)-projecting (**B**) neurons in the CEA compared to AAV2/retro. (**C**) Co-injection of CTB-555 and FluoroGold into the PBN. Note that there is a larger spread of FluoroGold at the injection site. Scale bar: 500 µm. (**D**) Retrogradely labeled neurons in the CEA. Most neurons were double-labeled with CTB-555 and FluoroGold (78.2%). In accordance with the larger spread of FluoroGold, a fraction of neurons was only labeled with FluoroGold (16.8%, white arrows), while a small proportion showed selective CTB-555 labeling (5.1%, yellow arrow). Data from n = 3 sections from N = 1 mouse. Scale bar: 10 µm.

**Figure 2—figure supplement 2.**
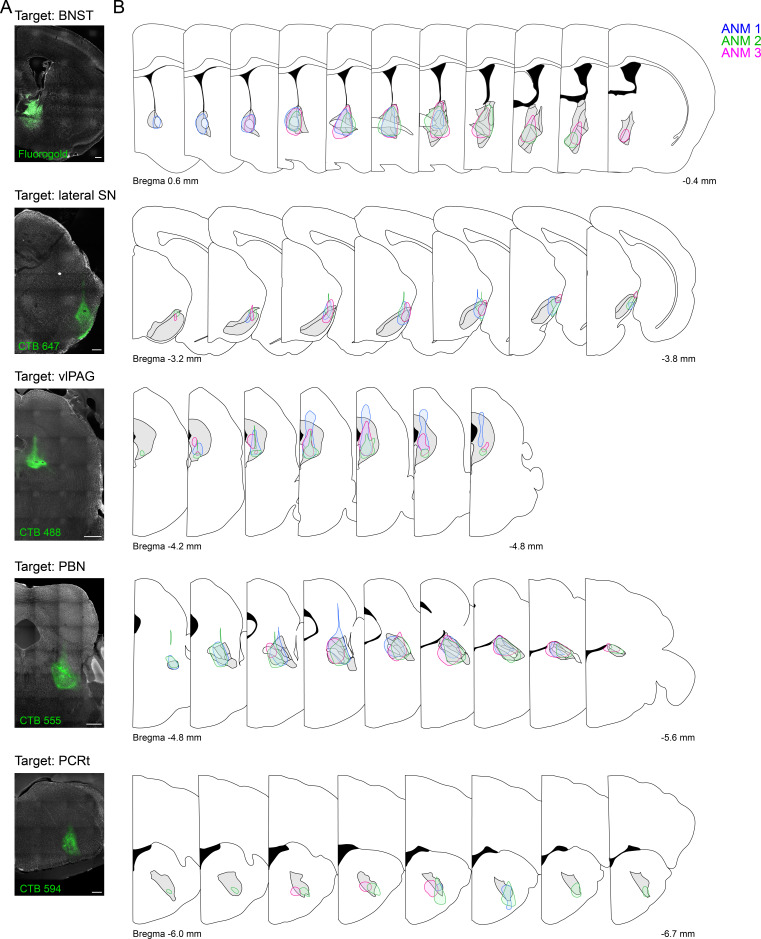
Retrograde tracer labeling of central nucleus of the amygdala (CEA) neurons for five projection targets. (**A**) Example images of injections (ANM #2) into the bed nucleus of the stria terminalis (BNST), the lateral part of the substantia nigra (lateral SN), the ventrolateral periaqueductal grey (vlPAG), the parabrachial nucleus (PBN), and the parvocellular reticular nucleus (PCRt). Scale bars: 500 µm. (**B**) Systematic mapping of all injection sites. Data from three animals. Atlas schemes reproduced from the Allen Brain Reference Atlas (Allen Institute for Brain Science, 2011; http://atlas.brain-map.org/), with coronal sections shown.

**Figure 2—figure supplement 3.**
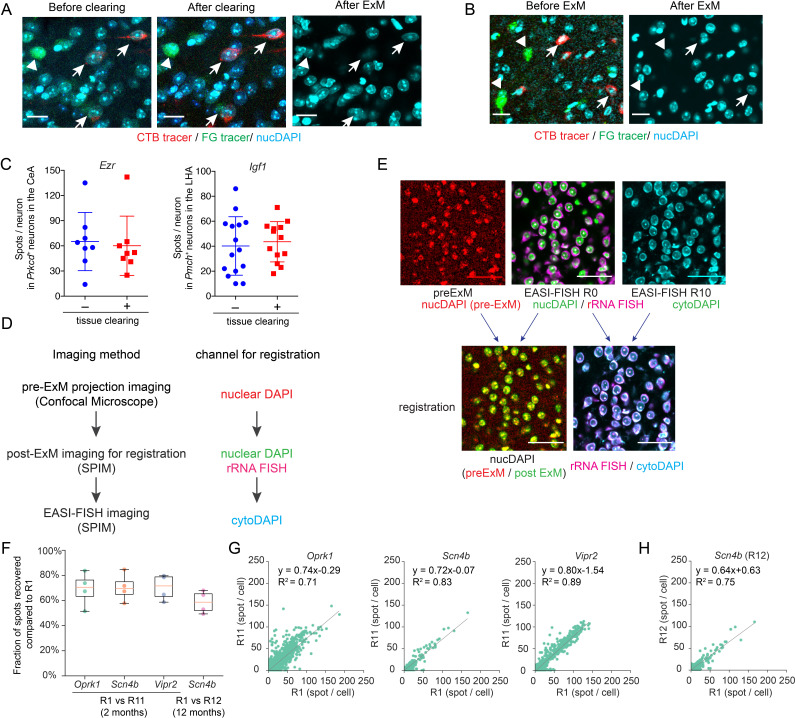
Method validation. (**A**) Representative images showing fluorescence tracer labeled neurons (CTB-555 in red, FluoroGold in green) before tissue clearing (left), after tissue clearing (middle), and after ExM (right). Scale bars: 20 µm. (**B**) Central nucleus of the amygdala (CEA) neurons labeled with fluorescence tracers were first detected after tissue clearing (Before ExM, left). Then the tissue was subjected to ExM procedures to remove fluorescence tracers and free up all fluorescence channels for expansion-assisted iterative fluorescence in situ hybridization (EASI-FISH) (After ExM, right). Scale bars: 20 µm. (**C**) Tissue clearing does not compromise RNA quality. *Ezr* spot count in *Prkcd^+^* neurons in the CEA, *Igf1* spot count in *Pmch^+^* neurons in the lateral hypothalamus with or without tissue clearing. Error bars indicate mean ± SD. (**D**) Workflow to register pre-ExM projection images with post-ExM EASI-FISH images. (**E**) Representative images showing registration between projection images and EASI-FISH images. DAPI-stained nuclei were used to register confocal images and round 0 EASI-FISH image. Fluorescence in situ hybridization with a ribosomal RNA probe was used to register round-0 EASI-FISH image (before DNase I) and cytoDAPI in subsequent rounds of EASI-FISH images (after DNase I treatment). (**F**) Boxplot showing summarized fraction of *Oprk1*, *Scn4b*, and *Vipr2* spots detected in round 11/12 relative to round 1 across four samples. (**G**) Spot counts of *Oprk1*, *Scn4b*, and *Vipr2* detected in round 1 and round 11 from the same neurons of one EASI-FISH sample. (**H**) Spot counts of *Scn4b* detected in round 1 and round 12 from the same neurons of one EASI-FISH sample. Gray lines in (**G**) and (**H**): linear regression fit (equation and R^2^ are shown on the plot).

EASI-FISH measures gene expression using multiple rounds of FISH. To align image volumes across rounds, EASI-FISH relies on DAPI-stained RNA that conveniently labels the cytoplasm (cytoDAPI) after DNase treatment, which is used to strip oligonucleotide probes between FISH rounds but also eliminates DAPI staining of nuclei. For rapid volumetric imaging while limiting photobleaching, EASI-FISH-processed tissue is imaged using selective plane illumination microscopy (SPIM or 'light-sheet' microscopy). To register confocal image volumes that contained information about neuronal projections with SPIM image volumes that contained information about gene expression, we developed an experimental and computational modification to the EASI-FISH procedure (see 'Materials and methods'). For this, an additional staining and imaging round (called round 0 because marker genes were not probed) was included to 'link' the confocal and the EASI-FISH image volumes at the beginning of the EASI-FISH experiment, where nuclei were labeled with DAPI, and the surrounding cytosolic region of a cell was marked with ribosomal RNA (rRNA) probes (Figure 2—figure supplement 3D). The nuclear DAPI images were used to register the first EASI-FISH image volumes with confocal images, while the cytosolic rRNA-stain was used to register with cytoDAPI in subsequent EASI-FISH rounds that probed for CEA marker genes (Figure 2—figure supplement 3E). Using this procedure, we acquired axon projection information targeting five downstream brain regions along with expression levels of 29 marker genes in individual neurons from the same tissue (Figure 2B). 29-plex marker gene expression was measured and computationally extracted using the previously described EASI-FISH procedure and data processing pipeline (Wang et al., 2021) (https://github.com/JaneliaSciComp/multifish). This includes automatically generated three-dimensional segmentation masks for every cell in the tissue volume. High-quality confocal-to-SPIM image registration using this pipeline permitted us to apply the high-resolution EASI-FISH segmentation masks to confocal images to extract fluorescence intensities from CTb or FluoroGold that indicated the neuronal projection types (Figure 2C). Importantly, this is simpler and more accurate than generating and reconciling separate segmentation masks for the same specimen across image volumes that were acquired using different modalities (confocal and SPIM).

Low expressor marker genes (*Oprk1*, *Scn4b,* and *Vipr2*) were reprobed at the last round of EASI-FISH to evaluate RNA loss during the procedure. We found that greater than 70% of RNAs were retained with EASI-FISH after 2 months (Figure 2—figure supplement 3F and G). Of note, we were still able to detect nearly 60% of RNA in samples after 1 year (Figure 2—figure supplement 3F and H).

### Identification of EASI-FISH molecular clusters

We analyzed the spatial organization of molecularly defined and projection-defined neurons in the CEA and surrounding regions at multiple levels (anterior, A; middle, M; and posterior, P) from three animals. Tissue from two animals was used for the initial analysis, and data from the third animal (ANM #3) was used for cross-validation.

After EASI-FISH image processing, RNA-spot counting, and cell boundary extraction, cells were clustered based on marker gene expression (Figure 3—figure supplement 1A) and non-neurons were removed based on small cell size and lack of CEA neuronal marker gene expression, such as *Gad1* (Figure 3—figure supplement 1B; also see 'Materials and methods'). We obtained 33,139 neurons from six samples (ANM#1A: 5,604 neurons; ANM#1M: 4,286 neurons; ANM#1P: 4,728 neurons; ANM#2A: 5,684 neurons; ANM#2M: 7,342 neurons; ANM#2P: 5,495 neurons) (Figure 3—figure supplement 1C and Supplementary file 3). We used a de novo approach to identify cell types in the CEA and then correlated identified EASI-FISH clusters with scRNA-seq clusters based on 29-plex marker gene expression (online portal). Most neurons (91.4%) could be classified into 21 distinct molecular clusters (MCs) based on clustering analysis, with the remaining *Gad1*-expressing neurons (8.6%, denoted as MC-22) showing low expression of the selected marker genes (Figure 3A and B). Among the 21 molecular clusters, 17 were from the CEA, 1 cluster was from the basolateral amygdala (BLA) expressing *Oprk1* (MC-8), 1 cluster was the intercalated neurons (ITCs) expressing *Drd1*/*Penk* (MC-21), and 2 clusters were from amygdalostriatal transition area (AST) expressing *Drd1* (MC-7) or *Drd2* (MC-20) (Figure 3—figure supplement 2).

**Figure 3.**
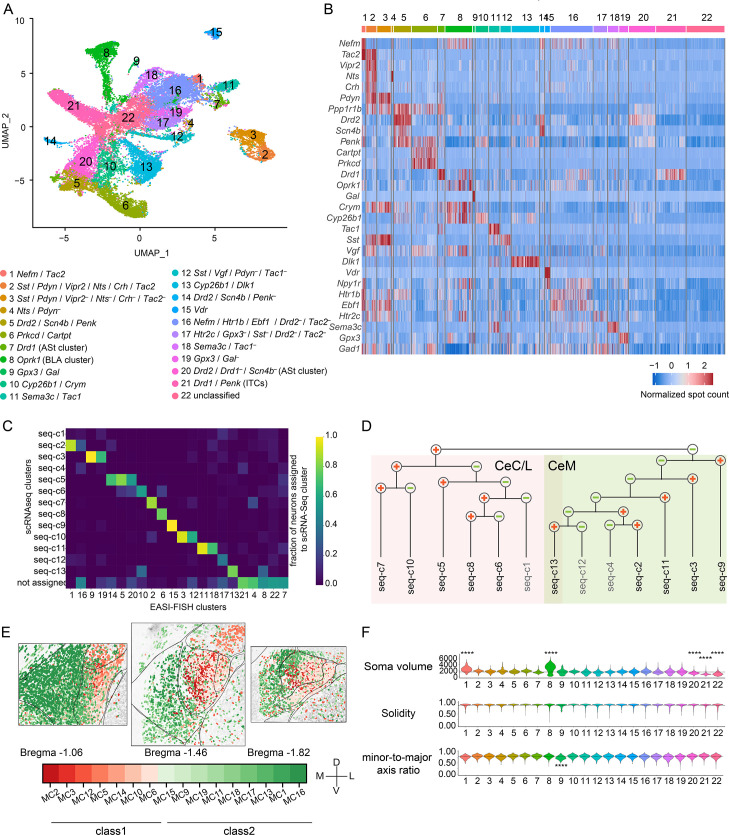
Central nucleus of the amygdala (CEA) expansion-assisted iterative fluorescence in situ hybridization (EASI-FISH) gene expression profiling. (**A**) UMAP for molecularly defined EASI-FISH clusters in the CEA. (**B**) Heatmap of 29 FISH marker genes in EASI-FISH clusters. Colormap indicates z-score normalized spot count. (**C**) The proportion of neurons from EASI-FISH clusters assigned to scRNA-seq clusters based on cross-correlation of marker gene expression. (**D, E**) Based on FISH cluster assignment to scRNA-seq clusters and their spatial location, scRNA-seq clusters belonging to separate branches of the dendrogram (from Figure 1C) mapped to separate CEA subregions. (**D**) Dendrogram showing the gene-expression relationships of scRNA-seq clusters, same as Figure 1C, with mapped subregions colored (CeC and CeL: red, CeM: green). (**E**) Spatial distribution of EASI-FISH clusters mapped to scRNA-seq clusters on the separate branches of the dendrogram (class 1: red; class 2: green). (**F**) Morphological properties of somata in EASI-FISH clusters. Top: soma volume; middle: solidity; bottom: the ratio between the minor axis and the major axis of an ellipse fitting the cell outline. Dotted lines: population average. p-values with medium and high effect sizes (Cohen’s d>0.5, or rg>0.28) are shown. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

**Figure 3—figure supplement 1.**
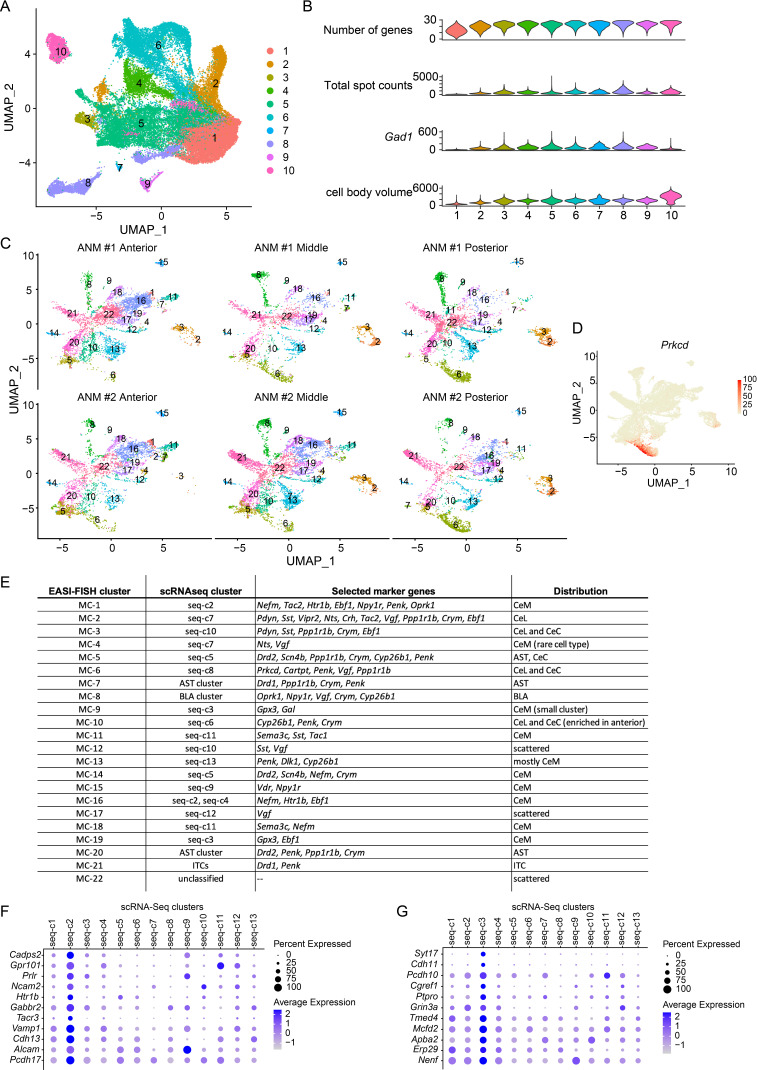
Central nucleus of the amygdala (CEA) expansion-assisted iterative fluorescence in situ hybridization (EASI-FISH) data analysis. (**A**) UMAP for neurons and non-neurons in the CEA, measured with EASI-FISH. Cells were color-coded based on initial clustering analysis to split neurons and non-neurons from the CEA, as well as neurons from surrounding brain regions. (**B**) Violin plots showing the number of genes detected, total marker gene spot count, *Gad1* spot count, and cell body volume across clusters. Note that cluster 1 has fewer genes detected, low total marker gene spot count, low *Gad1* spot count, and smaller cell body volume. It is thus identified as the non-neuronal cluster and removed from subsequent analysis. (**C**) UMAP for molecularly defined cell types in the CEA, as in Figure 3A, with neurons separated by sample, showing the distribution of clusters in different samples from two animals. (**D**) *Prkcd* expression (spot count) in EASI-FISH clusters, shown in UMAP. (**E**) Summary table showing correspondence between EASI-FISH cluster and scRNA-seq clusters; also see Figure 3—figure supplement 1—source data 1. (**F, G**) Differentially expressed membrane-protein-encoding genes in seq-c2 (**F**) and seq-c3 (**G**) (corresponding to MC-1 and MC-9, respectively) that showed distinct soma size and shape. Colormaps indicate z-score normalized data. Figure 3—figure supplement 1—source data 1.Table summarizing the correspondence between expansion-assisted iterative fluorescence in situ hybridization (EASI-FISH) clusters and single-cell RNA-sequencing (scRNA-seq) clusters, related to Figure 3—figure supplement 1E.

**Figure 3—figure supplement 2.**
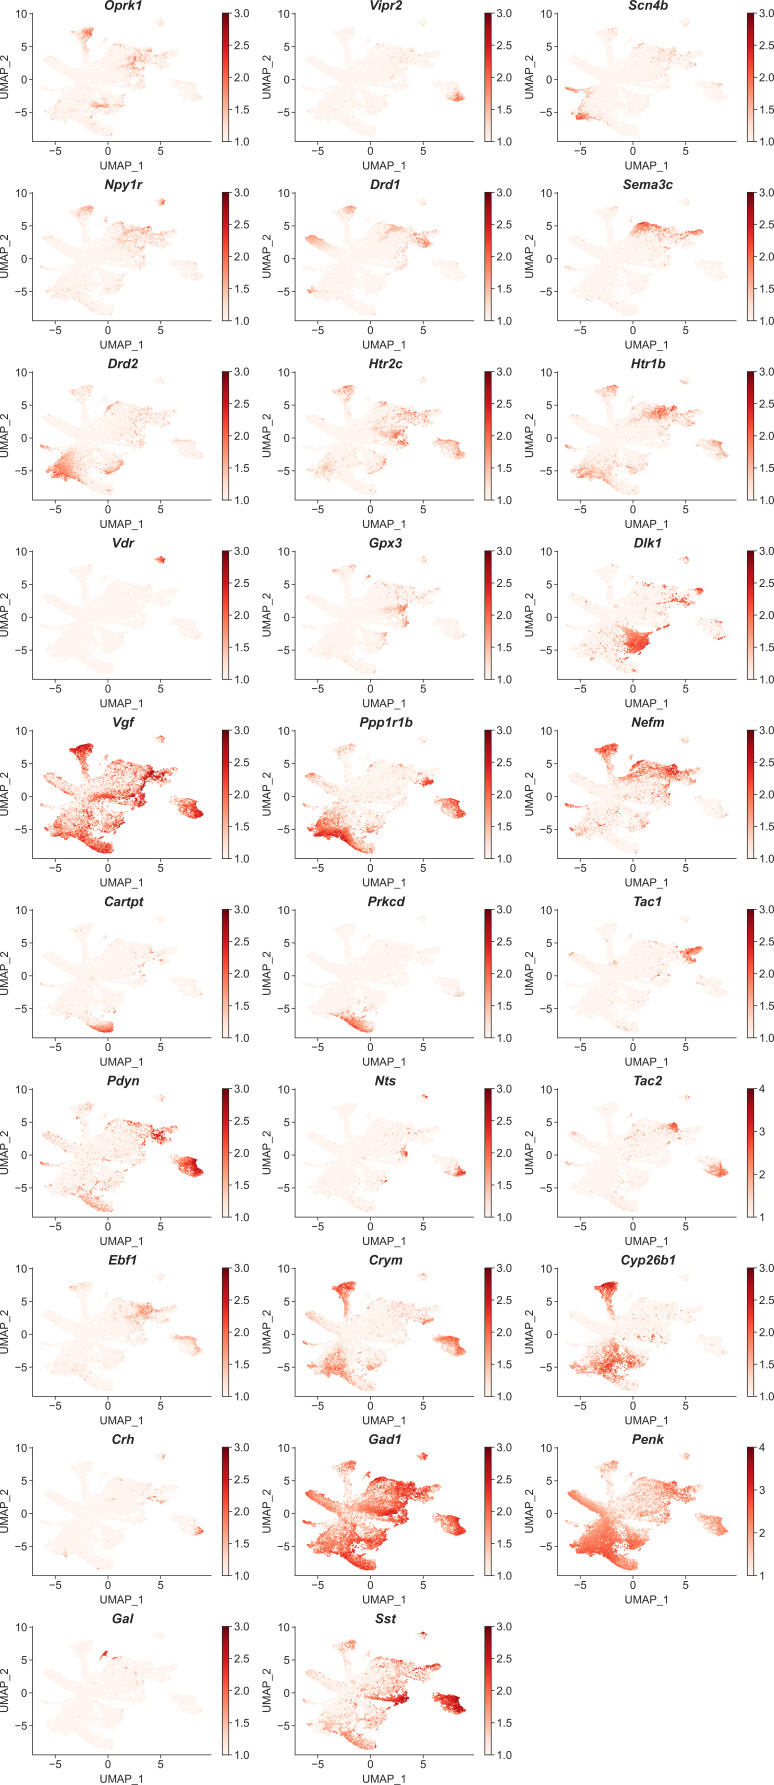
UMAP showing marker gene expression as measured by expansion-assisted iterative fluorescence in situ hybridization (EASI-FISH). Colormaps indicate log10 transformed spot counts for each gene.

Clusters identified by EASI-FISH showed good correspondence with scRNA-seq (Figure 3C, Figure 3—figure supplement 1E, Figure 3—figure supplement 1—source data 1). Neurons from the two top-level classes defined by scRNA-seq were spatially separate (Figure 3D), with MCs from class 1 enriched in the lateral and capsular parts of the CEA and most neurons from class 2 enriched in the medial part of the CEA (Figure 3E). We mapped all 17 EASI-FISH clusters in the CEA to the 13 scRNA-seq clusters. For example, consistent with scRNA-seq data, we identified two major *Sst*/*Pdyn* co-expressing populations using EASI-FISH. One (MC-2) co-expressed *Vipr2*, *Nts*, *Crh*, and *Tac2*, corresponding to seq-c7, while MC-3 lacked expression of these genes, corresponding to seq-c10. Because many neurons were profiled with EASI-FISH, this allowed us to uncover intra-cluster heterogeneities, which lead to further subdivision of scRNA-seq clusters. For example, seq-c3 was subdivided into *Gal*^+^ (MC-9) and *Gal*^–^ (MC-19) populations, and seq-c11 was subdivided into *Tac1*^+^ (MC-11) and *Tac1*^–^ (MC-18) populations. In addition, seq-c5, the major *Drd2*-expressing population mapped to two EASI-FISH clusters in the CEA, one spanning the CeC and AST (MC-5) and one enriched in CeM (MC-14).

### Somatic size and shape of CEA cell types

Because the EASI-FISH analysis pipeline provides high-quality three-dimensional neuronal soma segmentation, we also evaluated the somatic shape of the molecularly defined CEA cell types. Most neurons in the CEA share a similar soma size and shape (Figure 3F), consistent with the previous report from rat (Cassell and Gray, 1989). Only CEA neurons in MC-1 (*Nefm*/*Tac2*) from CeM were significantly larger (mean somatic volume: 2506.9 ± 818.5 µm^3^) than the mean CEA neuron soma size (1581.3 ± 744.6 µm^3^) (p<0.0001). These neurons were also larger than the *Tac2*-expressing population from CeL (MC-2: 1829.4 ± 413.6 µm^3^, p<0.0001). 

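In the 166 seq-c2-like neurons, *Cadps2* (chromosome 6, 23262773 to 23839421) was detected in 63.3% (55.7 to 70.2%), *Gpr101* (chromosome X, 57496668 to 57503757) in 75.3% (68.2 to 81.2%) and *Tacr3* (chromosome 3, 134829007 to 134934579) in 33.1% (26.4 to 40.6%). Over 18 libraries the SD was 19.7 percentage points for *Cadps2*, 13.9 for *Gpr101* and 18.1 for *Tacr3*. Over all neurons the shares were 26.9%, 42.3% and 12.2%. None of the 3 genes was seen in the wells with spike-in RNA only. Positive seq-c2-like neurons held 34.8 ± 3.37 UMIs of *Cadps2*, 21.2 ± 1.76 of *Gpr101* and 14.7 ± 1.74 of *Tacr3* (SEM). Soma size and the EASI-FISH clusters were not analysed here.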

MC-1 neurons with larger somata expressed membrane proteins, such as *Cadps2*, *Gpr101*, and *Tacr3,* according to scRNA-seq data (Figure 3—figure supplement 1F). Another population, MC-9 (*Gpx3*/*Gal*) from CeM, had a significantly lower minor-to-major axis ratio, indicating that they are more elongated than most CEA cell populations. These MC-9 neurons overexpressed distinct membrane proteins, such as *Syt17*, *Cdh11*, and *Grin3a* (Figure 3—figure supplement 1G). 

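*Syt17* (chromosome 7, 118380717 to 118448222) and *Cdh11* (chromosome 8, 102632095 to 102785642) were each detected in 13 of 18 seq-c3-like neurons, 72.2% (49.1 to 87.5%), and *Grin3a* (chromosome 4, 49661611 to 49845744) in 11 of them, 61.1% (38.6 to 79.7%). Over all neurons, the shares were 4.43% for *Syt17*, 12.0% for *Cdh11* and 41.5% for *Grin3a*. Wells with spike-in RNA only held *Cdh11* in 9.09%, *Grin3a* in 6.82% and *Syt17* in 0%. Positive seq-c3-like neurons held 13.6 ± 3.13 UMIs of *Syt17*, 11.1 ± 2.11 of *Cdh11* and 23.3 ± 4.99 of *Grin3a* (SEM). The interval for *Grin3a* includes its share over all neurons.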

CEA neurons that only expressed *Gad1* but lacked specific marker genes (MC-22) also had significantly smaller somata than the mean of CEA neurons.

Neuronal soma size heterogeneity was also observed in surrounding areas. The BLA (MC-8) has many large neurons and some small neurons (mean somatic volume: 2736.0 ± 1291.5 µm^3^), which is consistent with the previous report of principal neurons with large somata, and interneurons with smaller somata (McDonald, 2020; Figure 3F). The ITCs (MC-21) were the smallest (906.5 ± 317.3 µm^3^) and the D2-receptor-expressing neurons in the AST (MC-20) were also smaller (1229.3 ± 372.6 µm^3^) than most CEA neurons (p<0.0001). Because our segmentation approach is largely restricted to neuronal somata, future studies will be needed to determine how this heterogeneity in soma size and shape relates to complete neuronal morphology and functions.

### Parcellation of CEA

Canonical subdivisions of the CEA in mouse are derived from neuroanatomical studies in rats, where three sub-nuclei (CeM, CeL, and CeC) have been identified based on cytoarchitecture, connectivity, and selected neuropeptide expression, such as enkephalin (Cassell et al., 1999). In mice, these boundaries can be difficult to discern reliably and precisely (Ye and Veinante, 2019). A consistent parcellation of the CEA would be facilitated by molecular markers that are associated with different subregions. These genes need not be expressed in every neuron within a particular region but, instead, have a combinatorial expression pattern from which the boundaries are apparent. To identify these marker gene combinations, we examined the spatial variation of marker gene expression in the CEA and its surrounding region. Principal component analysis (PCA) of the expression patterns of 29 marker genes identified spatial patterns that explained the greatest proportion of molecular variance in the region. As expected, this revealed regional boundaries with surrounding brain areas (CEA, BLA, PAL, AST, and ITCs) (Figure 4—figure supplement 1A and B), consistent with previous findings (Zirlinger et al., 2001). Within the CEA, most PCs associated with the largest gene expression variation corresponded to differences between capsular/lateral zones and the medial zone (CeC/CeL and CeM), consistent with our scRNA-seq hierarchical analysis (Figure 3D). PCA revealed *Ppp1r1b* and *Nefm* as marker genes with large loadings in the top 4 PCs that demarcate these subregions along the anterior–posterior extent of the CEA, with *Ppp1r1b* expressed laterally and *Nefm* medially (Figure 4—figure supplement 1A and B). Additional spatial variation in gene expression was observed in the lateral part of the CEA, especially in the more posterior sections. Instead of a clear separation, a gradient of gene expression was observed in PC2-4 in most samples, with *Penk* showing large loadings on these PCs (Figure 4—figure supplement 1A and B). In light of this, we used *Penk*, which has been used previously to subdivide CeC from CeL (Cassell et al., 1986), as an additional marker gene. Using *Ppp1r1b*, *Nefm,* and *Penk*, we parcellated the CEA into three subdomains using probabilistic Gaussian process classification (Figure 4A; see 'Materials and methods'). This offers a systematic approach to define boundaries between CEA subregions in the mouse based on three marker genes. The CeC and CeL separation was not apparent in the anterior sections. Thus, we denoted this anterior region as CeC/L (Figure 4B, Figure 4—figure supplement 2). Seventeen molecularly defined neuron types were spatially enriched in one or more CEA subregions (Figure 4C, Figure 4—figure supplement 2, Figure 4—figure supplement 3).

**Figure 4.**
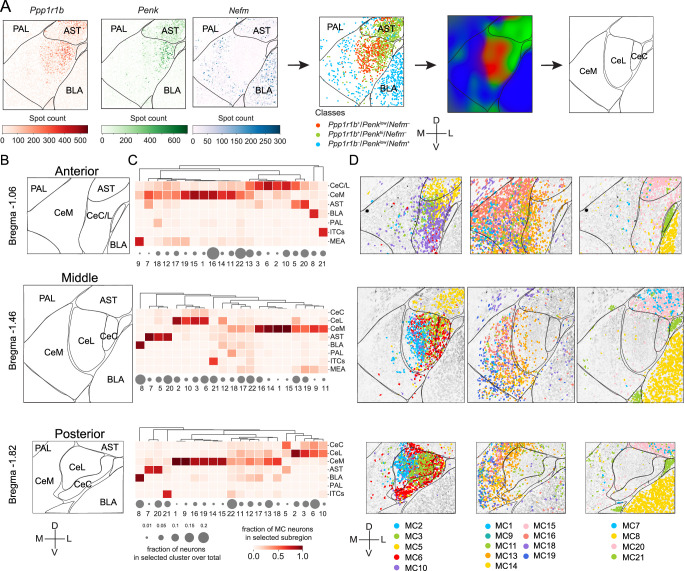
Expansion-assisted iterative fluorescence in situ hybridization (EASI-FISH) spatial analysis. (**A**) Representative diagrams detailing the anatomical parcellation procedure in the central nucleus of the amygdala (CEA). First, marker genes (*Ppp1r1b*, *Penk*, and *Nefm*) identified from principal component analysis (PCA) were used to classify neurons and create the anatomical parcellation using the probabilistic Gaussian process classification. BLA: basolateral amygdala; AST: amygdalostriatal transition area; PAL: pallidum; ITCs: the intercalated cells of the amygdala; MEA: medial amygdala. (**B**) Anatomical parcellations from anterior (top), middle (middle), and posterior (bottom) CEA from one animal (ANM #1). (**C**) EASI-FISH cluster enrichment in the parcellated subregions. Gray circles: fractions of neurons profiled that belong to selected clusters. Color bar: fraction of MC neurons in each subregion. (**D**) Spatial distribution of molecularly defined neuron types enriched in parcellated subregions. Colors represent cluster identity. All neurons are colored in light gray in the background. Scale bars in (**A**, **B**, **D**): 200 µm. M: medial, L: lateral, D: dorsal, V: ventral. Figure 4—source data 1.Spatial distribution of central nucleus of the amygdala (CEA) clusters.Each dot indicates the centroid position of a neuron. Each column is a sample from selected animal. Panels are maximum axial projections of the entire volumes.

**Figure 4—figure supplement 1.**
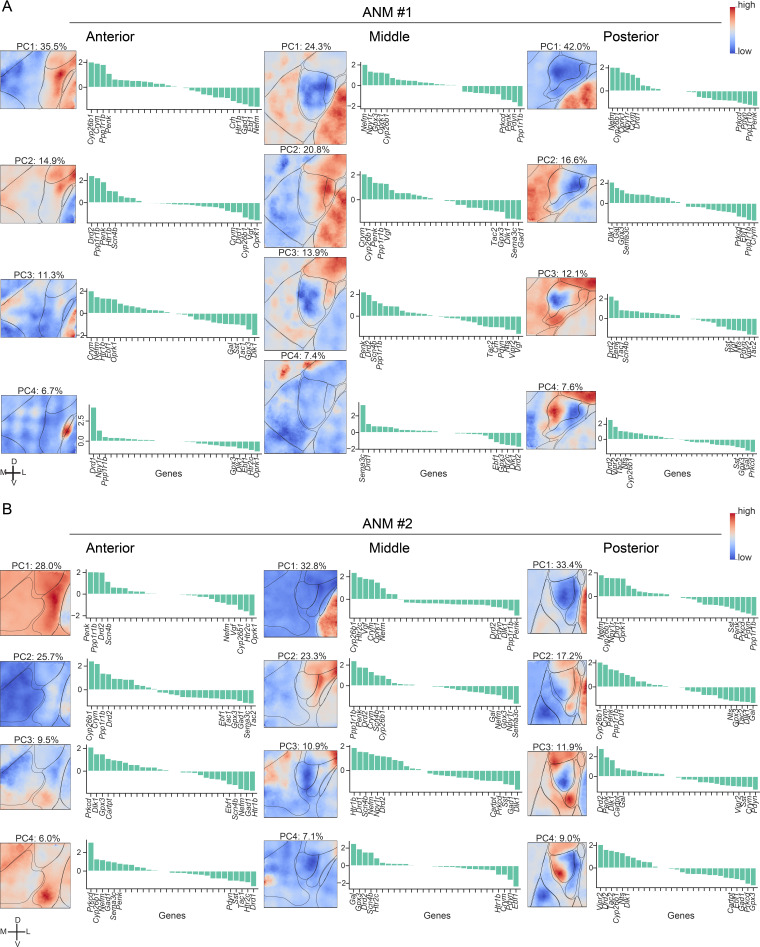
Central nucleus of the amygdala (CEA) spatial analysis. (**A, B**) Principal component analysis (PCA) of the spatial distribution of marker genes in animal 1 (ANM #1) (**A**) and animal 2 (ANM #2) (**B**). Eigen images from the top 4 principal components (PCs) are shown, with explained variance from each PC shown on top and loadings of marker genes for each PC on the right. Scale bars: 200 µm. M: medial; L: lateral; D: dorsal; V: ventral.

**Figure 4—figure supplement 2.**
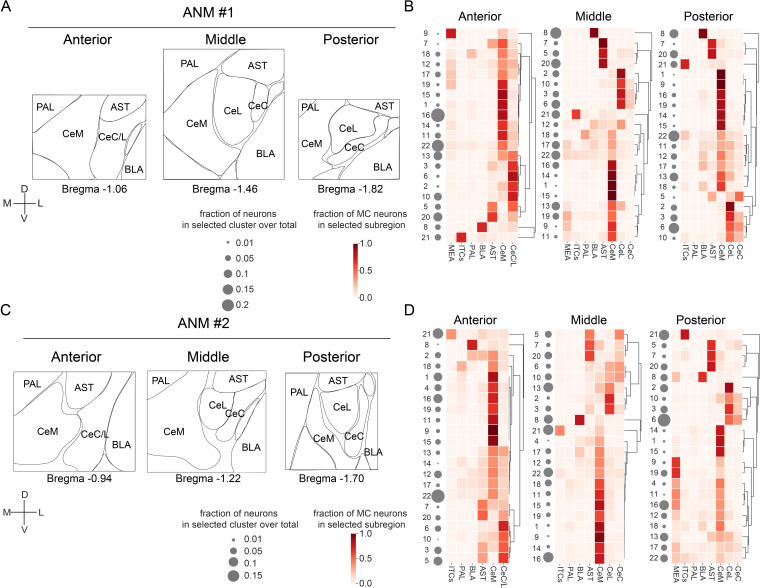
Spatial parcellation in the central nucleus of the amygdala (CEA). (**A, C**) Anatomical parcellations in anterior (left), middle (middle), and posterior (right) CEA from animal 1 (ANM #1) (**A**) and animal 2 (ANM #2) (**C**). Scale bars: 200 µm. M: medial; L: lateral; D: dorsal; V: ventral. (**B, D**) Expansion-assisted iterative fluorescence in situ hybridization (EASI-FISH) cluster enrichment in the parcellated subregions in animal 1 (**B**) and animal 2 (**D**). Gray circles: fractions of neurons profiled that belong to selected clusters. Color bar: fraction of MC neurons in each subregion.

**Figure 4—figure supplement 3.**
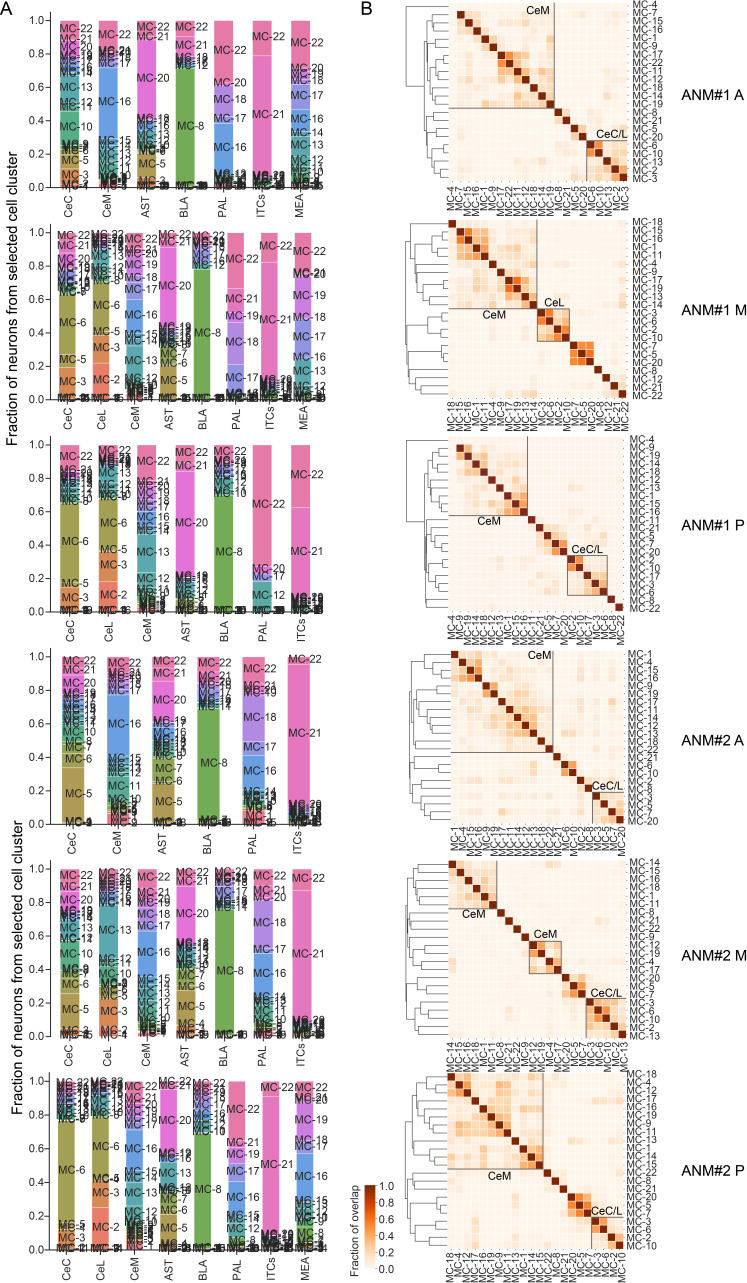
Molecularly defined neuron types enriched in central nucleus of the amygdala (CEA) subregions. (**A**) Molecularly defined neuron type compositions in CEA subregions and surrounding brain regions. (**B**) Spatial overlap of molecularly defined neuron types.

**Figure 4—figure supplement 4.**
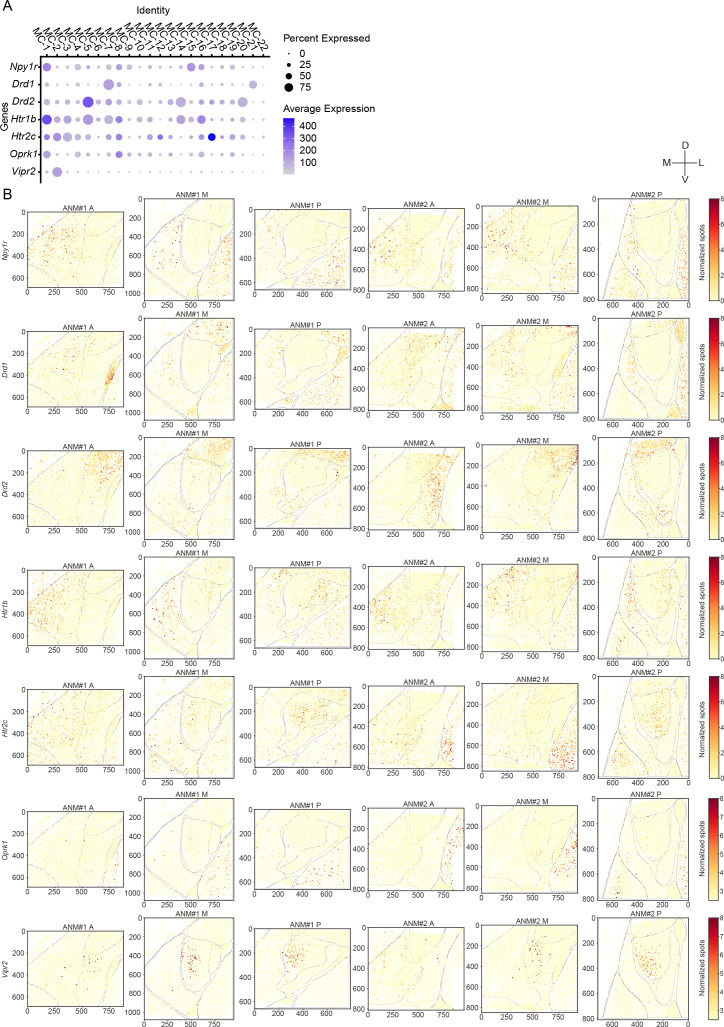
Expression of selected neuromodulatory GPCRs in the central nucleus of the amygdala (CEA). (**A**) Dot plot showing expression of selected GPCRs in the CEA expansion-assisted iterative fluorescence in situ hybridization (EASI-FISH) molecular clusters. The size of each dot indicates the percentage of cells that expressed the selected GPCR; the colors represent the average spot count in each cluster, with darker color indicating higher expression levels. (**B**) Distribution of the selected GPCR expression in the CEA. Six samples from two representative animals are shown. The colors represent z-score normalized spot counts in each cell, with darker red color indicating higher expression levels. Scale bar: 200 µm. M: medial; L: lateral; D: dorsal; V: ventral.

### CeM

We found that nine molecularly defined neuron types were enriched in the CeM (Figure 4D, Figure 4—source data 1). MC-16 (*Nefm*/*Htr1b*/*Ebf1/Drd2^–^*/*Tac2^–^*) was the most abundant cell type in the CeM, with the highest density in the anterior part. MC-16 is a *Nefm*-expressing cluster (79.0%) that can be largely defined by *Htr1b* and *Ebf1*, genes with low expression levels. MC-16 also lacked expression of marker genes that were present in other CeM MCs, such as *Drd2* and *Tac2*. Many neurons in this cluster expressed *Npy1r* (50.3%) and *Drd1* (33.3%). Neurons from MC-16 corresponded to two scRNA-seq clusters, seq-c2 (54%) and seq-c4 (40%), but they have lower cross-correlation coefficient (0.54 ± 0.09) with corresponding scRNA-seq clusters. MC-13, which co-expressed *Dlk1* and *Cyp26b1*, was the most abundant cell type in the posterior part of the CeM and occupied a mostly separate domain lateral to MC-16 in anterior CEA that overlapped the CeM and CeL boundary. This cell type lacked expression of *Ppp1r1b* and corresponded to seq-c13. The two intermediate abundance cell types were neurons expressing *Sema3c* (MC-11 and MC-18). These neurons corresponded to seq-c11 but were split into two FISH clusters intermingled in CeM: MC-11 (*Sema3c/Tac1*), which was the primary *Tac1-*expressing type in the CEA with many neurons also expressing *Dlk1* (74.1%) and *Sst* (51.9%), and MC-18 (*Sema3c/Tac1^–^*) scattered among CeM, CeL, BLA, and PAL. Five low-abundance CeM cell types were found. MC-1 (*Nefm/Tac2*) neurons were the primary CeM *Tac2* cell type, which also had the largest cell bodies in the CEA (Figure 3F) and co-expressed a variety of neuromodulatory receptors, such as kappa-opioid receptor (*Oprk1*)*,* neuropeptide Y receptor 1 (*Npy1r*)*,* and serotonin receptor (*Htr1b*). MC-14 (*Scn4b/Penk^–^*) was the primary D2 receptor-expressing (*Drd2*) (90%) cell type in the CeM, and many neurons in this cluster also co-expressed *Htr1b* (79.1%). MC-15 was a vitamin D receptor (*Vdr*) population distributed throughout CeM that co-expressed *Npy1r* (74.1%). Two *Gpx3*-expressing cell types, MC-9 (*Gpx3*/*Gal*) and MC-19 (*Gpx3*/*Gal^–^*), which can be distinguished by *Gal* expression, were in the ventral portion of CeM and also in the adjacent medial amygdala (MEA).

### CeC and CeL

The primary CeC and CeL cell type at middle and posterior CEA levels was MC-6 (*Prkcd*/*Cartpt*). The primary anterior CeC cell type was MC-10 (*Cyp26b1*/*Crym*), with a small fraction of MC-10 neurons scattered in CeM. MC-6 corresponded to seq-c8, and MC-10 corresponded to seq-c6, which was the main category of *Prkcd*-expressing neurons in the CEA (Figure 3—figure supplement 1D). In contrast to many CeC and CeL cell types, MC-10 had low *Ppp1r1b* expression. Two *Sst/Pdyn* cell types (MC-2 and MC-3), corresponding to scRNA-seq clusters, seq-c7 and seq-c10, respectively, were also spatially separated, with MC-2 more medial and uniquely marked by *Vipr2*. MC-2 (*Vipr2*) was the most medial CeL cell type and co-expressed a variety of CeL neuropeptides, including *Pdyn*, *Tac2*, *Nts*, *Crh*, and *Sst* in various proportions (Supplementary file 4), and was primarily restricted to middle and posterior levels of CeL (Figure 4—source data 1). MC-3 (*Sst/Pdyn*/*Vipr2^–^*) was found across all levels of CeL, including medial CeC in anterior sections. MC-5 (*Drd2*/*Scn4b*/*Penk*) spanned the AST and the CeC. It was spatially enriched in the anterior part of this region and was mostly absent in the CeL.

Although most cell types were localized to CeM, CeC, or CeL, we found that MC-12 (*Sst*/*Vgf*/*Pdyn^–^*/*Tac1^–^*) and MC-17 (*Htr2c*/*Gpx3^–^*/*Sst^–^*/*Drd2^–^*/*Tac2^–^*) were broadly distributed across the CEA subnuclei. MC-4 (*Nts*/*Pdyn^–^*) was a low-abundance *Nts* cell type that was scattered in the ventral part of the CeM. We also examined the distribution of neuromodulatory GPCRs (Figure 4—figure supplement 4A and B). The serotonin receptors *Htr1b* and *Htr2c* were broadly expressed in many molecularly defined cell types, with the highest average *Htr1b* and *Htr2c* expression in MC-1 and MC-17, respectively. *Htr1b* was also expressed in a few other clusters, such as MC-5, MC-14, and MC-16. Neuropeptide Y receptor 1 (*Npy1r*) was expressed in a restricted group of CeM clusters (MC-1, MC-15, and MC-16). The dopamine receptors, *Drd1* and *Drd2*, both showed strong expression in the AST. *Drd1* was also expressed in the intercalated neurons. *Drd1* expression was mostly in the CeM, detected in >10% of the neurons in multiple clusters (MC-1, MC-11, MC-12, MC-16, and MC-18: seq-c2, seq-c4, seq-c11), whereas *Drd2* was expressed in both CeM (MC-14) and CeC cell types (MC-5). In addition, the opioid receptor kappa 1 (*Oprk1*) was primarily expressed in MC-1 and a subset of BLA neurons (MC-8). The vasoactive intestinal peptide (VIP) receptor 2 (*Vipr2*) was selectively expressed in MC-2, the *Sst* cluster in the CeL/CeC that co-expressed *Crh* and *Tac2*.

### Projections of molecularly defined cell types in the CEA

CEA neurons showed distinct groupings of axonal projection patterns (Figure 5A, Figure 5—figure supplement 1A, Figure 5—source data 1–5). The CEA→BNST projection was most distinct from the other four projection types, with BNST-projecting neurons enriched primarily in the ventral CeM and some at the border between CeM and CeC/L. CEA neurons with descending projections to lateral SN, PBN, PCRt, and vlPAG were largely intermingled. CEA→PBN projecting neurons were the most abundant projection class, with enrichment in CeM and posterior CeC and CeL. The CEA→lateral SN projection followed a similar pattern with retrogradely labeled neurons in anterior CeM and posterior CeM and CeC/L. Neurons from the adjacent AST projected to lateral SN, consistent with previous observation (Steinberg et al., 2020). CEA→PCRt neurons primarily originated from the anterior portion of the CeM. CEA→vlPAG neurons were observed in the CeM and the posterior CeL. Neurons co-projecting to PBN and PCRt (n = 132, 6.7%), PBN and lateral SN (n = 76, 3.8%), and PBN and vlPAG (n = 49, 2.5%) were observed at low frequency (Figure 5—figure supplement 1C).

**Figure 5.**
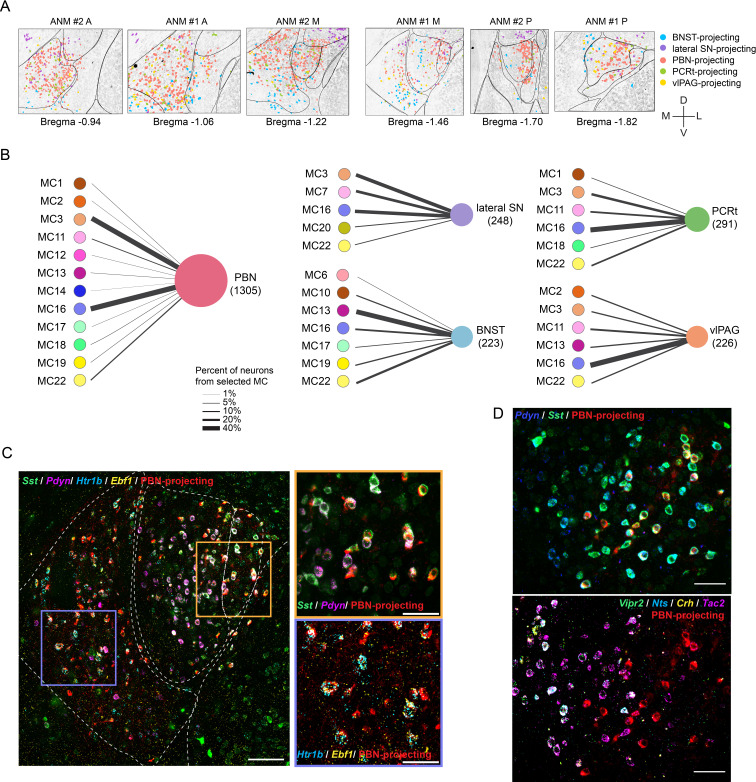
Projection of central nucleus of the amygdala (CEA) molecular clusters to five downstream targets. (**A**) Representative images showing neurons projecting to bed nucleus of the stria terminalis (BNST), lateral substantia nigra (SN), parabrachial nucleus (PBN), parvocellular reticular formation (PCRt), and ventrolateral periaqueductal gray (vlPAG). Note that neurons with collaterals (n = 281) are not shown to avoid confusions. Scale bar: 200 µm. (**B**) Molecularly defined CEA neuron types projecting to five downstream brain regions. Line thickness represents percent of neurons from selected MCs projecting to selected brain region. (**C**) Representative image showing the distribution of dominant PBN-projecting clusters, MC-3 and MC-16 and their marker gene expressions. Scale bars: 100 µm (left) and 50 µm (right). (**D**) Representative images showing a subset of *Pdyn*/*Sst* co-expressing neurons that project to the PBN (top). These neurons are *Vipr2*, *Tac2*, *Nts,* and *Crh*-negative (MC-3) and are localized more laterally (bottom). Scale bars: 50 µm. Figure 5—source data 1.Spatial distribution of bed nucleus of the stria terminalis (BNST)-projecting central nucleus of the amygdala (CEA) clusters.Each dot indicates the centroid position of a neuron. Each column is a sample from a selected animal. Panels are maximum axial projections of the entire volumes. Figure 5—source data 2.Spatial distribution of lateral SN-projecting central nucleus of the amygdala (CEA) clusters.Each dot indicates the centroid position of a neuron. Each column is a sample from a selected animal. Panels are maximum axial projections of the entire volumes. Figure 5—source data 3.Spatial distribution of parabrachial nucleus (PBN)-projecting central nucleus of the amygdala (CEA) clusters.Each dot indicates the centroid position of a neuron. Each column is a sample from a selected animal. Panels are maximum axial projections of the entire volumes. Figure 5—source data 4.Spatial distribution of parvocellular reticular formation (PCRt)-projecting central nucleus of the amygdala (CEA) clusters.Each dot indicates the centroid position of a neuron. Each column is a sample from a selected animal. Panels are maximum axial projections of the entire vol umes. Figure 5—source data 5.Spatial distribution of ventrolateral periaqueductal gray (vlPAG)-projecting central nucleus of the amygdala (CEA) clusters.Each dot indicates the centroid position of a neuron. Each column is a sample from a selected animal. Panels are maximum axial projections of the entire volumes.

**Figure 5—figure supplement 1.**
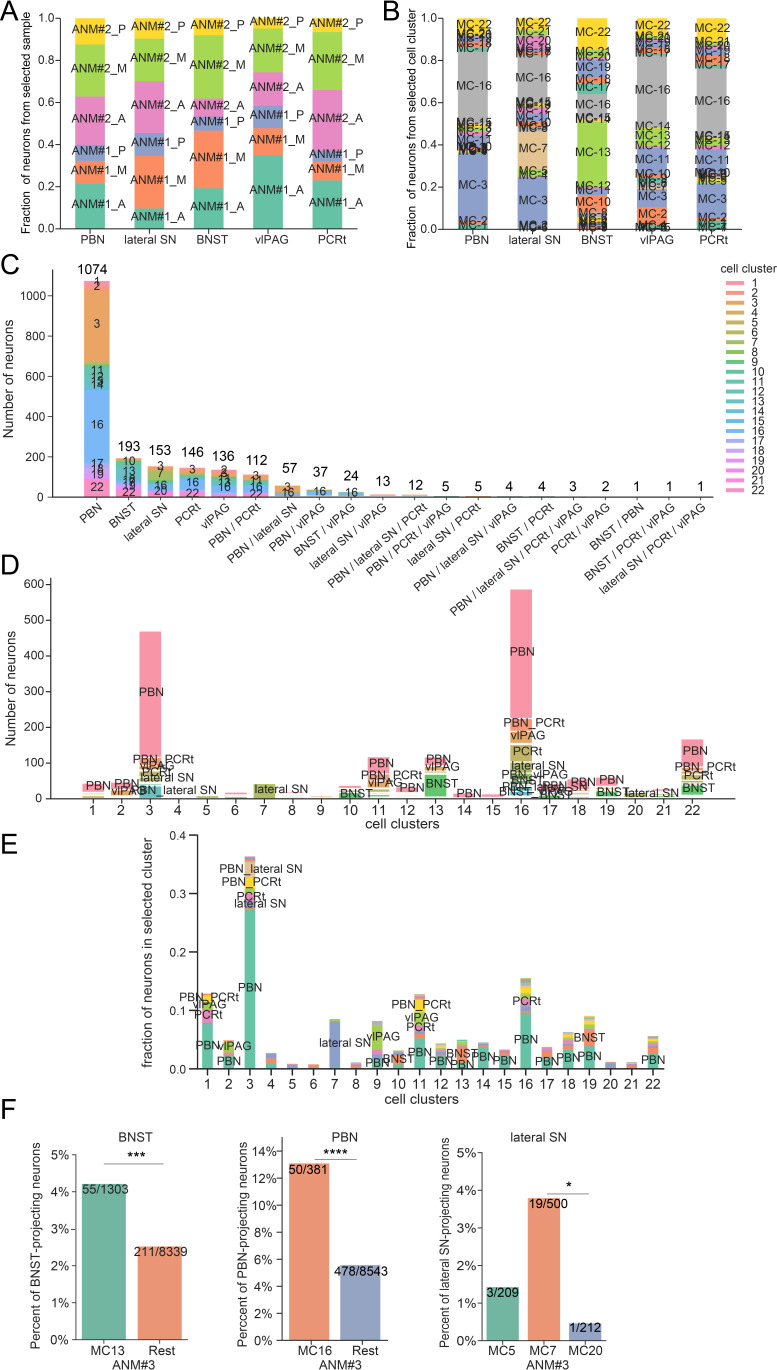
Molecularly defined neuron types project to different brain regions. (**A**) Fraction of neurons projecting to selected five brain regions in different samples from two animals. (**B**) Fraction of neurons from each molecular cluster that projects to selected brain regions. (**C**) Number of neurons from each molecular cluster that projects to selected brain regions, including collateral projections. (**D, E**) Projection patterns of molecularly defined cell types. Number (**D**) and fraction (**E**) of neurons from each molecularly defined cell type that projects to the five downstream brain regions. (**F**) Validation of projection targets for selected molecularly defined cell types in a third animal (ANM #3). From left to right: enrichment of bed nucleus of the stria terminalis (BNST) projecting neurons in MC-13, enrichment of parabrachial nucleus (PBN) projecting neurons in MC-16, enrichment of lateral substantia nigra (SN) projection in *Drd1* expressing MC-7 compared to MC-5 and MC-20, the other AST-occupying, *Drd2*-expressing clusters. Statistics: chi-square test. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

A subset of molecularly defined CEA neurons projected to at least one of these five target areas (Figure 5B, Figure 5—figure supplement 1B). In the CeM, MC-16 (*Nefm*/*Htr1b*/*Ebf1/Drd2^–^*/*Tac2^–^*) was the major cell type that projects to PBN (Figure 5C). MC-11 (*Tac1/Sema3c*) was modestly enriched for this projection, and most other CeM cell types showed scattered projections to PBN. In the CeC and CeL, MC-3 (*Sst/Pdyn*/*Vipr2^-^*) was the major PBN-projecting cell type. In contrast, MC-2, which was adjacent to MC-3 and co-expressed *Sst*/*Pdyn*, did not show a strong projection to PBN (Figure 5D). The different projection patterns of the two transcriptomically similar *Sst* cell types in the CeL may indicate functional differences between these populations. However, both MC-2 and MC-3 neurons project to vlPAG along with a major contribution from CeM cell type, MC-16, and minor contributions from MC-11 (*Sema3c*/*Tac1*) and MC-13 (*Cyp26b1*/*Dlk1*). MC-3 and MC-16 clusters were also major lateral SN-projecting cell types. MC-7, a D1 receptor-expressing population primarily in the AST, also showed greater abundance of lateral SN projection compared to the D2-receptor-expressing AST population, MC-20, consistent with canonical direct and indirect striatal pathways to the midbrain (Gerfen et al., 1990). MC-3 and MC-16 were also major cell types that project to PCRt. Most neurons with axon collateralizations were from MC-3 or MC-16, with more PBN and lateral SN collaterals observed from MC-3 (61.4%) and more PBN and vlPAG collaterals observed from MC-16 (54.0%) (Figure 5—figure supplement 1C). PBN and PCRt collaterals were observed from MC-3, MC-11, and MC-16.

Despite MC-16 being a major CeM descending projection type, neurons in the CeM projecting to BNST were predominantly from MC-13 (*Cyp26b1*/*Dlk1*) with minor contributions from MC-16, MC-17, and MC-19. MC-6 (*Prkcd*) and MC-10 (*Cyp26b1*/*Crym^–^*), two CeC/CeL cell types with *Prkcd*-expression, also projected to BNST (Figure 5—figure supplement 1B–E). Selected cell clusters and their projections were validated in a third mouse (ANM #3) (Figure 5—figure supplement 1F). Consistent with the other two animals, MC-13 (*Cyp26b1*/*Dlk1*) was the predominant projection type to BNST, and MC-16 (*Nefm*/*Htr1b*/*Ebf1/Drd2^–^*/*Tac2^–^*) was the major CeM projection type to PBN.

### Marker genes predict projection classes

We found that each brain region investigated here received axonal projections originating from multiple CEA neuron types, while only a subset of all cell types in the CEA contributed to these projections. Because neuron types were defined by combinations of marker genes and several genes were expressed by multiple types, we also investigated whether marker genes were predictive of projection targets. For this, we trained a logistic regression classifier that used the marker gene expression in neurons to predict their axonal projections to the five selected brain regions as well as neurons lacking projections to these brain regions (six classes: 'PBN', 'vlPAG', 'PCRt', 'lateral SN', 'BNST', 'unlabeled') (Figure 6A). The model had an average area under the receiver-operating characteristic curve (AUC-ROC) of 0.80 (Figure 6—figure supplement 1A and B) and f1 score of 0.58 (Figure 6B), significantly better in performance compared to data where the relationship between gene expression of individual neurons and their projections was shuffled (p<0.01) (see 'Materials and methods,' Figure 6—figure supplement 1A, and Figure 6B), indicating high predictive power of marker genes for axon projection targets. The confusion matrix showed that the model had the highest performance predicting BNST (71%) and lateral SN (66%) projections, with more incorrect predictions for hindbrain projections (PBN, PCRt, and vlPAG) (Figure 6C). One possibility that could explain lower performance for hindbrain targets was potentially incomplete retrograde labeling of neurons with collateralizations among hindbrain regions, which is indicated by a report of collateralization in axonal reconstructions from rats (Veinante and Freund-mercier, 2003). When we trained a model in which the hindbrain projections were grouped (four classes: ‘hindbrain’, ‘lateral SN’, ‘BNST’, ‘unlabeled’), the prediction scores were improved (AUC-ROC score: 0.81, f1 score: 0.59) (Figure 6D, Figure 6—figure supplement 1C). Consistent with the six-class model, the BNST projection, which had the greatest anatomical separation from the other projection targets, was best predicted by gene expression information (74%). Marker gene expression correctly predicted 73% lateral SN projections and 67% hindbrain projections (Figure 6E). The predictions for neurons lacking projections to these regions in both models were lower (43%). Most of the incorrect predictions were false-positive predictions, where unlabeled neurons were predicted to project to three projection classes (BNST: 22%; hindbrain: 17%; and lateral SN: 18%). Among them, 33% of false-positive predictions to BNST were from MC-13 neurons and 35% and 34% of unlabeled neurons predicted to project to hindbrain regions and lateral SN, respectively, were from MC-16 and MC-3. This is potentially related to incomplete retrograde labeling of projection neurons (78% co-labeling efficiency based on CTB and FG co-injection, Figure 2—figure supplement 1C and D).

**Figure 6.**
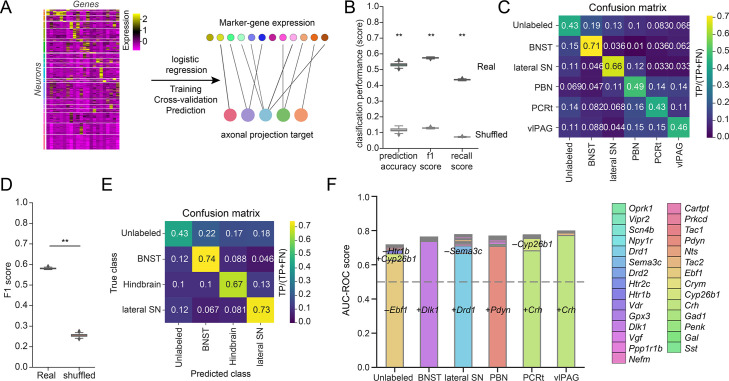
Prediction of projection classes with marker genes. (**A**) Schematic of the analysis. Expressions of 29 marker genes from each neuron were used to train a multiclass logistic regression model to predict its axonal projection target. (**B**) Model performance for predicting projection classes (bed nucleus of the stria terminalis [BNST], lateral substantia nigra [SN], parabrachial nucleus [PBN], parvocellular reticular formation [PCRt], ventrolateral periaqueductal gray [vlPAG], and unlabeled) with marker genes, was compared to performance scores generated with shuffled data. p-value was calculated with permutation test. (**C**) Normalized confusion matrix with true class labels in rows and predicted class labels in columns with the logistic regression model in (**B**). Data normalized as true positive (TP) over the total number of neurons from this class (TP + false negative [FN]). (**D**) F1 score for predicting projections to BNST, lateral SN, hindbrain (PBN, vlPAG, PCRt) regions as well as neurons that were unlabeled with marker genes compared to shuffled data. p-value was calculated with permutation test. (**E**) Normalized confusion matrix with true class labels in rows and predicted class labels in columns with the logistic regression model in (**D**). Data normalized as TP over the total number of neurons from this class (TP + FN). (**F**) Area under the receiver-operating characteristic curve (AUC-ROC) scores with sequentially selected features for each projection class. Recursive feature elimination with cross-validation was used to rank features and identify feature(s) that best predict projection targets. Dotted line: AUC-ROC=0.5 Statistics in (**B, D**): permutation test. **p<0.01.

**Figure 6—figure supplement 1.**
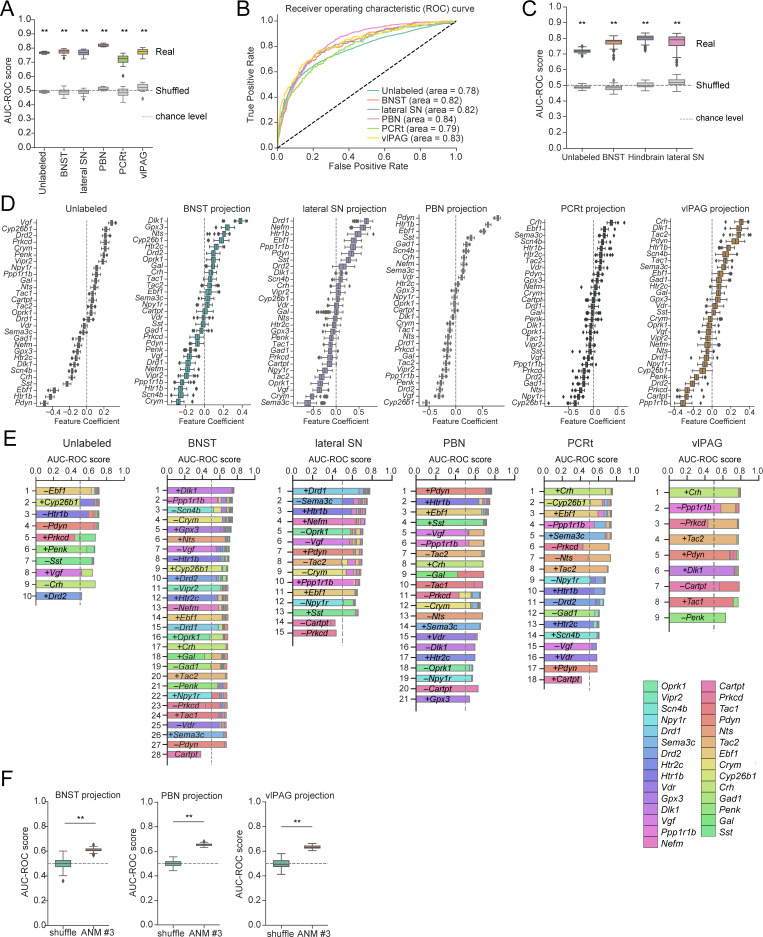
Marker gene expressions predict projection classes. (**A**) Area under the receiver-operating characteristic curve (AUC-ROC) scores of logistic regression model for all projection classes compared with shuffled data. (**B**) ROC curve showing optimal prediction of projection classes with gene expression. (**C**) AUC-ROC scores of logistic regression model for all projection classes, projections grouped by bed nucleus of the stria terminalis (BNST), lateral substantia nigra (SN), hindbrain regions (parabrachial nucleus [PBN], ventrolateral periaqueductal gray [vlPAG], parvocellular reticular formation [PCRt]) and unlabeled. (**D**) Feature coefficients of marker genes in predicting each projection class based on the logistic regression model. Dotted lines: feature coefficient=0. (**E**) AUC-ROC scores with sequentially selected features for each projection class. From the top to bottom, AUC-ROC scores of subsets of features after sequential feature elimination. Optimal combinations of features were selected and ranked by recursive feature elimination with cross-validation. (**F**) Model performance in predicting BNST, PBN, and vlPAG projections using selected features (*Dlk1*, *Pdyn*, and *Crh*, respectively) with data from a third animal (ANM #3). Dotted lines in (**A, C, F**): AUC-ROC=0.5. Statistics in (**A, C, F**): permutation test. **p<0.01.

We used the feature coefficients from these models to quantify the relative importance of each gene for predicting the projection types (Figure 6—figure supplement 1D) and identified the optimal combination of marker gene(s) to predict neuronal projections based on recursive feature elimination (Figure 6F). We found that *Dlk1* had the highest contribution in predicting BNST projection. Expression of *Drd1* and the absence of *Sema3c* expression were predictive of lateral SN projections. *Pdyn*, *Htr1b*, and *Ebf1* were highly predictive of PBN projection. Expression of *Crh* predicted PCRt projections and vlPAG projections, which is consistent with previous studies where *Crh^+^* neurons were shown to project to lateral PAG (Fadok et al., 2017). Although the aforementioned genes best predicted axon projection targets, we found that they can be largely compensated by additional genes (Figure 6—figure supplement 1E). We validated the predictive power of *Dlk1*, *Pdyn,* and *Crh* to projection types in a third animal (ANM #3). Consistent with the first two animals, we found that *Dlk1* predicted projections to the BNST, *Pdyn* was predictive of PBN projections, and *Crh* predicted projections to vlPAG (Figure 6—figure supplement 1F). Taken together, genes identified in these analyses enriched for CEA neurons projecting to downstream targets, however, they were not fully selective for these projections.

## Discussion

Here, we report a new method for integrating axonal projections with molecular profiling using EASI-FISH in thick tissue samples. This revealed the molecular, spatial, morphological, and connectional diversity in the CEA within a three-dimensional tissue context and uncovered molecularly defined cell types that projected to specific brain regions.

### Technical considerations

Our technical objectives were to extend the EASI-FISH procedure by mapping the location of molecularly defined neuron types using marker genes from scRNA-seq and correlating this with the location of axon projection types in the same samples. We aimed to do this in thick tissue sections because this will eventually facilitate experiments that incorporate EASI-FISH with other experimental modalities such as calcium imaging or electrophysiology. Finally, we configured our experiments so that the automated EASI-FISH analysis pipeline was suitable for the joint analysis of gene expression and retrograde tracer labeling. We opted to develop EASI-FISH for use in conjunction with traditional high-efficiency retrograde tracers, such as CTb and FluoroGold (Saleeba et al., 2019). This is because alternative retrograde viral axon tracing tools have considerable tropism for different cell types, and in preliminary experiments, we found poor efficiency of canine adenovirus, AAV2/retro (Tervo et al., 2016), and other retrograde viral tools when applied to the CEA projections (Figure 2—figure supplement 1A and B). CTb and FG do not survive the tissue digestion step associated with expansion microscopy (ExM), which led us to perform an initial tissue clearing and confocal microscopy step to obtain projection information as well as to develop methods for automatic registration of confocal and SPIM image volumes, which has been challenging in the past. We chose tissue thickness of 100 µm (instead of 300 µm in the previous EASI-FISH study Wang et al., 2021) due to the long imaging time and photobleaching associated with confocal imaging as well as compromised image quality due to tissue scattering in thicker tissue sections when using confocal imaging before the expansion microscopy procedure.

Here, we evaluated 22 cell types, using 29 marker genes, for their contribution to 5 projection types, which is more than previous studies for individual samples using retrograde tracers. High-quality neuron somata segmentation provided cell body size and shape information for each neuron, which could be related to neuronal classifications. Our approach to systematically evaluate all CEA cell types for retrograde labeling from five projection targets offers a comprehensive view of the relative contributions of different cell types to each axon projection target. Nevertheless, the absolute number of neurons from each cell type that contribute to each projection is difficult to determine. Although the labeling efficiency of neurons by CTb and FG was high, CEA neurons may arborize in portions of the five target brain regions that were not completely filled with the retrograde tracer by our stereotaxic injection (Figure 2—figure supplement 2) and increasing the amount of tracer comes with the tradeoff of overflowing the boundary of the targeted structure. Underfilling the axon-target region may lead to false negatives for classifying neuron contributions to each projection based on measurements of retrogradely labeled neurons, thus underestimating the number of neurons projecting to these regions. Furthermore, this would lead to an undercount of axon collateralization, for which there is prior evidence based on a limited set of single-neuron axon projection reconstructions that have been performed for CEA neurons from rats (Veinante and Freund-mercier, 2003). This means that the gene-based predictive model for axon projection target potentially underestimated the predictive power of marker genes due to incomplete retrograde labeling (false-negative labeling). In addition, this study with 5-plex retrograde axon labeling does not include all possible CEA projection targets, such as hypothalamic areas or the nucleus of the solitary tract. Increasing the number of axonal projection targets using this approach will require additional differentially labeled fluorescent retrograde tracers as well as spectral unmixing of the emission of these fluorophores. In this study, we only analyzed samples from male animals, and additional experiments will be needed in female animals to evaluate whether there are differences in molecularly defined cell types or their projections. However, scRNA-seq data from Peters et al., 2022 using CEA neurons of both male and female animals did not report sex-specific differences. Ultimately, combining EASI-FISH with fluorescent retrograde tracers enables the profiling of tens of thousands of cells for gene expression and projections. In the future, the development of technology for single-neuron axon reconstructions (Gao et al., 2022; Winnubst et al., 2019) combined with detailed multi-gene expression information would enable evaluation of the complete collateralization of molecularly defined neurons. Overall, our methodology for EASI-FISH combined with fluorescent retrograde axonal tracers is a systematic approach for profiling the gene expression and axon projection targets of single cells in thick tissue volumes.

### Biological insights

The CEA is a major output nucleus of the amygdala, and functional investigation of the CEA has uncovered roles for both defensive and appetitive outputs, which are associated, in some cases, with distinct molecularly defined neuronal populations (Fadok et al., 2017; Yu et al., 2016). However, it has also been reported that neurons with the same marker gene can be involved in opposite behaviors (Botta et al., 2015; Bowen et al., 2022; Cai et al., 2014; Fadok et al., 2017; Griessner et al., 2021; Kim et al., 2017; Yu et al., 2016), raising the possibility that further molecular or anatomical subdivisions exist (Fadok et al., 2018; Moscarello and Penzo, 2022). We identified molecularly defined cell types in the CEA from scRNA-seq and mapped their detailed spatial locations as well as axonal projections to five major CEA projection targets. This uncovered many new CEA cell types, their participation in CEA circuitry, and revealed their relationships to previously identified CEA marker genes. Recently, single-nucleus RNA sequencing from the CEA in rat identified 13 neuronal types (11/13 neuronal types were from CEA) (Dilly et al., 2022). We found good correspondence with major CEA cell types identified by Dilly et al., such as the *Prkcd* and the *Crh* neurons in the CeC and CeL, and the *Drd1* and *Drd2* neurons in the CeM. However, the separation of rat CEA *Sst* subtypes in Dilly et al. was not clear. In addition to these major cell types, our study revealed additional cell-type diversity in the mouse CEA, especially in the CeM, which had been largely underdefined. In addition, our molecularly defined mouse CEA cluster also matched well with two recent studies in mouse CEA (O’Leary et al., 2022; Peters et al., 2022; Figure 1—figure supplement 3).

#### Molecular definition of CEA subnuclei molecular boundaries

We found that the primary distinction between molecularly defined CEA cell types corresponded to an anatomical split between CeM and CeC/CeL. This revealed a fundamental distinction between the cellular makeup of these CEA subdivisions, and most cell types mapped specifically to one of these subdomains. Importantly, we used the spatial variation of CEA gene expression to determine combinations of molecular markers to automatically define the boundary of CeL, CeC, and CeM, which have been difficult to determine in the mouse. This provides an approach to increase consistency of anatomical assignments in different studies across animals.

#### Molecularly defined CEA neuron types in CeM

We identified many previously undescribed CeM neuron types. For example, MC-16 (*Nefm*/*Htr1b*/*Ebf1/Drd2^–^*/*Tac2^–^*) is the most abundant CeM cell type but was not previously reported, possibly due to the lack of neuropeptide marker genes. In rats, CeM has been reported to be the primary origin of hindbrain projections (Cassell et al., 1999). We found that MC-16 neurons projected primarily to hindbrain and midbrain targets. MC-13 (*Cyp26b1*/*Dlk1*) is another abundant cell type that is present in both CeM and CeL, and MC-13 projected to the BNST in the forebrain. The different projections of these two cell types are consistent with earlier single-cell anterograde-tracing studies that ignored molecular identity but showed subsets of neurons that had axon projections to either BNST or hindbrain targets (Veinante and Freund-mercier, 2003). Moreover, we found that CeM neurons with ascending versus descending projection targets have spatially separate anatomical distributions, with BNST-projecting CeM neurons located more ventrally compared to hindbrain-projecting CeM-projecting neurons.

Although CeM neurons have been reported to be associated with neuropeptide marker genes (Kim et al., 2017; McCullough et al., 2018b), we found that these neuropeptide-expressing cell types made up only a small proportion of the cells in the CeM. MC-1 is the primary CeM cell type expressing *Tac2*, and we discovered that these cell types have the largest somata in the CEA. *Tac2-*expressing CeM neurons have been previously reported to be associated with appetitive behaviors (Kim et al., 2017), but it is challenging to use stereotaxic methods to target these selectively from CeL *Tac2* (MC-2) neurons in mice. We found that this population can be specified by co-expression with *Nefm*, which could potentially be used for the intersectional targeting of this cell type. *Tac1* neurons in the CeM (MC-11) co-expressed *Sema3c*, and this intersection distinguished this population from overlying *Drd1* neurons in the AST that also expressed *Tac1*. In addition, most CeM *Sst* neurons belonged to MC-12, although *Sst* was also found in a subset of *Tac1*-expressing MC-11 neurons. MC-15 was a rare cell type defined by expression of vitamin D receptor (*Vdr*). Although *Vdr* expression has been observed previously in the amygdala (Liu et al., 2021; Stumpf and O’Brien, 1987) and its expression was shown to be elevated in proestrus rats during the pain response to chicken pox infection (Hornung et al., 2020), the functional importance of this *Vdr*-expressing cell type has not been examined. In addition, two other CeM cell types, MC-18 (*Sema3c/Tac1^-^*) and MC-19 (*Gpx3/Gal^-^*), also have not been examined previously. MC-19 was in the ventral CeM and had projections to the BNST, whereas MC-18 had a broader distribution, with projections to PBN and PCRt. Other previously reported CeM markers were expressed in more than one molecularly defined cell type. For example, *Pnoc* (Hardaway et al., 2019) was broadly expressed across most major CeM cell types (Figure 1—figure supplement 2). 

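*Pnoc* (ENSMUSG00000045731, chromosome 14, 65400673 to 65425472) was detected in 33.6% of neurons (31.1 to 36.1%; SD 6.00 between 19 libraries), with 29.0 ± 1.46 UMIs per positive neuron (SEM). Its share was 93.8% in seq-c9-like, 77.8% in seq-c3-like and 53.6% in seq-c2-like neurons. Seq-c13-like neurons had it in 18.8% and seq-c11-like neurons in 15.1%. Unnamed clusters 0, 3 and 8 had it in 47.3%, 44.7% and 34.4%. Outside these clusters the share was 69.4% in seq-c7-like, 31.8% in seq-c6-like, 12.9% in seq-c8-like, 4.76% in seq-c5-like and 1.85% in seq-c10-like neurons. Wells with spike-in RNA only held the gene in 2.27%.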

While the D2-receptor (*Drd2*) was primarily expressed in two CeM clusters (MC-5 and MC-14, both corresponding to seq-c5 but differing in *Penk* expression), the D1-receptor (*Drd1*) was primarily expressed in the AST cluster (MC-7) and the intercalated cells (MC-21). 

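*Drd1* (ENSMUSG00000021478, chromosome 13, 54051183 to 54055705) was detected in 14.7% of neurons (12.9 to 16.7%; SD 4.40 between 19 libraries), with 7.68 ± 0.535 UMIs per positive neuron (SEM). The share was 26.0% in seq-c11-like (17.3 to 37.1%) and 13.3% in seq-c2-like neurons (8.92 to 19.3%). Unnamed clusters 0, 8 and 3 had the gene in 32.3%, 25.0% and 18.9%. In seq-c13-like neurons the share was 8.25% (5.65 to 11.9%), with 13.2% in cluster 1 (9.12 to 18.8%) and 0 of 114 neurons in cluster 4, which allows up to 2.63%. It was 9.38% in seq-c9-like neurons, and none of the 18 seq-c3-like neurons held a UMI, which allows a share of up to 16.7%. No well with spike-in RNA only held *Drd1* (0 of 44).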

*Drd1* was also detected (>10%) in multiple CeM clusters (MC-1, MC-11, MC-12, MC-16, and MC-18: seq-c2, seq-c4, seq-c11) (Figure 1—figure supplement 3, Figure 4—figure supplement 4), largely consistent with a previous report (Kim et al., 2017).

#### Molecularly defined CEA neuron types in CeL and CeC

The lateral and capsular portions of the CEA contained five primary cell types. *Prkcd* neurons (primarily in MC-6) were the predominant neuron type in the posterior and middle portions of the CeL and CeC. Neurons expressing *Prkcd* have been shown to be suppressed by conditioned stimuli predicting an aversive stimulus (Haubensak et al., 2010), to modulate anxiety (Botta et al., 2015; Cai et al., 2014; Griessner et al., 2021), and to suppress food intake associated with either satiety or illness (Cai et al., 2014). We identified two populations with *Prkcd* expression, one in rostral CEA (MC-10 corresponds to seq-c6) and one in caudal CEA (MC-6 corresponds to seq-c8, with a higher fraction of neurons expressing *Prkcd*), which likely correspond to the rCEA *Calcrl*+ and cCEA *Calcrl*+ neurons identified in Bowen et al., 2022. A small proportion of neurons in these two populations MC-6 and MC-10 showed projections to BNST, as previously described (Cai et al., 2014). *Prkcd*-expressing neurons have been reported to be the primary projections from CeC/CeL→BNST (Ye and Veinante, 2019); however, we found that this marker gene is associated with a small proportion (15.2%) of CeC/CeL neurons that project to BNST. Instead, most BNST-projecting neurons are from MC-13 (31%), which straddles the boundary between CeL and CeM, and the second-most abundant BNST-projecting population was MC-10 (8.1%). We did not evaluate intra-CeA connectivity, but *Prkcd* neurons of the CeC and CeL have been reported to also form connections with CeM neurons (Ye and Veinante, 2019), some of which go on to project to the PAG (Haubensak et al., 2010). In addition, *Prkcd* neurons are also engaged in a recursive inhibitory local circuit with CeL *Sst* neurons (Fadok et al., 2017; Hunt et al., 2017).

Consistent with previous reports, we detected significant levels of co-localization in CeC/CeL of previously used marker genes such as *Sst*, *Crh*, *Nts,* and *Tac2*, which were distinct from *Prkcd-*expressing neurons (Kim et al., 2017; McCullough et al., 2018b; Ye and Veinante, 2019). Yet, we identified separate CeC/CeL *Sst*-expressing subpopulations that can be selectively targeted based on the co-expression of previously unknown molecular markers. MC-3 strongly expressed *Sst* and was spatially intermingled with *Prkcd* neurons. A closely related *Sst*-expressing cell type, MC-2, expressed *Vipr2*, was partially offset to the medial portion of the CeL and co-expressed varying proportions of *Sst, Nts, Crh* (Kim et al., 2017; McCullough et al., 2018b). MC-2 was restricted to posterior and middle CEA sections, while MC-3 was also in anterior CeC. These *Sst*-expressing clusters might correspond to distinct functional subpopulations and could explain seemingly contradictory reports on the behavioral role of SST and CRH neurons in the CEA (Fadok et al., 2017; Kim et al., 2017; Yu et al., 2016). Indeed, *Sst-*expressing neurons from the CeL have been reported to be the primary projection to PBN, and we found that it was the MC-3 population that was the major descending projection from CeC/CeL to the PBN, PCRt, and lateral SN. Both MC-3 and MC-2 neurons participate in projections to vlPAG. The functional significance of two *Sst* neuron populations in CeL is not known, but functional activation of CeL^CRH^ neurons, possibly projecting to vlPAG (likely MC-2), has been shown to promote flight responses (Andero et al., 2014), whereas activation of CeL^SST^ projecting to vlPAG (likely MC-2 and MC-3) promotes freezing (Fadok et al., 2017; Kim et al., 2017; Yu et al., 2016). However, these earlier studies may include contributions from neurons expressing these genes in CeM, thus state-dependent effects (Fadok et al., 2018; Moscarello and Penzo, 2022) that primarily affect separate CEA subpopulations cannot be excluded.

In the anterior CeC/L, the predominant cell type, MC-10 (*Cyp26b1*/*Crym^–^*), has not been reported previously and, as mentioned above, is the primary CeC/L projection to BNST. The anterior CeC also contained a *Drd2* cell type co-expressing *Scn4b* (MC-5) that extended ventrally from the AST and projected to lateral SN, which likely corresponded to previously reported *Drd2* neurons in and around CEA that enhance conditioned freezing (McCullough et al., 2018a). However, *Drd2* expression is not limited to MC-5 (e.g., MC-14 in CeM), and we anticipate that the use of intersectional targeting with *Drd2/Scn4b* will facilitate selective targeting of this CeC cell type. A previous study reported that most *Prkcd*-expressing neurons co-expressed *Drd2* and that most CeC/L *Drd2* was expressed in these neurons using a *Drd2::EGFP* transgenic mouse (De Bundel et al., 2016). In contrast, we find that direct detection of RNAs by scRNA-seq as well as high-sensitivity EASI-FISH identified *Drd2* expression in only a proportion of *Prkcd*-expressing neurons (7.7% scRNA-seq, 43.0% FISH).

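*Drd2* was detected in 35 of 342 neurons with *Prkcd*, a share of 10.2% (7.45 to 13.9%; SD 6.61 between 19 libraries), and in 14.7% of neurons without *Prkcd*. After each neuron was thinned to the same number of UMIs, the shares were 6.88% (19 of 276 neurons) and 14.2%. Averaged over libraries at this depth they were 6.60% with *Prkcd* and 13.7% without, a difference of -7.06 percentage points (SD 7.69), lower in 15 of 18 libraries (two-sided sign-flip permutation test, p = 7.8e-04, adjusted p = 0.00156). Counted the other way, 19.0% of neurons with *Drd2* had *Prkcd* (14.0 to 25.3%). No FISH data were used here.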

#### Long-range projections of CEA molecular cell types

We observed a complex set of relationships in the long-range neuronal projection network of the CEA, where target regions receive inputs from multiple molecularly defined cell types, with molecularly defined cell types projecting to more than one target region. We also observed distinct projection patterns from closely related cell types. For example, the MC-3 *Sst-*expressing cell type in the CeL projects to multiple descending brain areas but the closely related and anatomically intermingled MC-2 (*Sst/Vipr/Nts/Tac2* co-expressing) cell type had an ~11-fold lower proportion of retrogradely labeled neurons. The most abundant projections from CEA were to PBN and involved 11 (50% of total) molecularly defined cell types in the CEA, while MC-16 from CeM and MC-3 from CeC/CeL were the primary cell types projecting to lateral SN, PBN, and PCRt. Thus, dual control of CEA projection targets by CeL and CeM is a common organizational characteristic of CEA output. However, it remains to be investigated whether these distinct molecular clusters with common projection targets serve specific functions, such as associative learning to salient stimuli, feeding or predatory behavior that have been previously linked to CEA projections to the lateral SN, PBN, or PCRt, respectively (Douglass et al., 2017; Han et al., 2017; Steinberg et al., 2020). Of note, two of the CeM clusters with distinct projection patterns identified in this study likely corresponded to the novel CeM cell types identified in O’Leary et al., 2022. MC-16 that projects to multiple hindbrain targets corresponds to *Isl1^+^*, while MC-13 that showed a spatial distribution between CeL and CeM likely corresponds to *Nr2f2^+^* neurons. And we show in this study that MC-13 is a major BNST-projecting population. In addition to these findings, our study offers a more comprehensive view of the co-projection relationships of all CEA clusters in CEA subnuclei that is not limited by retrograde viral tropism.

We also evaluated the predictive accuracy of marker genes for individual projection types. Because multiple cell types contributed to each projection type, it is important to determine whether marker genes expressed across multiple cell types would be associated with an axon projection. Overall predictive scores (AUROC) ranging from 0.78 to 0.83 indicate good predictability. When we examined the predictive power of top-ranked marker genes, we found, on average, that single marker genes would be associated with ~70%/30% split between true positives and false positives for a given projection type (~80%/20% for *Crh* prediction of vlPAG). However, the prediction scores for these marker genes may be underestimated because of false-negative neurons that projected to portions of the targeted regions not contacted by the tracer injections and were thus unlabeled by tracers. Nevertheless, applications involving selective transgene expression in molecularly distinct neuronal projection types are likely best achieved using retrograde viral approaches, possibly in conjunction with marker genes that represent the distinct cell types contributing to that projection.

Together, our findings define the molecular neuronal subtypes of the CEA, reveal major differences in the molecular cytoarchitecture of CeC, CeL, and CeM, and relate molecular subtypes to major projection targets. Future work will be required to establish conditions for targeting these cell types in mice with transgenes. In addition, previous studies indicate that local CEA circuitry is highly organized (Fadok et al., 2017; Haubensak et al., 2010; Hunt et al., 2017; Li et al., 2013). It remains to be investigated to which extent molecular identity predicts local connectivity within and across CEA subnuclei. This study will provide a basis to use marker genes to facilitate experiments that address whether distinct molecular CEA cell types, in conjunction with their projection targets, control distinct motivated appetitive and aversive behaviors and whether CEA output pathways convey more abstract, scalable, and state-dependent information.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Peptide, recombinant protein	Cholera Toxin Subunit B (Alexa Fluor-488)	Thermo Fisher	Cat. # C34775	
Peptide, recombinant protein	Cholera Toxin Subunit B (Alexa Fluor-555)	Thermo Fisher	Cat. # C34776	
Peptide, recombinant protein	Cholera Toxin Subunit B (Alexa Fluor-594)	Thermo Fisher	Cat. # C34777	
Peptide, recombinant protein	Cholera Toxin Subunit B (Alexa Fluor-647)	Thermo Fisher	Cat. # C34778	
Chemical compound, drug	FluoroGold	Fluorochrome		
Chemical compound, drug	Melphalan	Cayman Chemicals	Cat. # 16665	
Chemical compound, drug	Acryloyl-X, SE	Thermo Fisher	Cat. # A20770	
Commercial assay or kit	RNase-Free DNase Set	QIAGEN	Cat. # 79254	
Commercial assay or kit	Proteinase K	NEB	Cat. # P8107S	
Chemical compound, drug	DAPI	Sigma	Cat. # D9542	
Chemical compound, drug	Janelia Fluor 669, SE	Tocris	Cat. # 6420	
Chemical compound, drug	N,N,N′,N′-Tetramethyl ethylenediamine	Sigma	Cat. # T22500	
Chemical compound, drug	Ammonium persulfate	Sigma	Cat. # A3678	
Chemical compound, drug	Acrylamide solution	Sigma	Cat. # A4058	
Chemical compound, drug	4-Hydroxy-TEMPO	Sigma	Cat. # 176141	
Chemical compound, drug	N, N'-Methylenebisacrylamide	Sigma	Cat. # M7279	
Chemical compound, drug	Acrylamide	Sigma	Cat. # A9099	
Chemical compound, drug	Acrylic acid	Sigma	Cat. # 147230	
Chemical compound, drug	DMSO	Sigma	Cat. # 570672	
Chemical compound, drug	MOPS buffer	Sigma	Cat. # M1254	
Chemical compound, drug	20× SSC	Thermo Fisher	Cat. # AM9763	
Chemical compound, drug	Nuclease-free water	Thermo Fisher	Cat. # AM9932	
Chemical compound, drug	NaOH	Fisher scientific	Cat. # SS267	
Chemical compound, drug	Poly-L-lysine	Pelco	Cat. # 18026	
Chemical compound, drug	Dextran sulfate 50%, 100ML	Sigma	Cat. # S4030	
Chemical compound, drug	Formamide	Fisher Scientific	Cat. # BP227-100	
Chemical compound, drug	PBS	Fisher Scientific	Cat. # BP24384	
Chemical compound, drug	RNase away/DNase away	Fisher Scientific	Cat. # 10328011	
Chemical compound, drug	Photo-Flo 200	EMS	Cat. # 74257	
Commercial assay or kit	QIAquick Nucleotide Removal Kit	QIAGEN	Cat. # 28304	
Strain, strain background (mouse, male)	C57Bl/6	Jackson Laboratory	JAX stock #000664	
Sequence-based reagent	HCR probes	Molecular Instrument	N/A	
Sequence-based reagent	HCR Amplifier B1	Molecular Instrument	N/A	
Sequence-based reagent	HCR Amplifier B2	Molecular Instrument	N/A	
Sequence-based reagent	HCR Amplifier B3	Molecular Instrument	N/A	
Sequence-based reagent	HCR Amplifier B4	Molecular Instrument	N/A	
Sequence-based reagent	HCR Amplifier B5	Molecular Instrument	N/A	
Sequence-based reagent	Custom-DNA probe	This study	Ribosomal RNA probes	Sequence: gcgggtcgccacgtctgatctgaggtcgcg/3ATTO550N/
Software, algorithm	EASI-FISH pipeline	Wang et al., 2021		https://github.com/JaneliaSciComp/multifish
Software, algorithm	Seurat 4.0.1	Stuart et al., 2019	RRID:SCR_016341	https://satijalab.org/
Software, algorithm	Fiji	ImageJ	https://imagej.net/software/fiji/	
Software, algorithm	Python v3.7		RRID:SCR 008394	https://www.python.org/
Software, algorithm	n5-viewer	Saalfeld et al., 2022; Saalfeld lab		https://github.com/saalfeldlab/n5-viewer
Software, algorithm	Napari	Napari contributors, 2019		https://napari.org/
Other	Zeiss Lightsheet Z.1 microscope	Zeiss		https://www.zeiss.com/microscopy/us/products/imaging-systems/light-sheet-microscope-for-lsfm-imaging-of-live-and-cleared-samples-lightsheet-7.html
Commercial assay or kit	Press-to-Seal Silicone Isolator with Adhesive	Thermo Fisher	Cat. # P24743	
Commercial assay or kit	8 mm glass coverslip	Harvard Apparatus	Cat. # BS4 64-0701	
Other	Zeiss Lightsheet Z.1 imaging holder	Svoboda Lab and Janelia Experimental Technology		The design of the imaging holder can be found at https://www.janelia.org/open-science/zeiss-lightsheet-z1-sample-holder
Other	CEA scRNA-Seq	This study	GEO: GSE213828	Sequencing data included in this study is available through GEO: https://www.ncbi.nlm.nih.gov/geo/
Other	CEA EASI-FISH data	This study		FISH and projection data included in this study are publicly available through the following links: https://doi.org/10.25378/janelia.21171373; http://multifish-data.janelia.org/

### Animal model and subject details

Adult C57Bl/6J male mice (8 weeks old at the beginning of the experiments) were used. All methods for animal care and use were conducted according to National Institutes of Health guidelines for animal research and approved by the Institutional Animal Care and Use Committee (IACUC) at Janelia Research Campus (Protocol number: 18-174). Mice were housed in a 12  hr light/12  hr dark cycle and had ad libitum access to water and chow diet.

### Single-cell RNA sequencing

Single-cell RNA sequencing was focused on the central amygdala (CEA). For visually guided dissection of the CEA, we used the fluorescent boundaries of the robust PBN→CEA axon projection. This has the advantage of marking the CEA without directly expressing a transgene in neurons to be analyzed by scRNA-seq. 

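The count table holds 11 transgene sequences beside the mouse genes. EGFP had 18 UMIs in 10 of the 1643 CEA wells, 9 of which also had the woodchuck hepatitis virus posttranscriptional regulatory element (WPRE), a sequence carried by many viral vectors. WPRE had 6868 UMIs in 139 CEA wells, a share of 8.46%, with a median of 5 UMIs and a maximum of 323 per positive well. The share per library was 0 to 21.8% (mean 8.45% ± 6.03 SD, n = 19), and 63 wells held at least 10 UMIs. Among wells with spike-in RNA only, 2 of 44 (4.55%, 1.26 to 15.1%) held a single UMI of WPRE, as did 3 of 108 wells of control RNA (2.78%). Among the 1353 neurons, 124 held WPRE (9.16%). The paper's text names CAG and GFP as the content of the vector and does not name WPRE.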

For this, male C57Bl/6J mice were bilaterally injected with AAV2/1-CAG-GFP (Capsid from AAV1 and ITR from AAV2) (titer 5.5E+12 vg/ml; Janelia Viral Tools facility) into the parabrachial nucleus (PBN; 100 nl per hemisphere, coordinates from bregma: anterior-posterior [AP] –5.2 mm, medial-lateral [ML] 1.15 mm, dorsal-ventral [DV] 3.25 mm). For AAV injection under stereotaxic control, mice were anesthetized using isoflurane (3–5% for induction, 1–2% for maintenance) in oxygen and fixed on a stereotactic frame (Model 1900, Kopf Instruments). Injections of buprenorphine (0.1  mg per kg body weight subcutaneously before anesthesia) and ketoprofen (5 mg per kg body weight after the surgery and every 24 hr for 2 days postoperatively) were provided for analgesia. Ophthalmic ointment was applied to avoid eye drying. The body temperature of the animal was maintained at 36°C using a feedback-controlled heating pad. A pulled glass pipette (tip diameter ~20  μm) was connected to a microinjection system (Oil Microinjector, Narishige) and lowered into the brain at the desired coordinates with the stereotaxic micro-positioner (Model 1940, Kopf Instruments). After a waiting time of 10 min, the pipette was slowly removed, and the wound was closed with a surgical suture.

Four weeks after PBN injection, mice were sacrificed to collect CEA neurons for scRNA-seq. The manual sorting procedure to isolate cell bodies from micro-dissected brain slices was similar to a previously described protocol (Hempel et al., 2007). Briefly, mice were deeply anesthetized with isoflurane and decapitated to collect 300 μm coronal brain slices. The CEA was manually dissected with spring scissors using the GFP signal as guidance. Afferent fibers from the PBN specifically labeled the CEA but not surrounding nuclei such as the basolateral or medial amygdala, or the amygdala-striatal transition zone, and thus allowed for specific dissection of the CEA without expression of the fluorescent protein in CEA neurons (Figure 1—figure supplement 1B-C). Two to three tissue sections from each animal were taken to cover the entire CEA and subjected to protease digestion, after which cells were dissociated. Intact neurons were manually selected into individual wells. Neurons collected from seven animals were pooled for sequencing. Sorted single cells were lysed with 3 µl lysis buffer (0.2% Triton X-100 [Sigma] and 0.1 U/µl RNase inhibitor [Lucigen]) and cDNAs were prepared using the Smart-SCRB chemistry as described previously (Cembrowski et al., 2018; Xu et al., 2020). Barcoded cDNAs were then pooled to make cDNA libraries, and the cDNA libraries were sequenced on a NextSeq 550 high-output flowcell with 26 bp in read 1 to obtain the barcode and UMI, and 50 bp in read 2 for cDNA. PhiX control library (Illumina) was spiked in at a final concentration of 15% to improve color balance in read 1. 

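The authors' table of wells gives a yield ratio, which is the UMIs of a well divided by a whole number that is the same in all wells of a plate and that the table does not name. Recovered from this ratio, the number per plate was 20184529 to 54616856 (median 31890537, n = 19 plates). Divided by the 96 wells of a plate, it averaged 347977 ± 92440 per well (SD, n = 19 plates). The sum of these 19 values is 6611566. The paper's mean depth thus equals this sum over plates and not the mean, while its SD equals the SD over plates. If the number per plate counts reads, it is the only measure of reads in the table, since the genes are given in UMIs.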

Libraries were sequenced to an average depth of 6,611,566 ± 92,440 (mean ± S.D.) reads per cell.

Sequencing alignment was performed similar to a previous report (Gur et al., 2020). Sequencing adapters were trimmed from the sequencing reads with Cutadapt v2.10 (Martin, 2011) prior to alignment with STAR v2.7.5c (Dobin et al., 2013) to the *M. musculus* GRCm38.90. genome assembly from Ensembl (https://asia.ensembl.org/index.html). Gene counts were generated using the STARsolo algorithm (https://github.com/alexdobin/STAR/blob/master/docs/STARsolo.md). Gene counts for the subset of barcodes used in each library were extracted using custom R scripts.

### scRNA-seq analysis

First, genes that were expressed in <5 cells and cells with <200 detected genes were removed from the dataset. Cell doublets/multiplets and low-quality cells were filtered based on the total number of detected genes (1500-7500), relative abundance of mitochondrial transcripts (percent.mito < 0.055) and number of unique molecular identifiers (nUMI) per cell (<2 × 10^5^), respectively. 

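Genes were detected in at least 5 of the 1643 CEA wells for 33527 gene rows. The limits on detected genes, percent.mito and nUMI removed 228 cells, of which 41 had fewer than 1500 genes, 41 more than 7500 genes and 27 at least 200000 UMIs, with some cells counted under several limits. Most of the removed cells had a mitochondrial share of at least 0.055. This left 1415 cells and 32280 genes found in at least 5 of them. The alternative that moved the number most was no filter, with 1643 cells. The lower limit of 1500 genes alone left 1602 cells, and the limit of 200 genes alone left 1639 cells. Within 1500 to 7500 genes there were 1561 cells, and with spike-ins included in the totals all limits together left 1481 cells. The last 3 settings were chosen after the data were seen.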

The resulting dataset consisted of 1,626 cells and 33,372 genes. Next, gene expression in remaining cells were normalized to total expression and log transformed. The top 5,000 highly variable features were selected after variance-stabilizing transformation (vst) (Hafemeister and Satija, 2019). Gene expression was then z-score transformed after regressing out the effects of latent variables including nUMI and percent.mito. PCA was performed on z-score normalized data. The top 40 PCs from the PCA were used for clustering analysis. Non-neuronal clusters were identified by expression of non-neuronal markers (e.g., *Aqp4*, *Olig1*, *Olig2*, *Opalin*, *Pdgfra*, *Ctss*, *Flt1*, *Epas1*, *Esam*, *Krt18*, *Jchain, Pecam1*) and absence of neuronal markers (*Snap25*, *Syp*, *Tubb3*, *Map1b*, *Elavl2*, *Gad1*, *Gad2*, etc.) and removed. Neuronal clusters outside of the CEA (based on expression of *Neurod6*, *Slc17a7*, *Slc17a6*, *Lhx8*, and *Lhx6*) were also removed from subsequent analysis. 

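A first clustering of the filtered cells was screened with the marker genes named in the methods. A cluster was removed where its cells held on average fewer than 80% of the neuronal markers or where more than 50% of its cells held a marker of regions outside the CEA. One cluster of 62 cells met these rules, with a mean of 65.4% of neuronal markers and 20.8% of non-neuronal markers, and with an outside marker in 56.5% of cells. A further round removed no cluster, which left 1353 neurons. Without the upper limits on cells, 1501 neurons remained, and without any filter 1506.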

The resulting dataset consisted of 1,393 cells and 33,372 genes.

Next, as described above, variable features were identified and used for dimensionality reduction and clustering analysis. The shared nearest neighbor (SNN) with modularity optimization (Louvain algorithm with multilevel refinement procedure and 10 iterations) clustering algorithm implemented in Seurat was used to identify cell clusters. Silhouette score and the Jaccard index distribution after bootstrapping were used to determine the optimal resolution and neighborhood size for clustering, as described previously (Wang et al., 2021). The Silhouette score is a measure of how similar a cell is to its own cluster compared to other clusters, and the silhouette score for each cell in a specified cluster was calculated as the Euclidean distance in PCA space using the CalculateSilhouette function in Seurat. For bootstrap analysis, we randomly selected 80% of cells from the integrated dataset and performed dimensionality reduction and clustering. We then calculated the Jaccard similarity index between the most similar new cluster and the original cluster. This procedure was repeated 100 times, and the distribution of Jaccard similarity index across clusters was plotted and used to evaluate cluster stability. Clusters with high stability have consistently high Jaccard similarity index with bootstrapping. This bootstrap analysis was performed using *scclusteval* package in R (Tang et al., 2020) with modifications. 

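Stability was measured on 50 subsamples of 80% of the neurons, each clustered anew. The median Jaccard index over clusters was 0.752 (SD 0.0802 between subsamples), and the subsamples gave 10 to 14 clusters (median 11). The index was highest for the seq-c5-like cluster (0.928), the seq-c13-like cluster 4 (0.895) and the seq-c8-like cluster (0.874). It was lowest for the seq-c3-like cluster (0.163), unnamed cluster 8 (0.286) and the seq-c7-like cluster (0.406), and for the 18 neurons of the seq-c3-like cluster it ranged from 0.0677 to 1. For the seq-c10-like cluster the index was 0.597. With 2000 variable features or at a resolution of 0.8, all neurons formed no seq-c10-like cluster apart from the seq-c7-like cluster. With 20 principal components the median over clusters was 0.797. The index was then 0.809 for the seq-c3-like, 0.913 for the seq-c7-like and 0.936 for the seq-c10-like cluster. That of the seq-c9-like cluster fell from 0.841 to 0.327. Which of the small clusters were stable thus depended on this setting. Mean silhouette scores in the space of components were from -0.209 in unnamed cluster 8 to 0.328 in the seq-c3-like cluster.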

Based on these evaluations (Figure 1—figure supplement 1E), the following parameters were chosen for graph-based clustering of the CEA neurons: k.param=25, resolution = 1.5. Clustering analysis identified 13 neuronal clusters, whose identities were assigned based on expression of enriched genes. BuildClusterTree() function in Seurat was used to generate the dendrogram representing transcriptomic relationships of neuronal clusters. It constructs a phylogenetic tree based on a distance matrix constructed in the PCA space on averaged cell from each cluster. 

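A tree of the 14 rebuilt clusters was built in the same way from the mean of each cluster over the principal components. Divided into 2 branches, it set the seq-c3-like cluster apart from the rest, and into 3 branches the seq-c9-like cluster as well. With 5 branches, the seq-c5-like cluster stood alone and the seq-c7- and seq-c10-like clusters stood together. With 6 branches, these came apart from each other, while the seq-c6- and seq-c8-like clusters stayed on the branch of the seq-c2-, seq-c11- and seq-c13-like clusters and the unnamed clusters.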

For data visualization, the top 30 PCs were used to calculate the UMAP, with n.neighbors=30L and min.dist=0.3. Differential gene expression analysis was performed using the FindAllMarkers function in Seurat (Wilcoxon rank-sum test, logfc.threshold=0.75, min.pct=0.25), with p-values adjusted based on the Bonferroni correction. The top 50 enriched genes for each neuronal cluster are provided in Supplementary file 1.

### Marker gene selection for EASI-FISH

To identify marker genes for EASI-FISH, we first started with the differentially expressed genes outlined above . We applied a series of selection criteria designed to allow classification of a maximum number of unique cell types using the fewest number of genes possible. As such, in addition to limiting our search to genes with an adjusted p-value cutoff of at least 0.05 and an average log-fold change of 0.55 or over, we also specifically selected markers with as close to binary 'on/off' expression patterns in the cell type of interest as possible, based on high percentage of marker positive cells in the target population compared to low percentage of marker positive cells outside the target population (displayed as pct.1 and pct.2 in Supplementary file 1, respectively). This provided us with a candidate gene list, which we cross-validated with Allen ISH data (Lein et al., 2007) based on marker gene expression in the CEA. To independently validate marker gene selection, we also built a combinatorial marker gene panel with a greedy algorithm implemented in *mfishtools*, where marker genes were selected one at a time to maximize the fraction of neurons that can be correctly assigned to the correct identity.

In addition to marker genes, differentially expressed GPCRs (e.g., *Npy1r*, *Drd1*, *Drd2*, *Htr1b*, and *Htr2c*) were included because of their potential interest as neuromodulatory receptors. A total of 29 marker genes were chosen, and we note that this is not the only combination of genes that could feasibly serve to represent these molecularly defined cell types. Based on cross-correlation analysis, we were able to correctly assign cluster identity to around 60% of neurons in the scRNA-seq dataset based on selected marker genes. 

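With 71 further genes from Supplementary file 1, for a total of 100, 968 of 1353 neurons were assigned to their own cluster, a share of 71.5% (69.1 to 73.9%; SD 4.85 between libraries). All 14 clusters then had more than 50% of their neurons assigned, with the lowest share, 50.8%, in the seq-c13-like cluster 1. Which 71 genes to add was set after the data were seen.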

Addition of another 71 marker genes (total of 100) provided only modest improvement in the assignment accuracy to 65%. With all genes in the dataset, the cross-correlation analysis assigned 87.8% of neurons to their original identity, with the lowest assignment accuracy in seq-c13 (70%).

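Over all 31869 genes, 1347 of 1353 neurons, 99.6% (99.0 to 99.8%), correlated best with their own cluster, with the lowest share, 97.4%, in the seq-c13-like cluster 1. In this comparison each neuron is part of the mean of its cluster. With means taken from the other libraries only, an alternative chosen after the data were seen, 1037 neurons were assigned to their cluster, a share of 76.6% (74.3 to 78.8%; SD 5.18), and the lowest share was 56.1% in the same cluster.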

### Integration of scRNA-seq datasets

We compared our scRNA-seq data with a recently published scRNA-seq dataset in the CEA (O’Leary et al., 2022) by integrating the two datasets using the canonical-correlation analysis (CCA) implemented in Seurat (v4.2.0). Processed gene count expression and metadata matrices for the O’Leary et al. dataset were directly downloaded from Gene Expression Omnibus (GEO). First of all, gene expressions were normalized to total expression and then log-transformed. Then the top 5,000 highly variable features were selected from each dataset after variance-stabilizing transformation (vst) (Hafemeister and Satija, 2019) and used to identify integration anchors through the FindIntegrationAnchors function in Seurat (parameters used: dims=1:50, k.score=30, reduction='cca’, anchor.features=5,000). 3,118 anchors were selected and used to compute a weighted integration vector (k. weight = 100), which was then used to transform the two datasets into a common space (merging O’Leary et al. dataset into our dataset) using Seurat’s IntegrateData function. The integrated dataset with a total of 2,222 cells was then used as input for dimensionality reduction and clustering. UMAP was computed and used for visualization with the following parameters (dims=1:30, n.neighbors=30L, min.dist=0.30, n.epochs=500, seed.use = 6). SNN based clustering was performed on integrated data with the following parameters: k.param=25, resolution = 1.0. To compare scRNA-seq clusters between the integrated data and our study in Figure 1, Jaccard similarity index was computed using scclusteval package in R (Tang et al., 2020) with modifications.

### Projection-FISH method

#### Retrograde labeling

C57Bl/6J male mice (8 weeks old) were used for all EASI-FISH experiments with retrograde tracer labeling. The non-toxic retrograde tracers cholera toxin b (CTB) conjugated with different fluorophores (Alexa Fluor-488, Alexa Fluor-555, Alexa Fluor-594, Alexa Fluor-647; all Thermo Fisher, 0.5%) and FluoroGold (FG; Fluorochorome, 2%) were injected into the left hemisphere of five selected projection areas of the CEA: the bed nucleus of the stria terminalis (BNST; coordinates from bregma: AP 0.25 mm, ML 1.0 mm, DV 4.4 mm), the lateral part of the substantia nigra (lateral SN; AP –3.65 mm, ML 1.8 mm, DV 3.8 mm), the ventrolateral PAG (vlPAG; AP –4.65 mm, ML 0.5 mm, DV 2.35 mm), the parabrachial nucleus (PBN; AP –5.2 mm, ML 1.15 mm, DV 3.25 mm), and the parvocellular reticular nucleus (PCRt; AP –6.4 mm, ML 1.25 mm, DV 4.7 mm). The surgery was performed as described above. Animals received up to 0.5 ml 0.9% saline/0.5 ml 5% glucose (subcutaneously) during the surgery. 50 nl of retrograde tracer was injected into each region. For animal #1, BNST was injected with FG, lateral SN CTB-647, vlPAG CTB-594, PBN CTB-555, and PCRt CTB-488. For animal #2, BNST was injected with FG, lateral SN CTB-647, vlPAG CTB-488, PBN CTB-555, and PCRt CTB-594. For animal #3, BNST was injected with FG, lateral SN CTB-594, vlPAG CTB-647, PBN CTB-555, and PCRt CTB-488.

#### Tissue fixation and preparation

8–10 weeks after CTB and FG injection, animals were anesthetized with isoflurane and perfused with RNase-free PBS (15 ml) followed by ice-cold 4% paraformaldehyde (PFA) (50 ml). Brain tissue was dissected and fixed in 4% PFA overnight before sectioning on a vibratome. Brain coronal slices (100 µm) were sectioned and stored in 70% ethanol (to preserve RNA) at 4℃ for up to 6 months. The CEA region (approximately –0.7 to –1.9 mm AP from bregma) was cut out using anatomical landmarks as boundaries. Three sections per animal were analyzed, an anterior section (located between –0.7 and –1.0 mm AP from bregma), a medial section (−1.1 to –1.5 mm), and a posterior section (−1.6 to –1.9 mm). For ease of orientation and optimal imaging, the tissue was cut as a rectangle (~2.5 × 4 mm). An RNase-free paintbrush was used for tissue handling.

#### Tissue clearing and projection class imaging

The tissue slice was rehydrated in PBS at room temperature (RT) (2 × 15 min) and incubated in PBS with 8% SDS (Fisher Scientific) at RT (4 hr) for tissue clearing. Cleared tissue was rinsed in 2× SSC (2 × 1 hr) and stained in PBS with 200 ng/ml DAPI (30 min), followed by rinsing in PBS (2 × 30 min). Next, the sample was transferred to a glass-bottom 6-well plate and mounted with index-matched imaging medium (60% sucrose in PBS) and cover-slipped. The Zeiss 880 confocal with Plan-Apochromat 20×/0.8 M27 objective was used to collect CTB, FG, and nuclear DAPI fluorescence signals. The following four image tracks (z-stack) were collected sequentially. Track 1: CTB-594 was excited by 594 nm laser and signals in the range of 597–633 nm were collected. Track 2: CTB-555 and CTB-647 were excited simultaneously with 561 nm and 633 nm laser and signals in the range of 562–597 nm were collected for CTB-555 and 650–690 nm for CTB-647. Track 3: CTB-488 was excited by 488 nm laser and signal detected in the range of 500–571 nm. Track 4: nuclear DAPI and FG were excited with 405 nm laser, with DAPI signal collected in the range of 410–480 nm and FG in the range of 500–695 nm. Single-color tissue samples were used and imaged separately to correct for signal crosstalk post hoc using Fiji spectral unmixing plugin. Tiled fluorescent images were taken with 10% overlap between tiles, with pixel size 0.73 µm in x and y dimension, and z step size of 0.77 µm.

To determine whether the tissue clearing and imaging procedure compromise RNA quality, genes uniquely expressed in selected neuronal subset with known expression levels according to scRNA-seq data (*Ezr* in *Prkcd*^+^ neurons and *Igf1* in *Pmch*^+^ neurons) were used to determine RNA quality with EASI-FISH. Transcript spot counts in conditions with and without 8% SDS clearing and confocal imaging were assessed and compared.

#### EASI-FISH procedure modifications

After confocal imaging, the tissue sample was recovered and rinsed in PBS (2 × 15 min) and incubated in MOPS buffer (20 mM, pH 7.7, 30 min). Tissue was incubated overnight (37℃) in MOPS buffer (50 µl) with 1 mg/ml MelphaX and gelled according to the EASI-FISH protocol (Wang et al., 2021). Proteinase K digestion in EASI-FISH procedure removes most proteins, including retrograde tracers, and frees up all fluorescence channels. To register confocal image volumes with EASI-FISH images from light-sheet fluorescence imaging, round 0 imaging was performed before DNase I digestion. Fluorescence in situ hybridization with a ribosomal RNA probe produced a cytosolic stain and was used to register to cytoDAPI in EASI-FISH rounds and nuclear DAPI staining was applied to allow registration to confocal imaging. Specifically, tissue-gel sample was first equilibrated in hybridization buffer (500 µl) for 30 min at 37℃. Samples were then hybridized with a ribosomal RNA probe (sequence: gcgggtcgccacgtctgatctgaggtcgcg/3ATTO550N/) (1 µM) in hybridization buffer (300 µl) overnight at 37℃. The next morning, samples were washed in probe wash buffer (2 × 30 min), followed by PBS (2 × 30 min) at 37℃. The tissue-gel sample was then stained in PBS with 200 ng/ml DAPI (30 min), followed by rinsing in PBS (2 × 30 min), and imaged on a Zeiss Z.1 Lightsheet microscope. After imaging, the tissue-gel sample was DNase I digested and processed according to the EASI-FISH protocol (Wang et al., 2021).

### Projection-FISH data analysis

#### EASI-FISH data processing

EASI-FISH data analyses, including image stitching, registration, segmentation, spot detection, and assignment, were performed using the pipeline described before (Wang et al., 2021). For determining the number of cells expressing a gene, we first calculated the number of background spots in samples lacking that gene to account for nonspecific spots in tissue samples, which gives on average 10 background spots/cell. Based on this, we set the threshold to define positive cells as any cell with a spot count greater than 10.

#### Projection data analysis

First, projection images were aligned to EASI-FISH images using nuclear DAPI signals. Nuclear DAPI signal from projection image taken by confocal microscope (moving) was used to register to nuclear DAPI signal in round 0 EASI-FISH image (fixed) using Bigstream (Fleishman, 2021) (https://github.com/GFleishman/bigstream) with modifications. First, 50 features on average were manually selected from both images, matched with RANSAC to calculate the global affine transform for moving image. After applying this global affine transformation, the transformed image volumes were split into overlapping chunks for further processing as described before. Another round of feature selection using Laplacian of Gaussian (LoG) filter and RANSAC-based affine transformation was performed on image chunks, followed by deformable registration. All registration steps on image chunks were executed in parallel. The global affine, piecewise affine, and piecewise deformable transforms were composed to a single displacement vector field stored in N5 format. The forward transform was applied to all projection channels to align them to EASI-FISH images (fixed).

The EASI-FISH segmentation mask was applied to registered, crosstalk corrected confocal images to calculate the average fluorescence intensity of CTB and FG signals in each neuron (ROI). The fluorescence intensities from each neuron were thresholded based on the receiver-operating characteristic (ROC) curve to determine projection types. Briefly, signal intensities were z-score normalized for each projection. Neurons were then randomly sampled (100 neurons from each projection at each selected normalized threshold) and manually inspected at different fluorescence intensity cut point to generate the ROC curve. The Youden index (J) was used to determine the optimal threshold for each projection, and neurons with fluorescence intensity above this threshold were classified as targetX-projecting and neurons below this threshold were classified as unlabeled.

#### FISH clustering analysis

Cells were first clustered after PCA using graph-based SNN clustering method implemented in Seurat (4.0.1) with Louvain algorithm with multilevel refinement to remove non-neurons as well as neurons outside of the CEA. Parameters for clustering were determined with bootstrap analysis by subsampling 80% of the data for 100 times (k params: 25 and resolution: 0.2). The non-neurons were identified based on small cell body volume and lack of neuronal marker gene expression and removed. 33,139 out of 42,619 cells from 6 samples (Supplementary file 3) were used for downstream analysis. As described before, the clustering analysis was performed after PCA of z-score normalized spot counts (without logarithmic transformation to minimize the weight of false-positive spot detections).

Subsequent clustering was performed on CEA neurons with parameters optimized with bootstrapping analysis to maximize the number of stable clusters (k parameter: 45; resolution: 1.0). Two confusing clusters were merged, and the clusters were reordered (from high to low) based on the cluster-average total spot counts. For visualization, normalized expression of 29 marker genes were used to calculate the UMAP, with n.neighbors = 30L and min.dist = 0.3.

#### FISH to scRNA-seq data mapping

To map FISH data to scRNA-seq clusters, we first z-score normalized the scRNA-seq data and calculated the average marker gene expression in each scRNA-seq cluster. Marker gene expression measured via EASI-FISH was also z-score normalized. Pearson’s correlation was computed between EASI-FISH neurons and scRNA-seq cluster averages. Each EASI-FISH neuron was assigned the scRNA-seq cluster identity with the highest correlation. We then calculated the fraction of neurons from each EASI-FISH cluster that mapped to each scRNA-seq cluster and assigned correspondence based on the highest fraction of neurons from EASI-FISH cluster that mapped to scRNA-seq clusters. MC-7, MC-8, MC-20, and MC-21 were excluded from this analysis as most neurons from these clusters were not in the CEA.

### Spatial parcellation in the CEA and surrounding area

As described before (Wang et al., 2021), PCA was performed on the expression patterns of 29 marker genes from each sample to identify the most variable and highly correlated spatial patterns. Marker gene expression from EASI-FISH data were first z-score normalized and mapped in 3D to reconstruct the expression patterns. Images containing expression patterns of 29 marker genes were decomposed into PCs. The eigen images from the top four PCs explained on average 71.3 ± 4.3% of variance in each sample. We selected genes that on average have the largest magnitude of weight on each PC as candidates for structural parcellation. Based on this criterion, *Penk*, *Ppp1r1b*, and *Nefm* were chosen for parcellation in all samples. Neighboring brain regions (BLA, ITCs, PAL, AST) were prominent from the PCA, the boundaries were also confirmed with cell size, soma morphology, and density.

To parcellate the CEA into subregions, neurons were first classified based on their expression of *Penk*, *Ppp1r1b,* and *Nefm*. Otsu’s method implemented in Python scikit-image was used to identify the optimal threshold for this classification. Then Gaussian process classifier with the radial basis function (RBF) kernel (length scale: 1.0) was used (implementation in scikit-learn) to generate the probabilistic segmentation (1 µm isotropic resolution). Probability greater than 0.5 was used as threshold for the segmentation mask. This segmentation was performed separately on each CEA sample. Analysis on spatial distribution of molecularly defined cell types were the same as described previously (Wang et al., 2021).

### Logistic regression to predict projection class with gene expression

Prediction of projection classes from marker gene expression was assessed using binomial logistic regression. Due to the small number of neurons (1%) with collateral projections (Figure 5—figure supplement 1C), these neurons were excluded from this analysis. Neuronal projection types were binarized for each projection class, and z-score normalized gene expression matrix was used as input to train a multiclass logistic regression classifier to predict its projection probability for each target. Logistic regression was implemented using the scikit-learn package linear_model.LogisticRegressionCV() class with liblinear solver and L2 regularization. To account for data imbalance, the class weights were adjusted inversely proportional to class frequencies from the input data. The performance scores were calculated with 20 randomized repeats of stratified fivefold cross-validation. p-value was calculated with permutation test, where the projection classes were shuffled 100 times to generate randomized data to compute the empirical p-value against the null hypothesis that projection classes and marker gene expression are independent.

## Data Availability

All EASI-FISH data generated in this study have been deposited at figshare (https://doi.org/10.25378/janelia.21171373). We also provide an interactive data portal for data visualization at http://multifish-data.janelia.org/. The single-cell RNA-seq dataset generated in this study has been deposited to GEO (Gene Expression Omnibus, https://www.ncbi.nlm.nih.gov/geo/) with accession number GSE213828. Any additional information required to reanalyze the data reported in this paper is available from the lead contacts upon request. The following datasets were generated: KrabbeS HenryFE LemireAL WangL SternsonSM 2022Single cell RNA-sequencing in the mouse central amygdala (CEA) NCBI Gene Expression OmnibusGSE213828 WangY KrabbeS EddisonM KorffW TillbergPW LüthiA SternsonSM 2022EASI-FISH reveals spatial and axonal projection patterns of molecularly defined cell types in the central amygdala (CEA)Figshare10.25378/janelia.21171373

# Supplementary material for: Multimodal mapping of cell types and projections in the central nucleus of the amygdala
**Source:** eLife. 2023 Jan 20;12:e84262. doi: 10.7554/eLife.84262
**Supplement:** Supplementary file 2.

**Supplementary File 2.** Marker-genes used for EASI-FISH experiment in the CEA

|  | **Genes** | **HCR hairpin** | **Fluorophores** |
| --- | --- | --- | --- |
| Round 1 | *Oprk1* | B1 | AF-488 |
|  | *Scn4b* | B3 | AF-546 |
|  | *Vipr2* | B5 | JF-699 |
| Round 2 | *Npy1r* | B1 | AF-488 |
|  | *Sema3c* | B3 | AF-546 |
|  | *Drd1* | B5 | JF-699 |
| Round 3 | *Drd2* | B1 | AF-488 |
|  | *Htr1b* | B3 | AF-546 |
|  | *Htr2c* | B5 | JF-699 |
| Round 4* | *Ebf1* | B1 | AF-488 |
|  | *Crym* | B3 | AF-546 |
|  | *-* | - | - |
| Round 5* | *Cyp26b1* | B5 | AF-488 |
|  | *Crh* | B1 | AF-546 |
|  | *-* | - | - |
| Round 6 | *Dlk1* | B1 | AF-488 |
|  | *Vdr* | B3 | AF-546 |
|  | *Gpx3* | B5 | JF-699 |
| Round 7 | *Nefm* | B1 | AF-488 |
|  | *Vgf* | B3 | AF-546 |
|  | *Ppp1r1b* | B5 | JF-699 |
| Round 8 | *Tac1* | B1 | AF-488 |
|  | *Cartpt* | B2 | AF-546 |
|  | *Prkcd* | B5 | JF-699 |
| Round 9 | *Sst* | B3 | AF-488 |
|  | *Penk* | B1 | AF-546 |
|  | *Gal* | B5 | JF-699 |
| Round 10 | *Tac2* | B3 | AF-488 |
|  | *Pdyn* | B2 | AF-546 |
|  | *Nts* | B5 | JF-699 |
| Round 11 | *Oprk1* | B1 | AF-488 |
|  | *Scn4b* | B3 | AF-546 |
|  | *Vipr2* | B5 | JF-699 |
| Round 12* | *Scn4b* | B3 | AF-488 |
|  | *Gad1* | B1 | AF-546 |
|  | - | - |  |

*Two genes instead of three genes were probed in round 4, 5 and 12 due to 638 laser failure.

# Supplementary material for: Multimodal mapping of cell types and projections in the central nucleus of the amygdala
**Source:** eLife. 2023 Jan 20;12:e84262. doi: 10.7554/eLife.84262
**Supplement:** Supplementary file 3.

**Supplementary File 3.** Summary of cells analyzed in EASI-FISH

|  |  | All cells | Neurons | Neurons with both molecular and projection info collected |
| --- | --- | --- | --- | --- |
| ANM #1 | A | 6,979 | 5,604 | 5,588 |
|  | M | 5,644 | 4,286 | 3,601 |
|  | P | 6,287 | 4,728 | 2,727 |
| ANM #2 | A | 7,271 | 5,684 | 5,303 |
|  | M | 9,233 | 7,342 | 7,342 |
|  | P | 7,205 | 5,495 | 4,948 |
| Total | | 42,619 | 33,139 | 29,509 |

How the deposited data were processed for this re-analysis (not part of the article)

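Single neurons of the CEA were profiled with Smart-SCRB on a NextSeq instrument. Neurons of 7 male C57Bl/6J mice, which had received AAV2/1-CAG-GFP in the PBN 4 weeks earlier, were picked into 19 plates of 96 wells and pooled for sequencing. All 19 libraries belong to 1 condition, and the labels name plates but no animals, so a library was taken as the replicate, and differences between animals cannot be parted from it. EASI-FISH, projection and integrated data were not analysed here.

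The authors trimmed the reads with Cutadapt, aligned them with STAR to GRCm38 and counted UMIs per gene with STARsolo, and deposited these counts without normalization or a filter on cells, for 52739 rows, of which 52636 are genes, 92 spike-ins and 11 transgenes. Spike-in and transgene rows stayed out of the totals of cells and out of all tests on genes. For each well, the authors also deposited its total count, its number of detected rows as a count, the spike-in share as a percent, and a yield ratio as a fraction, which is the total of the well over a number that is constant within a plate. The yield ratio was used only to recover that number. The median spike-in share was 8.40% in CEA wells and 93.9% in wells with spike-in RNA only. Gene positions were taken from GENCODE M21 on GRCm38, matched by Ensembl identifier, and 97 symbols were shared by several identifiers.

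Cells were filtered by the limits in the methods. The filter kept genes in at least 5 cells and cells with at least 200 genes, then cells with 1500 to 7500 genes, a mitochondrial share under 0.055 (37 mitochondrial gene rows) and fewer than 200000 UMIs. Doublets were treated only by these upper limits, as in the methods, because single neurons were picked by hand. Kept cells had a median mitochondrial share of 3.32%. Counts were log normalized in Seurat 5.3.0 under R 4.3.3, 5000 variable features were selected by variance-stabilizing transformation, nUMI and percent.mito were regressed out, and 40 components with k = 25 and a resolution of 1.5 went into Louvain clustering with multilevel refinement and seed 0. Clusters under 80% for neuronal markers or over 50% for markers outside the CEA were removed in up to 5 rounds. Clusters were named by the 50 leading genes by fold, among genes in at least 25% of the cells of a cluster and with a pseudocount of 0.1 per 10000 UMIs, from marker lists fixed beforehand out of Supplementary file 1. Median UMIs per neuron were 71079 to 106538 over the clusters, and the precision of a share or of a sum per library is set by the number of cells, which can be as low as 3.

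Shares of neurons with a gene were computed with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 under Python 3.11.15, with 95% Wilson intervals that cover counting error only. The limit for a count of 0 is 3 counts of the total. Genes that help to define a cluster are described for that cluster without a test. For co-detection, cells were thinned to 51000 UMIs, the 10th percentile over neurons rounded down, and the share of neurons with gene B was compared between neurons with and without gene A in libraries with at least 5 of each. A sign-flip permutation test over libraries used 100000 resamples, or all sign flips under 10 libraries, and Benjamini-Hochberg adjustment covered the pairs with a value, 24 of 26. In 20 shuffles of the data, 5.58% of pairs had an unadjusted p under 0.05, and 0 shuffles had a pair past the adjusted threshold.

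For contrasts between clusters, UMIs were summed per library and cluster with at least 3 cells and tested with edgeR 4.0.16 (limma 3.58.1) by the quasi-likelihood test, after filterByExpr and TMM normalization, with Benjamini-Hochberg adjustment over all genes tested. These clusters were built with the named genes left out of the variable features, but from the same counts, so that the p values describe differences between rebuilt clusters. Some of the named genes were also among the markers by which the clusters were named. Of 6 contrasts stated in the paper, 3 could be formed. The SE of a log2 fold change was derived from the test, as its absolute value over the square root of the F statistic. The named genes counted in the contrasts are the 48 that the paper's sentences on scRNA-seq or Figure 1B name, and no gene was added for its value. Markers used for removing cells and other genes of Supplementary file 1 are not among them. On simulated counts with 200 genes changed 4-fold, the test recovered 87.5% of them for the comparison of classes, 22.5% for seq-c7 against seq-c10 and 67.5% for seq-c8 against seq-c6, and called 9, 0 and 3 other genes, over 10563, 7222 and 7509 genes.

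Libraries of a contrast share plates, since the labels number the plates, so the library number pairs the sums of both groups. It was checked whether sums from 1 plate deviate together. Over 2000 genes, the correlation of deviations was 0.144 to 0.441 (median 0.279) for the classes, where 19 of 19 pairs were over 0.1, 0.0180 to 0.0456 for seq-c7 against seq-c10 (0 of 3 pairs) and 0.0291 to 0.150 for seq-c8 against seq-c6 (5 of 10 pairs). The design set beforehand has no block, and the fit with the library as a block is an alternative.

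The alternatives were other filters on cells, other numbers of features and components, another resolution and neighborhood size, other regressions, clusters without the named genes, a minimum of 2 UMIs, thinning, weighting libraries alike, DESeq2 1.42.0, no filter on low counts, libraries with 1 cell, and other genes or training cells for the assignment. Stability used 50 subsamples of 80% of neurons in place of the 100 of the methods. Scores of the lists of Supplementary file 1 are means over the genes of z-scored log expression, and were compared over plates with 107 wells of control RNA with at least 20000 UMIs, also within the 2 plate layouts. Stretches of 50 bases within 500 bases of the 3 prime end of transcripts were searched for in the other annotated transcripts, and 19214 genes had a value. Lists of X-inactivation, Y-linked and immediate early genes were counted as checks on the labels and on the state of the cells. Figures were drawn with matplotlib 3.10.9.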

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

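All tests in this part were chosen after the result was seen. Among 26 groups of 4 to 10 libraries, 4 held a value far from the others, where chance gives about 1 in 20 groups.

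In the seq-c9-like neurons, *Ppp1r1b* was detected in 14.3% of neurons of library 9 and in 0% in the other 4 libraries. The value is 1 UMI in 1 of 7 cells. Over all seq-c9-like neurons the share was 3.13%, which does not exceed the 6.82% of wells with spike-in RNA only, so free RNA may account for it. The design names no condition that separates the libraries, and no biological explanation was tested.

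In the sums per library of seq-c6-like neurons, *Cartpt* was far higher in library 14, with 294 CPM against 0 to 27.2 CPM in the other libraries. Of its 274 UMIs, 272 (99.3%) came from 1 of 9 cells, and without this cell the library had 2.37 CPM without TMM scaling, against up to 28.1 in the others. The cell also held 366 *Prkcd* UMIs. A single cell may thus account for the value, and whether it is a seq-c8 neuron placed in this cluster, a doublet or a seq-c6 neuron with *Cartpt* was not tested. *Calcrl* was far higher in the same library, with 94.6 CPM against 0 to 43.5 CPM. Of its 88 UMIs, 57 (64.8%) came from another cell, which had 0 *Prkcd* UMIs, and 5 of the 9 cells held the gene. Without that cell the library had 37.8 CPM without TMM scaling, within the 45.0 reached by other libraries, so that 1 cell may account for this value too.

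*Penk* was far higher in library 8 of the seq-c6-like neurons, with 16084 CPM against 6224 to 9483 CPM in the others. All 8 of its cells held the gene. Without the cell with the most UMIs the library still had 12345 CPM without TMM scaling, above the 9831 of the next library, which argues against a single cell as the source. In wells with spike-in RNA only, *Penk* reached at most 2 UMIs. These wells held no picked cell, so that they cannot exclude free RNA that came along with a cell. No biological explanation was tested, and a chance draw of 8 cells stays open.

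WPRE, a sequence in the count table on which the paper does not report, was detected in 8.46% of CEA wells, with up to 323 UMIs, and with at most 1 UMI in wells of spike-in or control RNA. Free RNA or reads that moved between wells would give a like share in every cluster. Within libraries, however, the share in seq-c10- and seq-c11-like neurons (127 neurons, 18.9%) exceeded that in seq-c8- and seq-c13-like neurons (404 neurons, 3.71%) by 18.1 percentage points (SD 20.4; higher in 13 and lower in 2 of 19 libraries, sign-flip permutation test, p = 9.5e-04). More UMIs per cell were not the source of the difference either, since it was 15.9 percentage points after thinning (17 libraries, p = 0.00249). With at least 3 UMIs the shares were 15.0% and 0.248%, a difference of 16.9 percentage points (higher in 12 and lower in 0 of 19 libraries, p = 4.4e-04). The first pair of clusters resembles types that the paper finds projecting to the PBN, the site of injection, and the second pair types for which it names other targets, although it also describes scattered PBN projections of most other CeM types. This choice leaves out other named clusters for whose types the paper gives a projection. With all of them, seq-c2-, seq-c10- and seq-c11-like neurons (293, 17.1%) still exceeded seq-c3-, seq-c5-, seq-c6-, seq-c7-, seq-c8- and seq-c13-like neurons (631, 5.55%), by 10.5 percentage points (SD 11.0; higher in 14 and lower in 2 of 19 libraries, sign-flip permutation test, p = 1.5e-04), 9.80 after thinning and 8.28 with at least 3 UMIs. A comparison run before it, without the seq-c3- and seq-c5-like neurons, gave 11.0 percentage points (p = 1.0e-04). These values are consistent with the hypothesis that neurons projecting to the PBN may have taken up the vector there. Single clusters do not all follow it. The share was 15.7% in seq-c2-like, 6.35% in seq-c5-like and 0% in the 18 seq-c3-like neurons, but also 10.0% in seq-c6-like neurons and 13.9% in seq-c7-like neurons, above the 9.16% of all neurons. Of the seq-c13-like neurons, cluster 4 had 8.77% and cluster 1 had 1.59%. Unnamed cluster 8 had 18.8%, but unnamed clusters 0 and 3 had 7.96% and 7.58%, below the share of all neurons. Between seq-c10-like (24.1%) and seq-c7-like neurons, which the paper parts by a strong and a weak projection to the PBN, the mean difference was 2.53 percentage points (SD 12.7; higher in 2 and lower in 2 of 4 libraries, sign-flip permutation test, p = 0.75), although 4 libraries are too few for this test to pass. Transfer of the vector from the injected axons within the CEA was not tested, and neither was whether the vector carries WPRE. Of 1353 neurons, 124 held WPRE, and 7 of these held EGFP as well.

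Of the 21 wells marked empty, 3 held as many UMIs as wells with a cell, namely 73298 in library 7, 48028 in library 8 and 132395 in library 11. Free RNA would leave the fewest, 48028, near the largest number in a well with spike-in RNA only, which was 5262. Control RNA would leave *Gad1* near its level there, at most 4 UMIs, while the 3 wells had at least 19. They also had at least 18 *Gad2* UMIs, against at most 2 in wells of control or spike-in RNA. A neuron in these wells is a candidate explanation. They were not counted among the CEA cells.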

How the results depend on the processing

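All alternatives were set before the data were examined, except the filter with spike-ins in the totals, the limits of 200 genes alone and of 1500 to 7500 genes alone, the assignment with 100 genes and with all genes against other libraries, leaving out single libraries in groups of at most 10, and the WPRE settings, which were chosen after the data were seen. Of 1028 values under alternatives for 172 results, 901 kept their direction and side of the threshold or moved by less than the spread between libraries, 106 moved by more, 9 fell out of significance, 12 became significant and 0 reversed. The cause was not tested for any of these changes, unless given.

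The number of cells kept followed the filter by construction. It was 1643 with no filter, 1602 with the minimum of 1500 genes alone, 1639 with the minimum of 200 genes alone, 1561 with 1500 to 7500 genes alone and 1481 with spike-ins in the totals, against 1415. The neurons left were 1501 and 1506 under the first of the minimums and under no filter, against 1353. The number of clusters was 13 to 15 under 8 of the other settings and 9 at a resolution of 0.8, against 14.

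Of 510 shares of neurons with a gene, 431 moved by less than the spread between libraries. Of the 79 others, 17 moved with a minimum of 2 UMIs, 13 with the library regressed out, 13 with libraries weighted alike, and 12 each with the named genes left out, with no upper limits on cells and with thinning. The share of seq-c6-like neurons with *Prkcd* was 46.0% with the library regressed out, against 71.8%. The share of neurons with *Gad1*, *Gad2* and *Slc32a1* was 60.5% with a minimum of 2 UMIs, against 71.8%, as a stricter minimum makes by construction. Of 20 values of UMIs per positive cell, 20 moved by less than the spread. The share of neurons in a cluster moved beyond the spread in 7 of 86 values.

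In the contrasts, none of the 17 log2 fold changes followed over the alternatives changed sign, and of their 224 values 7 lost and 6 gained significance. These numbers do not cover the other named genes, which enter the counts below. For the classes the counts past the threshold were 32 to 36 under the alternatives, and the 32 genes were among those called under each of them. With the library as a replicate block the count was 35. For seq-c7 against seq-c10 it was 3 with the replicate block (*Nts* lost, adjusted p = 0.146, edgeR), 3 with DESeq2 (*Tac2* and *Nts* lost, *Prkcd* gained, adjusted p = 6.4e-07), 3 with libraries of 1 cell, 6 with clusters built with all genes and 9 with no filter on low counts, against 4. *Sst* also lost its call when libraries with 1 cell were admitted (adjusted p = 0.483, edgeR, over a range of 1.9e-06 to 0.483 in edgeR and DESeq2), and *Crh* gained one (adjusted p = 0.0169, edgeR). With each of the 12 sums left out in turn the count was 3 to 5. *Sst* lost its call without library 3 (adjusted p = 0.147) or library 19 (adjusted p = 0.221) of the seq-c7-like neurons, *Prkcd* gained a call without library 3 of these (log2 fold change 8.95, adjusted p = 8.0e-06) and *Vipr2* gained one without library 17 of the seq-c10-like neurons (adjusted p = 0.0492), all from edgeR. For seq-c8 against seq-c6 the count was 6 with the replicate block (*Ppp1r1b* lost, adjusted p = 0.0549, edgeR, over a range of 7.5e-05 to 0.428 in edgeR and DESeq2, and 2 genes not tested), 5 with libraries of 1 cell (*Crym* and *Ppp1r1b* lost, 2 not tested), 7 with clusters built with all genes (0 lost, 2 not tested), 10 with DESeq2 and 12 with no filter on low counts, against 9. It was 9 with each of the 10 seq-c6-like libraries left out in turn, for the same genes (the seq-c8-like libraries were not left out), and the log2 fold change of *Cartpt* rose from 5.32 to 8.96 without library 14 of the seq-c6-like neurons. The replicate block changed no other call. Other splits of the same libraries were tried as well. For the classes, 1 of 100 splits, the real one, gave a count as large (the largest other count was 10), as did 1 of 100 splits for seq-c8 against seq-c6 and 1 of 8 for seq-c7 against seq-c10. Since the groups are clusters formed from the same counts, splits that mix them give fewer calls by construction, so that chance cannot be excluded with these splits.

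Of 72 values of co-detection, 64 kept their side of the threshold. *Pdyn* with *Crh* passed with all UMIs, *Pdyn* with *Tac2* under all 3 alternatives, and *Prkcd* with *Sst* and *Gpx3* with *Gal* with a minimum of 2 UMIs, under which *Cyp26b1* with *Crym* no longer passed. *Vdr* with *Npy1r*, also counted among the values that fell out of significance, says nothing of stability, since it was left with 3 libraries there, too few for the test to pass.

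The share of neurons assigned to their cluster was 99.6% with all genes, 71.5% with 100 genes and 76.6% with all genes against means of other libraries, against 61.4%. The median selectivity of the seq-c3 list was 48.0 with a minimum of 2 UMIs and 47.2 after thinning, against 45.1 percentage points, where the spread rests on 2 libraries. The share of all neurons with the seq-c1 genes was 99.1% with a minimum of 2 UMIs, against 99.5%. Of 14 clusters, 9 drew their neurons unevenly from the 19 libraries (permutation test, adjusted p at most 0.05), 2 did over the 4 barcode sets, and 0 did when the library was regressed out, an alternative built to remove such differences. The median Jaccard index was 0.797 with 20 components, against 0.752.

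The depth limits what can be said of weakly expressed genes. *Htr2a* and *Calcrl* had a mean of 1.64 and 5 to 10.1 UMIs per positive neuron, and with 3 libraries of seq-c7-like neurons the test recovered 22.5% of simulated 4-fold changes.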

Differences from the paper's values

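The paper's reported depth is 6611566 ± 92440 reads per cell (SD). The number per plate behind the yield ratio, divided by 96 wells, averaged 347977 with an SD of 92440 over 19 plates, and the sum of these 19 values is 6611566. The paper's mean thus equals the sum of this number over plates and not its mean, while its SD equals the SD over plates. No alternative was set for this measure.

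*Calcrl* was detected in 33.6% of seq-c6-like neurons, where the paper's value for seq-c6 is 9.1%, and in 7.92% of seq-c8-like neurons, where the paper's value for seq-c8 is 36%. The clusters are rebuilt, so that the denominators are other sets of neurons than the paper's. Under the 6 alternatives set before the data were examined, the shares were 30.0 to 34.1% in seq-c6-like and 6.93 to 13.8% in seq-c8-like neurons, and all of them differ from the paper's values. The paper gives the higher share to seq-c8, and here the higher share was in seq-c6-like neurons under each of these settings.

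In Fig. 1D, read by eye, seq-c2 holds about 6% of neurons, and seq-c2-like neurons were 12.3% of the 1353 neurons here, against 1393 neurons in the paper. Of the alternatives set before the data were examined, the value with the library regressed out (13.5%) and that with the named genes left out (13.9%) also differ by more than the SD between libraries, 5.64 percentage points, and by more than 1.5 times. The others do not meet both, although 11.6% with the minimum of 1500 genes alone, 9.90% at a resolution of 0.8 and 9.76% with nothing regressed out were still more than 1.5 times the paper's value. The rest were 8.90% with no filter on cells, 7.98% with k = 15, 6.21% with 20 components and 4.88% with 2000 variable features.

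In Supplementary file 1, the median over the listed genes of the share inside the cluster minus that outside it is 38.7 percentage points for seq-c2 and 32.95 for seq-c11, as the paper's values, against 23.4 and 20.6 here. With a minimum of 2 UMIs the values here were 23.9 and 21.5, and after thinning 25.2 and 21.1, which still differ.

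Some values differ from the paper's by more than 1.5 times and by more than the SD between libraries only under an alternative. The paper's share of seq-c6 neurons with *Prkcd* is 48%. Here it was 71.8% of 110 seq-c6-like neurons, just within 1.5 times the paper's value, which lies outside the interval of 62.8 to 79.4%. It was 72.4% with libraries weighted alike, beyond 1.5 times, but 53.7% with the named genes left out and 46.0% with the library regressed out. The paper's UMIs per cell of *Cartpt* in seq-c6 are 65.7 ± 16.6 (kind of error not named), against 59.4 here and 15.8 with the library regressed out. The paper's share of neurons assigned with 29 genes is 60%, against 61.4% here, and only the alternative with all genes, 99.6%, lies beyond 1.5 times that value. Like for like there is no such difference, since the paper's own share with all genes is 87.8%. Shares of neurons in a cluster do so too, against values read by eye from Fig. 1D. Seq-c3 holds about 2% there, against 1.33% here and 4.58% with k = 15. Seq-c7 holds about 3%, against 2.66% here, 6.43% with 2000 variable features and 6.65% at a resolution of 0.8. Neither of these settings gave a seq-c10-like cluster. In both, 13 markers of seq-c10 were among the 50 leading genes of the seq-c7-like cluster, so that its share is not like for like. Seq-c8 holds about 10%, against 7.46% here and 15.3% at a resolution of 0.8, where no seq-c6-like cluster formed, so that 15.3% is not like for like either. Seq-c9 holds about 2%, against 2.37% here and 7.10% with 2000 variable features. Seq-c11 holds about 3%, against 5.40% here, 5.84% with k = 15, 6.21% with the named genes left out and 5.73% with the minimum of 1500 genes alone. Seq-c13 holds about 16%, against 22.4% here, 26.8% at a resolution of 0.8 and 26.3% with the minimum of 1500 genes alone.

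Further results go against a statement of the paper. The stated filter left 1415 cells here, where the paper counts 1,626. This number lies between the 1602 cells left by the minimum of 1500 genes alone and the 1639 cells left by the minimum of 200 genes alone, the latter chosen after the values were seen. The paper reports 13 clusters, and 14 formed here, while 2000 variable features or no regression gave 13. Clusters like seq-c1, seq-c4 and seq-c12 did not form at the paper's settings, and a seq-c12-like cluster formed with 20 components (228 neurons) and another with 2000 variable features. The paper places the first division of its tree at *Ppp1r1b*, while here the first branch apart was the seq-c3-like cluster. The paper describes *Ppp1r1b* as missing from class 2, and here it was detected in 22.2 to 48.5% of seq-c2-, seq-c3-, seq-c11- and seq-c13-like neurons and in 3.13% of seq-c9-like neurons. The paper describes *Ppia*, *Actg1* and *Aldoa* as missing from seq-c12 and seq-c13, and here all neurons had them, the seq-c13-like neurons included. *H2afz* and *Txn1*, which the paper gives as features of seq-c1 with shares in its Supplementary file 1 of 65.6% and 45% inside and 10.9% and 3.4% outside the cluster, were in 98.7% and 99.3% of all neurons. In 77 of the 525 entries of that table, both shares lie under the share of all neurons with a UMI here. A division of one set of neurons cannot give this where shares count neurons with a UMI, but the paper does not name the values behind its shares, and its set is 1393 neurons, against 1353 here. With neurons above the mean of a gene counted in place of neurons with a UMI, a measure chosen after the values were seen, the median share was 53.7% for seq-c1 and 54.4% for seq-c4, between the paper's medians inside and outside the cluster (77.8% and 22.75%, 92.3% and 46.4%), but it lay under both of the paper's medians for 10 of the 13 lists. The paper describes *Crh*, *Tac2*, *Nts* and *Vipr2* as lacking in seq-c10. *Crh*, *Tac2* and *Nts* were in 14.8%, 33.3% and 51.9% of seq-c10-like neurons, against 0%, 15.9% and 2.27% of wells with spike-in RNA only. *Vipr2* was in few seq-c10-like neurons, with the share given above, which does not go against the statement.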

Other observations

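The tests in this part were set before the result was seen, except those on depth as the source of the list scores, within plate layouts and on genes without a shared stretch, which were chosen after it.

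Clusters like seq-c1, seq-c4 and seq-c12, whose genes the paper describes as weakly selective, did not form at the paper's settings. What keeps them from being selective therefore stays open. The seq-c12-like clusters that formed with 20 components or with 2000 variable features were not used for this question. Depth cannot be told apart as a source, since after thinning the seq-c1 genes were in a median of 99.7% of neurons and left no cluster to compare. A difference between libraries cannot be told apart either for the same reason, although at least 18.1% of the variance of the 3 list scores lay between libraries.

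The scores of these 3 lists differed between libraries more than those of the other 10 lists. A different mix of clusters would leave little of this once cluster means are taken out, but a median of 20.8% of the variance then lay between libraries (19.1 to 28.3%). Depth of the cells is not the whole source either, since at least 18.9% remained after the trend with UMIs was taken out (median 19.6%, against 6.19% for the other lists). Wells of control RNA hold no neuron of the plate, and over plates their scores followed those of the neurons with a median r of 0.626. The plates have 2 layouts, with 8 wells of control RNA on 8 plates and 4 on 11, and the mean seq-c1 score of neurons was negative on 8 of the former and on 1 of the latter, so that plates are not independent. Within layouts r was 0.676 for seq-c1 (adjusted p = 0.00968) and 0.793 for seq-c4 (adjusted p = 0.00195, permutation within layouts over 13 lists). This is consistent with a part of these 2 scores coming from library preparation or sequencing of the plate. For seq-c12 r within layouts was 0.369 (adjusted p = 0.412), so that for this list preparation cannot be told apart from other differences between the 2 groups of plates. The seq-c2 list (r = 0.702, adjusted p = 0.00487) and the seq-c11 list (r = -0.599, adjusted p = 0.0222) also passed over all plates but not within layouts (r = 0.231 and -0.592, adjusted p = 0.458 and 0.0850). A biological difference between plates or layouts was not tested, since the labels name no animals.

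The genes of the seq-c1 and seq-c4 lists were in nearly all neurons of the counts and in fewer cells in Supplementary file 1. Reads shared with near-identical copies may contribute for some of these genes, depending on how each count treated them, since the seq-c1 genes shared a mean of 17.4% of stretches with other transcripts, against 3.77% for lists matched on mean expression, and the seq-c4 genes 26.0% against 4.79%. The means rest on a part of the genes, since the medians were 0.111% and 0%, with 16 of 50 and 3 of 7 genes over 10%, and *Txn1* and *H2afz* shared 0%. Among the 64 genes with both shares under the share with a UMI, 26.6% shared more than 10% of stretches, against 2.93% of 341 other genes. For 38 of the 64 genes, which share no stretch, shared reads cannot be told apart from other explanations, because only stretches of this length in annotated transcripts were compared.

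The labels and the state of the cells were checked with gene lists. In the 1415 kept cells, the Y-linked genes *Eif2s3y*, *Ddx3y*, *Kdm5d* and *Uty* were detected in 53.6%, 40.6%, 28.3% and 21.8%. The X-inactivation genes *Xist* and *Tsix* were detected in 6.78% and 4.59%, and in 6.82% and 2.27% of wells with spike-in RNA only. The immediate early genes *Junb*, *Egr1*, *Jun*, *Fos*, *Fosb*, *Npas4*, *Arc* and *Nr4a1* were detected in 81.8%, 63.4%, 50.4%, 39.2%, 29.4%, 25.8%, 25.1% and 18.3%.

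Other transgene rows of the count table held few UMIs in CEA wells, namely 31 for tTAadv, 26 for CreNLS, 18 for EGFP and 11 for FLPo. Among neurons with both *Sst* and *Pdyn*, *Tac2* was detected in 42.1%, *Nts* in 39.5%, *Crh* in 15.4% and *Vipr2* in 11.7%, against 30.3%, 20.4%, 6.26% and 2.47% of the other 1054 neurons. These shares use all UMIs, so that a difference in depth may contribute. At equal depth, co-detection of *Pdyn* with *Crh* and with *Tac2* did not pass (sign-flip permutation test, adjusted p = 0.0587 and 0.0639). *Pdyn* with *Nts* and with *Vipr2* passed (adjusted p = 7.9e-04 and 0.00392, same test).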
